# Coupling shRNA screens with single-cell RNA-seq identifies a dual role for mTOR in reprogramming-induced senescence

**DOI:** 10.1101/gad.297796.117

**Published:** 2017-10-15

**Authors:** Marieke Aarts, Athena Georgilis, Meryam Beniazza, Patrizia Beolchi, Ana Banito, Thomas Carroll, Marizela Kulisic, Daniel F. Kaemena, Gopuraja Dharmalingam, Nadine Martin, Wolf Reik, Johannes Zuber, Keisuke Kaji, Tamir Chandra, Jesús Gil

**Keywords:** SASP, senescence, iPSCs, single-cell RNA-seq, shRNA screens

## Abstract

Expression of the transcription factors OCT4, SOX2, KLF4, and cMYC (OSKM) reprograms somatic cells into induced pluripotent stem cells (iPSCs). Reprogramming is a slow and inefficient process, suggesting the presence of safeguarding mechanisms that counteract cell fate conversion. One such mechanism is senescence. To identify modulators of reprogramming-induced senescence, we performed a genome-wide shRNA screen in primary human fibroblasts expressing OSKM. In the screen, we identified novel mediators of OSKM-induced senescence and validated previously implicated genes such as *CDKN1A*. We developed an innovative approach that integrates single-cell RNA sequencing (scRNA-seq) with the shRNA screen to investigate the mechanism of action of the identified candidates. Our data unveiled regulation of senescence as a novel way by which mechanistic target of rapamycin (mTOR) influences reprogramming. On one hand, mTOR inhibition blunts the induction of cyclin-dependent kinase (CDK) inhibitors (CDKIs), including p16^INK4a^, p21^CIP1^, and p15^INK4b^, preventing OSKM-induced senescence. On the other hand, inhibition of mTOR blunts the senescence-associated secretory phenotype (SASP), which itself favors reprogramming. These contrasting actions contribute to explain the complex effect that mTOR has on reprogramming. Overall, our study highlights the advantage of combining functional screens with scRNA-seq to accelerate the discovery of pathways controlling complex phenotypes.

## Abstract (precis)

Aarts et al. developed an innovative approach that integrates single-cell RNA sequencing with a shRNA screen in primary human fibroblasts expressing OCT4, SOX2, KLF4, and cMYC to investigate the mechanism of action of the identified candidates. This approach unveiled regulation of senescence as a novel way by which mechanistic target of rapamycin (mTOR) influences reprogramming.

During normal development, cells gradually acquire more differentiated fates. Several strategies, referred to as cellular reprogramming, can reverse the natural direction of the differentiation process. The reprogramming of somatic cells to a pluripotent state can be achieved by either nuclear transfer (Gurdon 1962; Wilmut et al. 1997) or cellular fusion between somatic and embryonic stem (ES) cells (Tada et al. 2001). In addition, the seminal work of Yamanaka (Takahashi and Yamanaka 2006) showed that the expression of pluripotency-associated factors (OCT4, SOX2, KLF4, and cMYC, collectively referred to as OSKM) also could be used to reprogram somatic cells to an ES-like cell type known as induced pluripotent stem cells (iPSCs). This discovery holds great promise for practical applications in regenerative medicine. Gaining a greater understanding of cellular reprogramming will also provide clues about the mechanisms behind differentiation and dedifferentiation pertinent to normal development or cancer (Shi et al. 2017).

Reprogramming somatic cells to iPSCs is a long process with an overall low success rate. The inefficiency of reprogramming has suggested the existence of several barriers impeding iPSC generation. The mechanisms underlying barriers to cellular reprogramming have been investigated previously using functional screens (Qin et al. 2014; Sakurai et al. 2014; Yang et al. 2014; Cheloufi et al. 2015). An inherent technical difficulty of working with primary cells is that once in culture, they eventually undergo replicative or stress-induced senescence (Kuilman et al. 2010). To overcome this issue, genetic tricks to blunt senescence (for example, overexpressing hTERT or knocking down p53 expression) have sometimes been used to screen for genes limiting reprogramming (Qin et al. 2014), indirectly highlighting that senescence constitutes an intrinsic cellular barrier to iPSC generation (Krizhanovsky and Lowe 2009; Banito and Gil 2010). Key tumor suppressors such as p53, p16^INK4a^, or p21^CIP1^ control the senescence response to OSKM, and their inhibition increases reprogramming (Banito et al. 2009; Hong et al. 2009; Kawamura et al. 2009; Li et al. 2009; Marion et al. 2009; Utikal et al. 2009). However, little else is understood about the mechanisms governing senescence induction during reprogramming and how similar it is to other types of senescence.

Senescence is a cellular program that restrains the replication of damaged or old cells by imposing a stable cell cycle arrest. As part of the senescence program, cells undergo additional phenotypic alterations, including remodeling of their chromatin or secreting a complex mixture of factors known as the senescence-associated secretory phenotype (SASP) (Kuilman et al. 2010; Salama et al. 2014). Senescent cells are present in injured, preneoplastic, old, and diseased tissues and influence many phenotypes through the SASP (Coppe et al. 2010). In general, the accumulation of senescent cells is detrimental (Munoz-Espin and Serrano 2014), and their elimination ameliorates many age-related pathologies (Baker et al. 2016), whereas senescence induction limits fibrosis (Krizhanovsky et al. 2008) and cancer (Collado and Serrano 2010). Senescent cells found in old or injured tissues also create a permissive environment for in vivo reprogramming (Mosteiro et al. 2016). This has been linked to increased production of IL-6 as part of the SASP, as IL-6 facilitates reprogramming by activating cMYC and PIM1 (Brady et al. 2013). Given the physiological relevance of senescence and that it constitutes an intrinsic barrier for reprogramming, understanding how senescence is regulated during reprogramming is important. Genetic screening is a powerful tool that has been exploited with success to identify genes regulating senescence (Jacobs et al. 2000; Rowland et al. 2005; Acosta et al. 2008; Tordella et al. 2016; Wang et al. 2016) or cellular reprogramming (Qin et al. 2014; Sakurai et al. 2014; Yang et al. 2014).

In this study, we screened for shRNAs blunting reprogramming-induced senescence. An inherent limitation of pooled screens is the protracted process of retesting, validation, and characterization of identified candidates. To speed this up, we combined single-cell RNA sequencing (scRNA-seq) with shRNA screens. Using this approach, we discovered that, by regulating senescence, mechanistic target of rapamycin (mTOR) controls cell-intrinsic and cell-extrinsic mechanisms with opposing effects on reprogramming. Moreover, our study highlights the advantages of combining functional screens with scRNA-seq analysis.

## Results

### Exploring the senescence program induced by OSKM

Expression of the reprogramming factors (OSKM) in IMR90 human fibroblasts causes a senescence-like growth arrest (Fig. 1A,B) that constitutes an intrinsic barrier to reprogramming (Banito et al. 2009). Similar to oncogenic RAS^G12V^, the expression of OSKM induces the cyclin-dependent kinase (CDK) inhibitors (CDKIs) p15^INK4b^, p16^INK4a^, and p21^CIP1^, which are involved in implementing the stable growth arrest associated with senescence (Fig. 1C).

**Figure 1.**
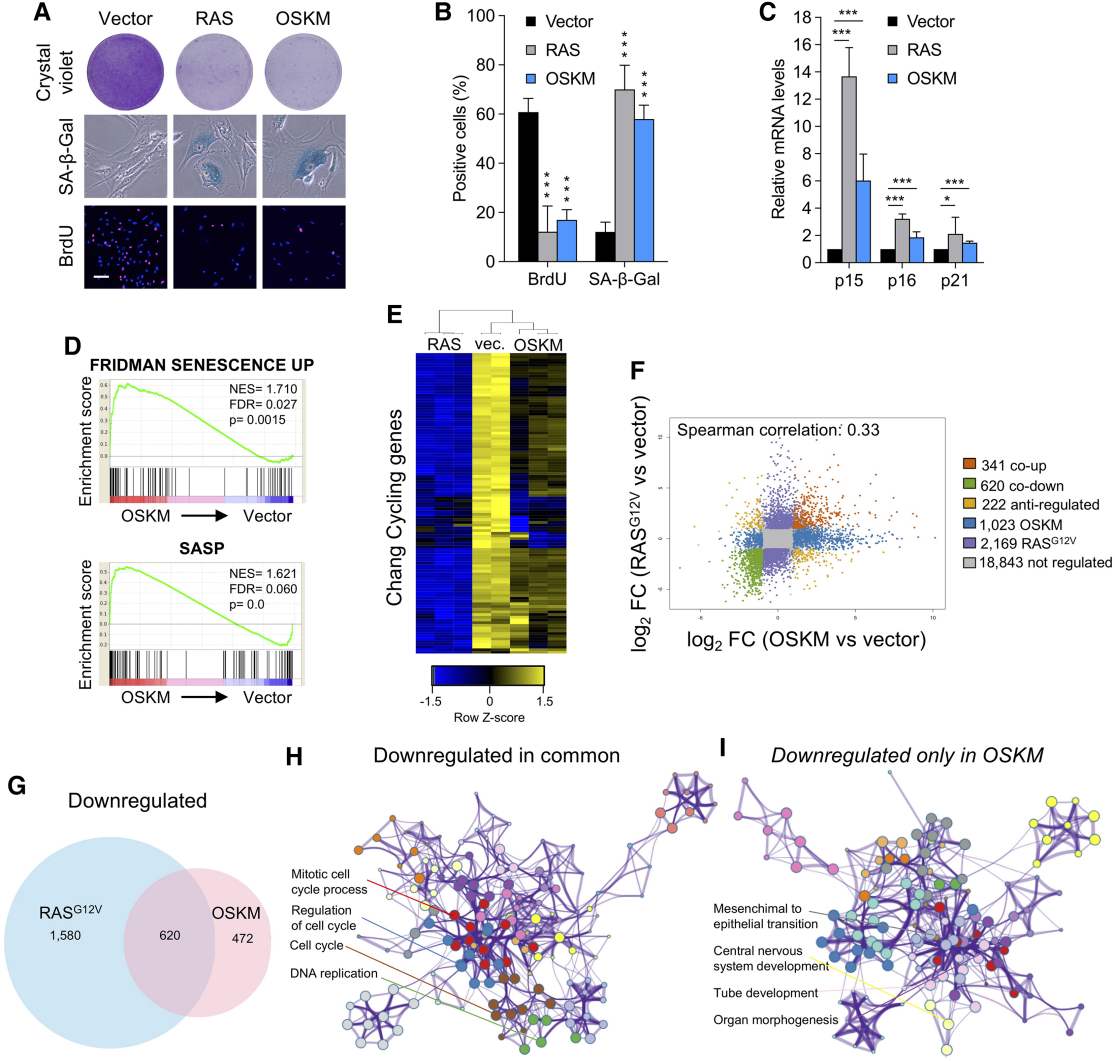
Expression of OSKM results in the induction of a characteristic senescence program in IMR90 human fibroblasts. (*A*) Senescence markers in IMR90 fibroblasts infected with control (vector), a polycistronic vector expressing OSKM or RAS. At 12 d after infection, senescence was assayed by crystal violet staining (*top*), senescence-associated β-galactosidase (SA-β-Gal) activity (*middle*), and BrdU incorporation after an 18-h pulse (*bottom*). Bar, 100 µM. (*B*) Quantification of BrdU and SA-β-Gal-positive cells after infection with the indicated vectors. (***) *P* < 0.001. (*C*) Quantitative RT–PCR (qRT–PCR) showing the mRNA expression levels of *CDKN2B* (encoding p15^INK4b^), *CDKN2A* (p16^INK4a^), and *CDKN1A* (p21^CIP1^) after infection with the indicated vectors. (*) *P* < 0.05; (***) *P* < 0.001. (*D*) Gene set enrichment analysis (GSEA) showing enrichment of signatures associated with senescence and the SASP in OSKM versus vector-expressing IMR90 cells. (NES) Normalized enrichment score. (*E*) Heat map showing gene expression of cell cycle genes (Chang et al. 2004) for IMR90 cells infected with vector, RAS, and OSKM. Log_2_ expression values (rlog) were row-normalized using *Z*-scores, and only genes that have higher expression in RAS or OSKM compared with vector are shown in the heat map. Both genes and samples were clustered using hierarchical clustering. (*F*) Scatter plot showing log_2_ fold change (FC) in gene expression between RAS versus vector and OSKM versus vector. Genes changing (false discovery rate [FDR] < 0.05; log_2_ fold change < −1 or log_2_ fold change > 1) are shown in color. (*G*) Venn diagram showing common down-regulated genes between RAS versus vector and OSKM versus vector. Down-regulated genes were defined as those with log_2_ fold change < −1 and FDR < 0.05. (*H*,*I*) Gene ontology (GO) term analysis of common genes down-regulated upon OSKM- and RAS-induced senescence (*H*) or down-regulated only in OSKM-induced senescence (*I*). First, for each senescence type, genes differentially regulated compared with control (vector) by log_2_ fold change < −1 (*P* < 0.05) were selected. Next, common genes were uploaded to the online bioinformatics database Metascape (http://metascape.org) for GO term detection and clustering. Same-colored dots fall into a function category similar to the given title. Only statistically significant categories (*P* < 0.05) are shown.

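In IMR90 fibroblasts infected with OSKM, several genes with no counts in any of the 6 vector libraries became abundant. ACKR3, which encodes a chemokine receptor, reached 129 ± 7.99 CPM (counts scaled to the library's normalized total, SD, n = 3 libraries) with OSKM 14 days after infection. This is at least 350-fold higher than the vector libraries of that day, with 3 counts over the group taken as the floor. NMUR2 (a neuromedin U receptor), RNASE1 (a secreted ribonuclease), WFDC11 and SPINK1 (a secreted trypsin inhibitor) were at least 207-fold, 108-fold, 76.0-fold and 52.6-fold higher on the same basis. At day 20, the bounds were 117-fold for ACKR3, 84.3-fold for NMUR2, 55.9-fold for RNASE1, 70.9-fold for WFDC11 and 45.4-fold for SPINK1, and all bounds cover counting error only. The other 5 of the 10 largest rises had between 1 and 3 counts over all vector libraries. With OSKM at day 14, their levels were 247 ± 45.6 CPM for PTHLH (parathyroid hormone-related protein), 133 ± 27.5 for ALDH3A1, 75.6 ± 21.0 for AZGP1, 46.5 ± 18.2 for GJB2 and 14.5 ± 4.77 for ASPN (SD, n = 3 each). Among the largest falls, NPTX1, a secreted neuronal pentraxin (ENSG00000171246, chromosome 17 of GRCh37 from 78440634 to 78451643), went from 64.5 ± 5.79 CPM with vector to 4.68 ± 2.45 with OSKM at day 14 (SD, n = 3). At day 20, it went from 124 ± 13.2 to 1.39 ± 1.45. Its log2 fold change over both days was −5.00 (standard error 0.21, adjusted p = 2.8e-18 from edgeR's quasi-likelihood test). The urea transporter SLC14A1, the keratin KRT19 and the secreted Wnt antagonist SFRP1 had log2 fold changes of −4.76, −3.39 and −3.03 (adjusted p = 1.9e-11, 4.2e-13 and 2.4e-19 from edgeR). LCTL, SNAP25, SLC43A3, MGARP, BDKRB2 and APOBEC3B, the other 6 of the 10 largest falls, had log2 fold changes between −3.57 and −2.90. At an adjusted p under 0.05 and a log2 fold change above 1 or below −1, 667 genes were higher and 523 were lower with OSKM among 10103 genes tested over both days. Without the threshold on the fold change, 2165 genes were higher and 2047 were lower. Tested at each day in the same fit, 783 genes were higher and 624 lower at day 14, and 612 were higher and 448 lower at day 20. Without the filter on low counts, 1047 genes were higher.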

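Bulk RNA-seq data were available for IMR90 human fibroblasts infected with a control vector or with the polycistronic OSKM vector, collected 14 or 20 days after infection. Each of these 4 groups had 3 libraries, prepared by Smart-seq2 and Nextera XT without unique molecular identifiers. The labels give passage 14 for the cells of day 14 and passage 15 for those of day 20, so that day and passage cannot be separated, and they do not state whether the replicates were separate infections. The text of the paper does not name the libraries or the day behind its OSKM and vector comparison, and all 12 libraries were used. The authors made FASTQ files with bcl2fastq, aligned the reads to GRCh37 with TopHat2 2.0.11, counted reads within exons with Rsubread without strand specificity, and deposited the raw counts of 62069 Ensembl genes. Total gene counts per library were 2452224 to 2767651 (median 2743914) for vector and 1712237 to 1883459 (median 1849602) for OSKM at day 14. At day 20, they were 877046 to 1469895 (median 1172161) for vector and 1341014 to 2140892 (median 1633438) for OSKM. Mitochondrial genes held 5.60 ± 0.303% of counts for vector and 6.75 ± 0.538% for OSKM at day 14, and 6.70 ± 0.266% and 7.45 ± 1.41% at day 20 (SD, n = 3 each). From these counts, libraries were normalized by TMM, genes were filtered with edgeR's filterByExpr at its default minimum of 10 counts, and 1 mean per group was fitted with edgeR's quasi-likelihood method, leaving 8 residual degrees of freedom. Fold changes are OSKM over vector of the same day, averaged over both days with equal weight, and p-values were adjusted by the method of Benjamini and Hochberg. Gene lists were compiled before the data were examined, from general knowledge rather than from the signatures used in the paper, and were tested against the other genes with limma's camera. The deposited tables hold no separate row for the OSKM transgene. The rows of POU5F1 (encoding OCT4) and SOX2 had at most 6 and 2 counts in any of the 36 deposited libraries, with or without OSKM. The MYC row was lower with OSKM (log2 fold change −1.17, standard error 0.20, adjusted p = 2.4e-05 from edgeR), and the KLF4 row had a log2 fold change of −0.58 (standard error 0.33, adjusted p = 0.159). Whether these rows hold reads of the transgene is not known. They thus do not show the total MYC or KLF4 of cells with OSKM, and expression of the transgene could not be checked from these counts.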

To better characterize OSKM-induced senescence, we took advantage of RNA sequencing (RNA-seq). 

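CDKN2B, which encodes the CDK inhibitor p15INK4b (ENSG00000147883, chromosome 9 of GRCh37 from 22002902 to 22009304), went from 4.30 ± 0.263 CPM with vector to 33.9 ± 7.78 with OSKM at day 14 (SD, n = 3 libraries each). At day 20, it went from 8.70 ± 1.45 to 119 ± 6.71, and the log2 fold change over both days was 3.36 (standard error 0.17, adjusted p = 1.6e-16 from edgeR's quasi-likelihood test). CXCL8, which encodes the chemokine IL-8 of the SASP, went from 3.99 ± 1.33 to 25.1 ± 9.82 CPM at day 14. At day 20, CXCL8 went from 4.13 ± 0.496 to 69.3 ± 9.54, and its log2 fold change was 3.36 (standard error 0.23, adjusted p = 3.1e-13 from edgeR). Of 58 measured genes of a senescence list, 30 were higher with OSKM, 11 were lower and 17 did not pass the test, with the same 30 and 11 when adjusted over the list alone. The higher genes included the cytochrome P450 gene CYP1B1 (log2 fold change 6.55, standard error 0.15) and the insulin-like growth factor binding proteins IGFBP6 (2.04, standard error 0.09) and IGFBP5 (2.14, standard error 0.10). The protease inhibitor SERPINB2 (−1.50, standard error 0.17) and RAB13 (−0.91, standard error 0.10) were lower. Of 50 measured SASP genes, 23 were higher, 14 were lower and 13 did not pass the test, again with the same counts when adjusted over the list alone. The metalloproteinase inhibitor TIMP1 (log2 fold change 2.31, standard error 0.07), INHBA, which encodes a subunit of activin A (1.75, standard error 0.09), and IL6 (1.96, standard error 0.40, adjusted p = 2.2e-04 from edgeR) were higher. The secreted factors STC1 (−2.31, standard error 0.13) and FGF7 (−2.02, standard error 0.14) were lower. CDKN1A, which encodes p21CIP1, had 733 ± 149 CPM with vector and 875 ± 289 with OSKM at day 14 (SD, n = 3 each). At day 20, CDKN1A had 280 ± 17.6 and 358 ± 81.6, and the log2 fold change was 0.30 (standard error 0.12, adjusted p = 0.0482 from edgeR). CDKN2A, which encodes p16INK4a and p14ARF, had 24.7 ± 3.89 and 32.4 ± 7.58 CPM at day 14. At day 20, CDKN2A had 44.1 ± 8.26 and 43.7 ± 6.69, and the log2 fold change was 0.20 (standard error 0.14, adjusted p = 0.293 from edgeR). Compared with all other genes by camera with a preset correlation of 0.01, the senescence list was higher (adjusted p = 6.8e-09, median log2 fold change 0.28), as was the SASP list (adjusted p = 0.0010, median 0.38), among 17 lists tested. With an estimated correlation, the adjusted p was 5.8e-04 for the senescence list and 0.0357 for the SASP list. The CDKN1A call was lost with DESeq2 (adjusted p = 0.248), in 1 fit of all 36 libraries (0.222), at day 14 alone (0.251) and at day 20 alone (0.166). It was also lost in 8 of 12 fits that left out 1 library. The gene-level counts do not separate p16INK4a from p14ARF transcripts, nor, without strand, CDKN2B from its antisense gene CDKN2B-AS1.

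**Figure D1:**
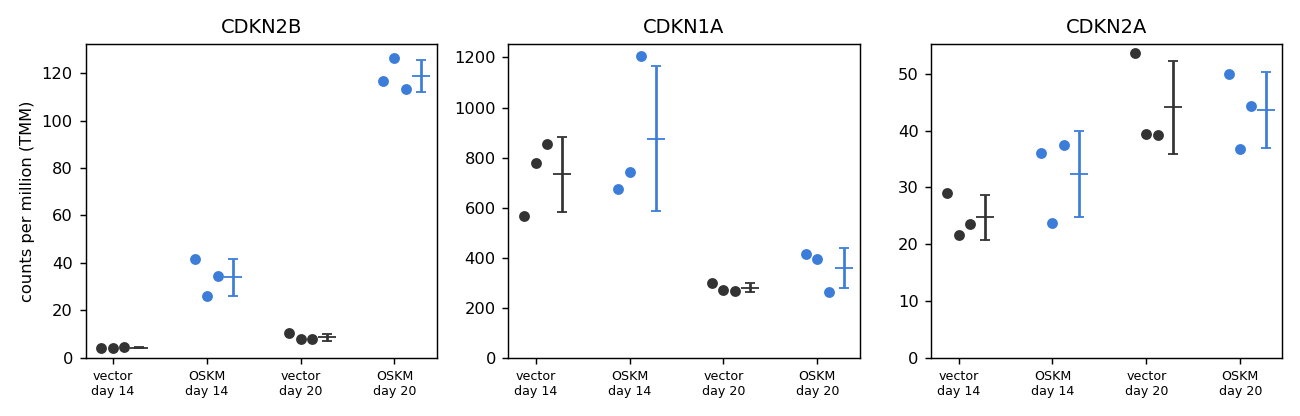
TMM-normalized CPM of CDKN2B, CDKN1A and CDKN2A in each of the 3 libraries per group (points), for vector and OSKM 14 and 20 days after infection, with the mean and SD beside them. For CDKN2B the OSKM libraries lie above the vector libraries at both days, with means of 33.9 against 4.30 at day 14 and 119 against 8.70 at day 20, while those of CDKN1A and CDKN2A overlap.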

Gene set enrichment analysis (GSEA) found signatures for senescence and the SASP significantly enriched in the transcriptome of cells expressing OSKM (Fig. 1D). Other signatures showed a similar association with OSKM- and RAS-induced senescence. For example, TGF-β-dependent signatures were up-regulated in both types of senescence (Supplemental Fig. S1A). 

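With OSKM, 32 of 47 measured genes of a TGF-β response list were higher, among them collagens and the ligand gene TGFB2, and 6 were lower. The list was higher than the other genes by camera (adjusted p = 5.4e-19 over the 17 lists, 0.0038 with an estimated correlation), with a median log2 fold change of 0.92. TGFB2 (ENSG00000092969, chromosome 1 of GRCh37 from 218518678 to 218617961) went from 4.42 ± 2.12 CPM with vector to 45.5 ± 8.60 with OSKM at day 14 (SD, n = 3 libraries each). At day 20, TGFB2 went from 2.62 ± 0.732 to 55.6 ± 6.17, and the log2 fold change was 3.88 (standard error 0.22, adjusted p = 3.0e-15 from edgeR's quasi-likelihood test). The basement membrane collagen COL4A1 went from 42.3 ± 4.54 to 213 ± 30.2 CPM at day 14. At day 20, COL4A1 went from 95.6 ± 3.74 to 615 ± 120, a log2 fold change of 2.51 (standard error 0.11). TGFBI, named for its induction by TGF-β, and the fibrillar collagen COL1A1 had log2 fold changes of 1.98 (standard error 0.09) and 1.67 (standard error 0.08). The other 9 genes of the list did not pass the test, and 34 were higher and 6 lower when adjusted over the list alone. The lower genes included CNN1 (calponin, of smooth muscle, log2 fold change −1.56, standard error 0.18), CDC42EP3 (−0.80, standard error 0.08), IGFBP3 (−0.58), ID2 (−0.40) and TAGLN (transgelin, −0.28). The last 3 of these were named after their values were seen.

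**Figure D2:**
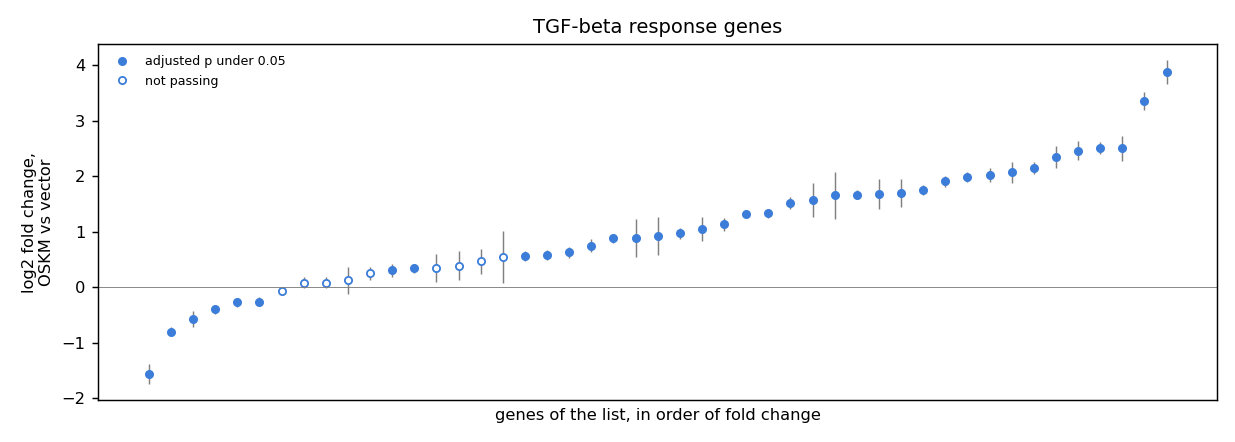
Log2 fold change of OSKM over vector, averaged over days 14 and 20, for each of the 47 measured genes of the TGF-β response list in order of fold change, with bars of 1 standard error from edgeR. Filled points pass an adjusted p of 0.05 and open points do not, and 32 filled points lie above 0 and 6 below it.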

In some instances, although the effect of RAS or OSKM expression was qualitatively equivalent, the strength of the responses differed. For example, although signatures associated with proliferation were down-regulated upon RAS or OSKM expression (Supplemental Fig. S1B), a stronger growth arrest was associated with RAS expression (Fig. 1E). 

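Nearly all measured genes of an S phase list and a G2/M list were lower with OSKM. RRM2, a subunit of ribonucleotide reductase (ENSG00000171848, chromosome 2 of GRCh37 from 10260825 to 10351851), went from 429 ± 22.4 CPM with vector to 56.8 ± 4.63 with OSKM at day 14 (SD, n = 3 libraries each). At day 20, RRM2 went from 252 ± 23.0 to 74.5 ± 11.8, and the log2 fold change was −2.34 (standard error 0.09, adjusted p = 1.3e-18 from edgeR's quasi-likelihood test). Of 41 measured S phase genes, 40 were lower and none was higher, with the same counts when adjusted over the list alone, and the median log2 fold change was −1.27. They included the centromere gene CENPU (−2.26, standard error 0.15) and TYMS, which encodes thymidylate synthase (−1.53, standard error 0.12). Of 54 measured G2/M genes, 53 were lower and 1 was higher, also when adjusted over the list alone, and the median log2 fold change was −1.73. Among the lower genes were the chromatin protein HMGB2 (−2.02, standard error 0.10), the cytokinesis gene ANLN (−2.21, standard error 0.12) and the mitotic cyclin CCNB2 (−1.90, standard error 0.11). The higher gene was CTCF, which encodes a chromatin insulator protein (0.46, standard error 0.17, adjusted p = 0.0325 from edgeR). This call was lost in 4 of the 7 other settings and in 7 of 12 fits that left out 1 library. At day 14 the medians were −1.74 for the S phase list and −2.01 for the G2/M list, and at day 20 they were −0.92 and −1.23. Both lists were lower than the other genes by camera (adjusted p = 2.8e-22 for S phase and 1.8e-45 for G2/M over the 17 lists), and with an estimated correlation the adjusted p was 6.7e-05 and 0.0072.

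**Figure D3:**
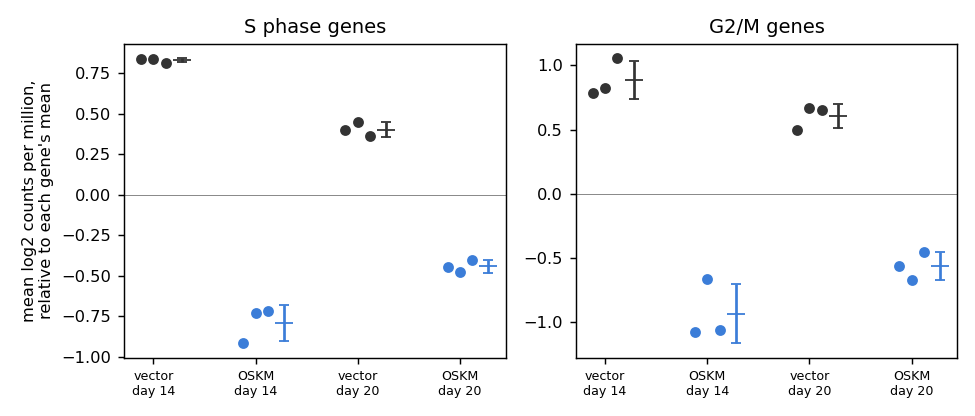
Mean over the measured S phase genes (left, 41 genes) and G2/M genes (right, 54 genes) of log2 CPM, relative to each gene's mean over the 12 libraries, in each library (points), with the mean and SD of the 3 libraries per group beside them. The means of the G2/M genes were 0.89 and 0.61 for vector and −0.93 and −0.56 for OSKM at days 14 and 20. Those of the S phase genes were 0.83 and 0.40 for vector and −0.79 and −0.44 for OSKM.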

Overall, we observed a moderate correlation between the transcriptional changes induced by RAS and OSKM (Spearman correlation = 0.33) (Fig. 1F). Among the genes regulated in common (Fig. 1G; Supplemental Fig. S1C), gene ontology (GO) analysis highlighted several senescence processes (such as down-regulation of terms related to mitosis and cell cycle or up-regulation of inflammatory responses) (Fig. 1H; Supplemental Fig. S1D). Besides these commonalities, the specific nature of the OSKM and RAS transcriptional programs was also evident. For example, GO terms associated with epithelial-to-mesenchymal transition and development and differentiation processes were preferentially regulated by OSKM rather than RAS expression (Fig. 1I; Supplemental Fig. S1E). 

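With OSKM, 19 of 33 measured mesenchymal genes were higher and 8 lower, and the list was higher than the other genes by camera (adjusted p = 2.9e-09 over 17 lists, 0.0134 with an estimated correlation). Of 14 measured heart morphogenesis genes, 7 were higher and 4 lower (adjusted p = 0.0050, and 0.0357 with an estimated correlation). JAG1, a Notch ligand (ENSG00000101384, chromosome 20 of GRCh37 from 10618332 to 10654647), went from 6.82 ± 1.59 CPM with vector to 143 ± 28.3 with OSKM at day 14 (SD, n = 3 libraries each). At day 20, JAG1 went from 11.0 ± 3.75 to 173 ± 17.7, a log2 fold change of 4.21 (standard error 0.15, adjusted p = 1.1e-19 from edgeR's quasi-likelihood test). DSP, which encodes the desmosomal protein desmoplakin, went from 6.22 ± 1.26 to 67.3 ± 3.30 CPM at day 14. At day 20, DSP went from 4.89 ± 0.355 to 119 ± 28.6, a log2 fold change of 4.01 (standard error 0.17). The counts of higher and lower genes of both lists were the same when adjusted over the list alone. Of the mesenchymal genes, the collagen COL5A2 (2.00, standard error 0.09) and S100A4 (2.44, standard error 0.12) were among the higher, and the matrix protein TNC (−1.11, standard error 0.13) and the fibroblast surface protein THY1 (−0.48, standard error 0.10) were lower. Of 10 measured epithelial genes, 5 were higher and 1, KRT19, was lower, also when adjusted over the list alone, and the higher ones included the protease inhibitor SPINT2 (2.79, standard error 0.35). The epithelial list was higher by camera (adjusted p = 0.0344), and this call was lost with an estimated correlation (adjusted p = 0.0878) and in 11 of the 12 fits that left out 1 library. The heart morphogenesis transcription factor genes GATA6 (3.73, standard error 0.46), SOX9 (−1.18, standard error 0.18) and TBX5 (−0.88, standard error 0.18) changed in both directions. Of 4 measured skin development genes, 3 were higher (4 when adjusted over the list alone) and none was lower, among them the desmosomal cadherin DSG2 (1.70, standard error 0.22). The skin development list was higher by camera (adjusted p = 0.0247), and this call was lost with an estimated correlation (adjusted p = 0.0685). Of 4 measured genes of central nervous system development, the microtubule protein gene MAP2 was higher (2.85, standard error 0.41) and NPTX1 was lower, also when adjusted over the list alone. That list was lower by camera (adjusted p = 0.0303), and this call was lost with an estimated correlation (adjusted p = 0.0872). The heart morphogenesis call was lost without the filter on low counts (adjusted p = 0.106). RAS libraries were not analysed here, so that these values cover the OSKM side of the comparison only.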

Overall, the above results confirm that OSKM expression induces a senescence program with distinctive characteristics.

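Beyond the senescence genes, 17 of 27 measured p53 targets were higher with OSKM, as were 21 of 31 genes of lysosomes and autophagy, 16 of 28 of sterol synthesis and 14 of 22 of the interferon response. By camera over the 17 lists, the p53 list was higher (adjusted p = 0.0023, and 0.0358 with an estimated correlation), as were the lysosome (1.3e-05), sterol (2.5e-04) and interferon (0.0010) lists, whose calls were lost with an estimated correlation (adjusted p = 0.0685, 0.0637 and 0.312). GDF15, a stress-induced cytokine and p53 target (ENSG00000130513, chromosome 19 of GRCh37 from 18485541 to 18499986), went from 20.1 ± 9.96 CPM with vector to 89.1 ± 7.67 with OSKM at day 14 (SD, n = 3 libraries each). At day 20, GDF15 went from 14.1 ± 5.37 to 53.7 ± 11.5, a log2 fold change of 2.07 (standard error 0.18, adjusted p = 1.0e-10 from edgeR's quasi-likelihood test). Of the p53 targets, 2 were lower and 8 did not pass the test, and 18 were higher when adjusted over the list alone. ZMAT3 and PLK2 had log2 fold changes of 1.06 (standard error 0.10) and 0.74 (standard error 0.09). Of the genes of lysosomes and autophagy, 1 was lower, and 22 were higher when adjusted over the list alone. The higher ones included the cathepsin CTSL (1.44, standard error 0.08) and the ceramidase ASAH1 (1.05, standard error 0.08), and the lower one was the autophagy receptor SQSTM1 (−0.41, standard error 0.08). Of the sterol synthesis genes, SQLE (0.96, standard error 0.09) and HMGCS1 (1.29, standard error 0.13) were among the 16 higher, and PMVK was lower (−0.53, standard error 0.19), also when adjusted over the list alone. The PMVK call was lost in 4 of the 7 other settings and in 5 of 12 fits that left out 1 library. Of the interferon response genes, SAMD9 (1.96, standard error 0.17) was among the 14 higher, and IFIT5 was lower (−0.57, standard error 0.12), also when adjusted over the list alone. Of 20 measured glycolysis genes, 2 were higher and 5 were lower, also when adjusted over the list alone. HK2 (1.69, standard error 0.18) and the glucose transporter SLC2A1 (0.94, standard error 0.11) were higher, and PDK1 (−1.76, standard error 0.15) and ENO1 (−0.54, standard error 0.07) were among the lower. Of 81 measured mRNAs with a 5′ terminal oligopyrimidine (TOP) motif, which encode parts of the translation apparatus, none was higher and 37 were lower (38 when adjusted over the list alone), such as RPSA (−0.57, standard error 0.07). The TOP list was lower by camera (adjusted p = 4.3e-04), and this call was lost with an estimated correlation (adjusted p = 0.491). TEK, an endothelial receptor gene and the 1 measured member of the endothelial list, had a log2 fold change of 5.27 (standard error 0.21), and PODXL, the 1 measured member of the pluripotency list, had 3.60 (standard error 0.19). Of 3 measured muscle genes, ACTG2 (−1.08, standard error 0.08) and SMTN (−0.69, standard error 0.19) were lower, also when adjusted over the list alone. The glycolysis (adjusted p = 0.208) and muscle (0.0525) lists did not pass. At day 14 alone the muscle list was lower (adjusted p = 0.0075), and without the filter on low counts the glycolysis list was lower (0.0128). The SQSTM1 call was lost at day 14 alone (adjusted p = 0.160), and those of IFIT5 (0.148) and SMTN (0.753) at day 20 alone. The sterol list did not pass at day 20 alone (adjusted p = 0.0967), nor the TOP list at day 14 alone (0.288). The paper concludes that OSKM brings about senescence with features of its own. It draws on the growth arrest and induced CDK inhibitors, enriched senescence and SASP signatures, signatures shared with RAS, and terms regulated preferentially by OSKM.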

### A screen for shRNAs regulating OSKM-induced senescence

To identify genes that regulate OSKM-induced senescence, we screened a shRNA library comprised of ∼58,000 shRNAs (Supplemental Fig. S2A). IMR90 fibroblasts were transduced with a retroviral vector expressing OSKM followed by lentiviral transduction with the shRNA library. Cells were passaged to enrich for shRNAs blunting the senescence growth arrest. In parallel, cells were infected with a shRNA against p53 (shp53), which prevents the senescence growth arrest (Supplemental Fig. S2B). Integrated shRNAs were identified, and their enrichment was assessed using next-generation sequencing (NGS) (Supplemental Fig. S2C). Five-hundred-fifty-four candidate genes were selected using the criteria described in Supplemental Figure S2A. A shRNA library targeting these candidates (average coverage of six shRNAs per gene; 3153 shRNAs in total) was generated and screened similarly (Fig. 2A). Statistical analysis identified shRNAs significantly enriched with time in OSKM-expressing cells (day 37 vs. day 0) (Fig. 2B,C). After retesting shRNAs targeting the top screen candidates, we found that infection with shRNAs targeting four of these genes (*CDKN1A*, *MTOR*, *MYOT*, and *UBE2E1*) resulted in a consistent bypass of OSKM-induced senescence (Fig. 2D; Supplemental Fig. S2D).

**Figure 2.**
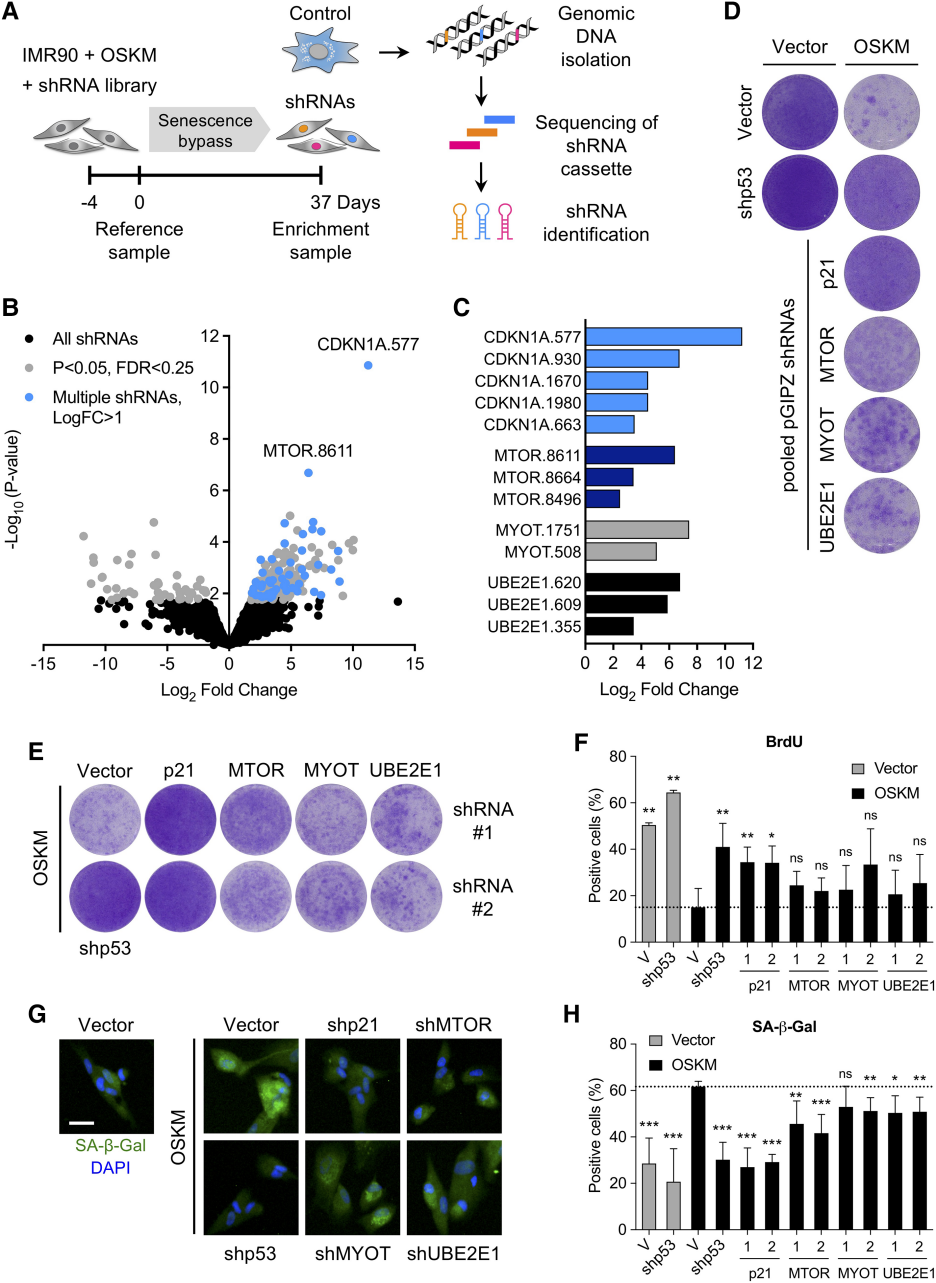
An shRNA screen identifies modulators of reprogramming-induced senescence. (A) Time line and strategy of a secondary shRNA enrichment screen. IMR90 fibroblasts were infected with an OSKM expression vector followed by a pooled shRNA library in duplicate. Samples for analysis of shRNA library representation were taken at regular intervals over a 37-d culture period. Two independent biological shRNA screens were performed. (*B*) Volcano plot depicting the changes in representation (log_2_ fold change; *X*-axis) and significance (−log_10_-converted *P*-value; *Y*-axis) of each shRNA in the library at day 37 versus day 0. Total library (black; 3153 shRNAs), enriched shRNAs (gray; *P* < 0.05; FDR < 0.25; 229 shRNAs), and candidates with multiple shRNAs (blue; log_2_ fold change > 1; 52 shRNAs) are shown. The top shRNAs targeting CDKN1A and MTOR are highlighted. EdgeR statistical analysis was used to combine and batch-correct data from two independent biological screens. (*C*) Significantly enriched (log_2_ fold change) shRNAs for CDKN1A, MTOR, MYOT, and UBE2E1. (*D*) Initial validation of candidates identified in the secondary screen. IMR90 fibroblasts were infected with control or OSKM expression vector and pooled pGIPZ shRNAs against the indicated candidates. Cell proliferation was assayed by crystal violet staining. (*E*) IMR90 fibroblasts were infected with OSKM followed by two different shRNAs against p21, MTOR, MYOT, and UBE2E1. At 12 d after infection, cells were seeded at low density. After 16 d, plates were stained with crystal violet. Images are from a representative experiment. (*F*) IMR90 fibroblasts were infected with empty vector (gray bars) or OSKM (black bars) followed by shp53 or two different shRNAs against p21, MTOR, MYOT, and UBE2E1 or control vector (V). At 12 d after infection, cells were seeded in 96-well plates and cultured for another 5 d. The percentage of BrdU-positive cells was determined by immunofluorescence after an 18-h pulse with BrdU. Error bars represent the SD of three independent experiments. (*) *P* < 0.05; (**) *P* < 0.01; (ns) not significant. (*G*) IMR90 fibroblasts were treated as described in *F*. At 12 d after infection, cells were seeded in 96-well plates. The next day, SA-β-Gal activity was determined by fluorescence staining. Representative images are shown for cells infected with the indicated vectors. Bar, 30 µm. (*H*) Quantification of SA-β-Gal-positive cells treated as described in *G*. (Gray bars) Cells infected with empty vector control (V); (black bars) cells infected with OSKM vector. Error bars represent the SD of at least three independent experiments. (*) *P* < 0.05; (**) *P* < 0.01; (***) *P* < 0.001; (ns) not significant.

To validate the screen results, IMR90 fibroblasts were infected with OSKM and two individual shRNAs targeting each candidate. We assessed the ability of the different shRNAs to knock down their targets (Supplemental Fig. S3A–C). *MYOT* expression was below the detection limit, and its knockdown could not be confirmed despite independent shRNAs reproducing the bypass of senescence phenotype (data not shown). The ability of shRNAs targeting *CDKN1A*, *MYOT*, *MTOR*, and *UBE2E1* to prevent OSKM-induced senescence was confirmed by increased proliferation (Fig. 2E), a higher percentage of cells incorporating BrdU (Fig. 2F; Supplemental Fig. S3D), and a decrease in the percentage of senescence-associated β-galactosidase (SA-β-Gal)-positive cells when compared with IMR90 cells infected with OSKM and a control vector (Fig. 2G,H; Supplemental Fig. S3E). Since p21^CIP1^ has been implicated previously in controlling reprogramming-induced senescence (Banito et al. 2009), these results suggest that our screen successfully identified genes regulating senescence.

### scRNA-seq as an approach to facilitate the analysis of shRNA screens

An important bottleneck in genetic screens such as the one described in this study is the retesting, validation, and characterization of the identified candidates. The advent of scRNA-seq has made it possible to analyze gene expression at a cellular level rather than relying on average levels from cell populations (Tanay and Regev 2017). We hypothesized that by performing scRNA-seq in parallel with measuring shRNA enrichment in bulk populations, the characterization of our screen candidates could be accelerated.

To evaluate this approach, we first assessed the accuracy of detecting shRNAs in single cells (Fig. 3A). The shRNAs were embedded in miR-E, an improved miR-30-based backbone (Fellmann et al. 2013), which is expressed from a RNA polymerase II (Pol II)-dependent promoter (Dickins et al. 2005). While most shRNA transcripts use the polyadenylation (poly-A) signal in the 3′ long terminal repeat (LTR) of the virus, we noted the presence of two putative poly-A signals (ATTAAA) in the 3′ context of miR-E, raising the possibility that protocols relying on poly-A priming could detect those transcripts. To call the shRNAs, we used reads that mapped to the shRNA-specific sequence and overlapped with the miR-E backbone (Supplemental Fig. S4A). The shRNA reads correlated with the total number of reads per cell (Supplemental Fig. S4B) and were detected only in cells transduced with shRNAs (Fig. 3B). Most cells contained a single shRNA (116 out of 300 cells) (Fig. 3C), and most shRNAs were present in just one cell (310 out of 359 shRNAs) (Fig. 3D).

**Figure 3.**
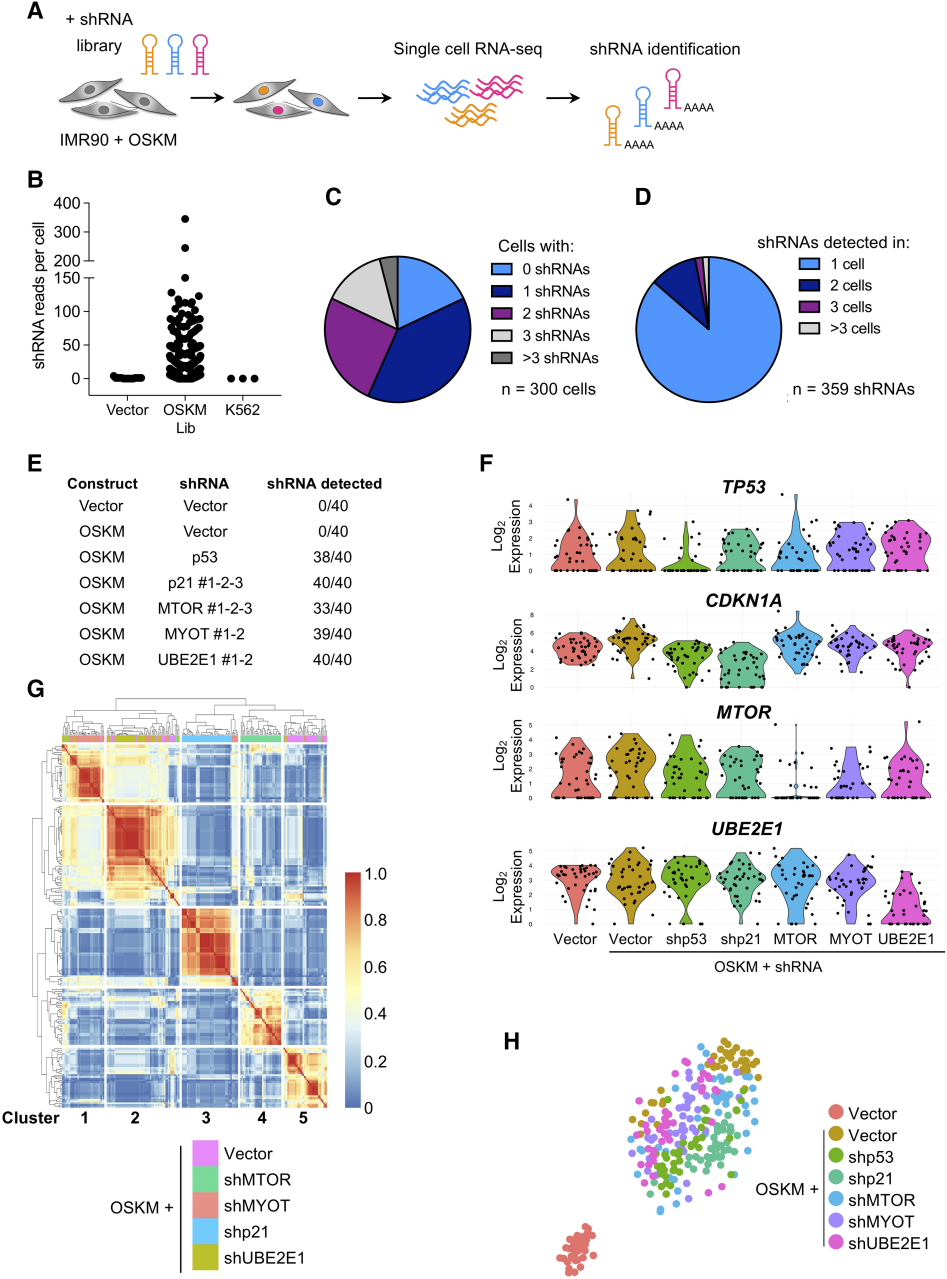
Coupling scRNA-seq with shRNA assignment identifies expression profiles associated with gene knockdown. (*A*) Strategy of scRNA-seq analysis of IMR90 cells infected with OSKM and an shRNA library. RNA-seq libraries were prepared using the ICELL8 single-cell system. (*B*) The number of shRNA-specific reads plotted for IMR90 cells infected with empty shRNA vector (no shRNA-specific insert; *n* = 50), OSKM and shRNA library cells (OSKM/Lib; *n* = 300), and K562 control cells that were not exposed to shRNA vectors (*n* = 50). (*C*) Pie chart showing the number of different shRNAs that could be detected per cell. One or more shRNAs could be detected in 82% of the single-cell libraries (246 out of 300), while 18% (54 out of 300) had no detectable shRNA reads. (*D*) Pie chart showing the occurrence of the 359 different shRNAs that were detected in 300 OSKM/Lib RNA-seq libraries. Overall, 86% (310 out of 359) of the shRNAs were found uniquely in one cell, while 14% (49 out of 359) of the hairpins were detected in two or more cells. (*E*) Experimental setup of the scRNA-seq experiment. Vector or OSKM-expressing IMR90 cells were infected with the indicated shRNAs. For each condition, 40 single cells were used for scRNA-seq analysis. RNA-seq libraries were prepared using the ICELL8 single-cell system (WaferGen Biosystems). (*F*) Violin plots of *TP53*, *CDKN1A*, *MTOR*, and *UBE2E1* mRNA expression of single cells infected with the indicated constructs. (*G*) Heat map and clustering analysis of differentially expressed genes of OSKM-expressing cells infected with vector, shp21, shMTOR, shMYOT, and shUBE2E1 resulted in five clusters, each enriched for cells containing shRNAs targeting a different gene. (*H*) The *t*-distributed stochastic neighbor embedding (*t*-SNE) plot of the 280 single cells depicts the separation into shp53, shMTOR, shCDKN1A, shMYOT, and shUBE2E1 relative to vector and OSKM control cells.

Next, we performed scRNA-seq of IMR90 cells infected with OSKM and specific shRNAs (as summarized in Fig. 3E). Cells were infected independently with different shRNAs targeting each screen candidate (three shRNAs targeting *MTOR* and *CDKN1A* and two targeting *MYOT* and *UBE2E1*, respectively). The scRNA-seq information allowed us to assign shRNAs to most of the cells (Fig. 3E), and transcriptome analysis confirmed the down-regulation of *TP53*, *CDKN1A*, *MTOR*, and *UBE2E1* in cells infected with the corresponding shRNAs (Fig. 3F). Moreover, *CDKN1A*, a p53 target gene, was also down-regulated in OSKM–shp53 cells. We could not detect *MYOT* expression, as in our previous experiments.

Finally, to understand whether the scRNA-seq data could identify expression differences associated with the knockdown of the different candidates, we performed unsupervised hierarchical clustering (Fig. 3G; Supplemental Fig. S4C). The cells segregated into five stable clusters, each enriched for cells infected with shRNAs targeting a different gene. We used *t*-distributed stochastic neighbor embedding (*t*-SNE) analysis to further characterize the different subclusters and observed that the biggest determinant was the difference between OSKM-induced senescent versus growing (vector) cells (Fig. 3H). Nonetheless, differences associated with the knockdown of the screen candidates were detected, as exemplified by the projection of selected marker genes identified by clustering (Supplemental Fig. S4D).

### Coupling scRNA-seq to the shRNA screen identifies profiles associated with *MTOR* knockdown

Taking advantage of the approach described above, we sorted 288 cells from the screen to carry out scRNA-seq. In parallel, we isolated genomic DNA for identification of shRNAs by NGS (Fig. 4A). At an arbitrary cutoff of >10 shRNA reads, we identified shRNAs in 211 out of 288 cells. Among those, we identified 122 out of 211 cells with shRNAs targeting *MTOR* and 12 out of 211 cells with shRNAs targeting *CDKN1A*, two of the screen hits (Fig. 4B). As expected, *MTOR* expression was significantly down-regulated in cells expressing the MTOR shRNA (Supplemental Fig. S5A). Next, we clustered the scRNA-seq data derived from the screen (Fig. 4C). The transcriptomes stably segregated into four clusters that were comprised mainly of vector cells, OSKM cells, OSKM–shMTOR cells, and cells with shRNAs that were not identified as enriched in the screen (other shRNAs) (Fig. 4C; Supplemental Fig. S5B). Using *t*-SNE, we visualized cell separation (Fig. 4D) and the expression of genes differentially expressed in distinct cell populations (Supplemental Fig. S5C).

**Figure 4.**
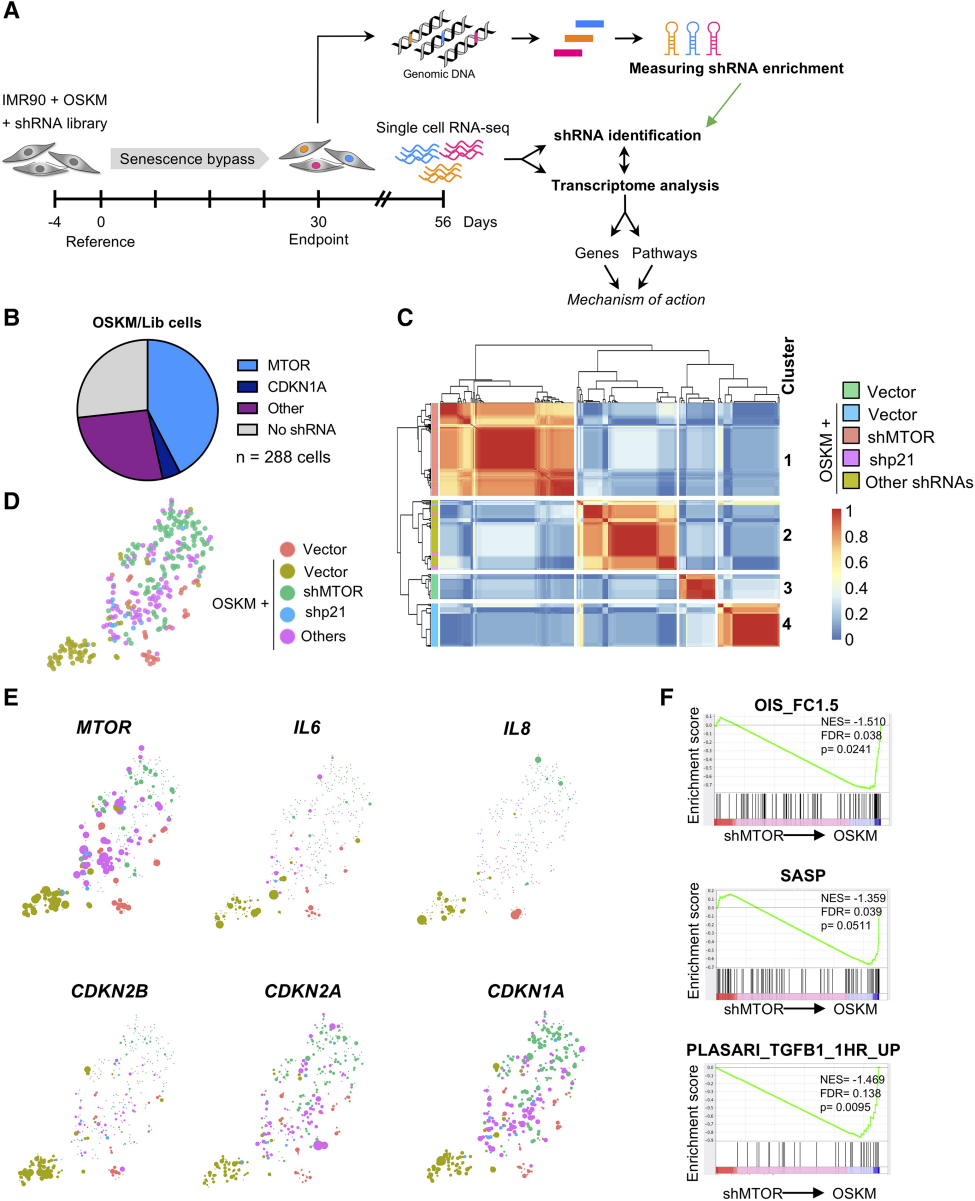
Integrating scRNA-seq analysis with an shRNA screen. (*A*) Time line and strategy of a secondary shRNA enrichment screen combined with scRNA-seq. IMR90 fibroblasts were infected as described in Figure 2A. From the second repeat screen, 288 single cells were sorted from one replicate at day 56 for transcriptome analysis by RNA-seq in parallel with genomic DNA isolation for shRNA enrichment analysis. scRNA-seq libraries were prepared using the Smart-seq2 protocol (Picelli et al. 2014). (*B*) Pie chart representing the shRNA occurrence among 288 single-cell libraries. The shRNA read count threshold was set at ≥10 for identification of shRNAs. (*C*) Heat map and clustering analysis of differentially expressed genes of OSKM/Lib cells compared with vector and OSKM cells results in separation of OSKM-expressing cells containing an shRNA against *MTOR* versus other shRNAs. (*D*) The *t*-SNE plot of the 288 single OSKM/Lib cells depicts the separation into shMTOR, shCDKN1A, and other shRNAs relative to vector and OSKM control cells. (*E*) Projection of *MTOR*, *IL6*, *IL8*, *CDKN1A*, *CDKN2A*, and *CDKN2B* onto the *t*-SNE plot from *D* is shown. (*F*) GSEA showing loss of signatures associated with senescence, the SASP, and TGF-β in OSKM–shMTOR cells versus OSKM control cells. (NES) Normalized enrichment score.

The scRNA-seq data helped us understand how mTOR regulates OSKM-induced senescence and place it in the context of reprogramming. Cells with reduced *MTOR* expression showed reduced levels of different CDKIs (such as *CDKN2A*, *CDKN1A*, and, most notably, *CDKN2B*) (Fig. 4E). In addition, cells bearing shRNAs targeting *MTOR* down-regulated multiple SASP components, including *IL6*, *IL8*, and *INHBA* (Fig. 4E; data not shown). Moreover, GSEA showed that signatures related to senescence, SASP, and TGF-β, among others, were significantly down-regulated in OSKM–shMTOR cells (Fig. 4F; Supplemental Fig. S5D). Therefore, scRNA-seq served to identify candidate genes and pathways that could explain how MTOR regulates OSKM-induced senescence.

### TGF-β-mediated p21^CIP1^ induction contributes to OSKM-induced senescence

To investigate how MTOR regulates senescence, we compared the effect of knocking down MTOR in OSKM- or RAS-induced senescence. While *MTOR* depletion prevented OSKM-induced senescence, it did not affect the RAS-induced senescent arrest (Fig. 5A). This was consistent with our previous data (Herranz et al. 2015). Indeed, treatment with the mTOR inhibitor rapamycin prevented the arrest caused by OSKM but not that induced by RAS expression (Fig. 5B). Transcriptome analysis confirmed that rapamycin restored expression of proliferation-associated genes in OSKM-expressing but not RAS-expressing cells (Supplemental Fig. S6A). Based on the scRNA-seq data, we examined the expression of *CDKN2A*, *CDKN2B*, and *CDKN1A* to understand how mTOR inhibition prevents OSKM-induced (but not RAS-induced) senescence. Consistent with the scRNA-seq data, *CDKN2B* was highly induced by OSKM, and this induction was diminished upon mTOR inhibition (Fig. 5C). A similar pattern was observed for *CDKN2A* and *CDKN1A*, although the induction was more modest. RAS expression induced the expression of all three CDKIs more robustly. Although treatment with rapamycin blunted the up-regulation of all three CDKIs in response to either OSKM or RAS expression, their expression only came back to (or below) basal levels in OSKM-expressing cells treated with rapamycin (Fig. 5C). Analysis of p16^INK4a^ expression by Western blot or immunofluorescence analysis confirmed both a lower induction of p16^INK4a^ levels and a stronger decrease upon rapamycin treatment in OSKM-expressing cells than in RAS-expressing cells (Fig. 5D; Supplemental Fig. S6B).

**Figure 5.**
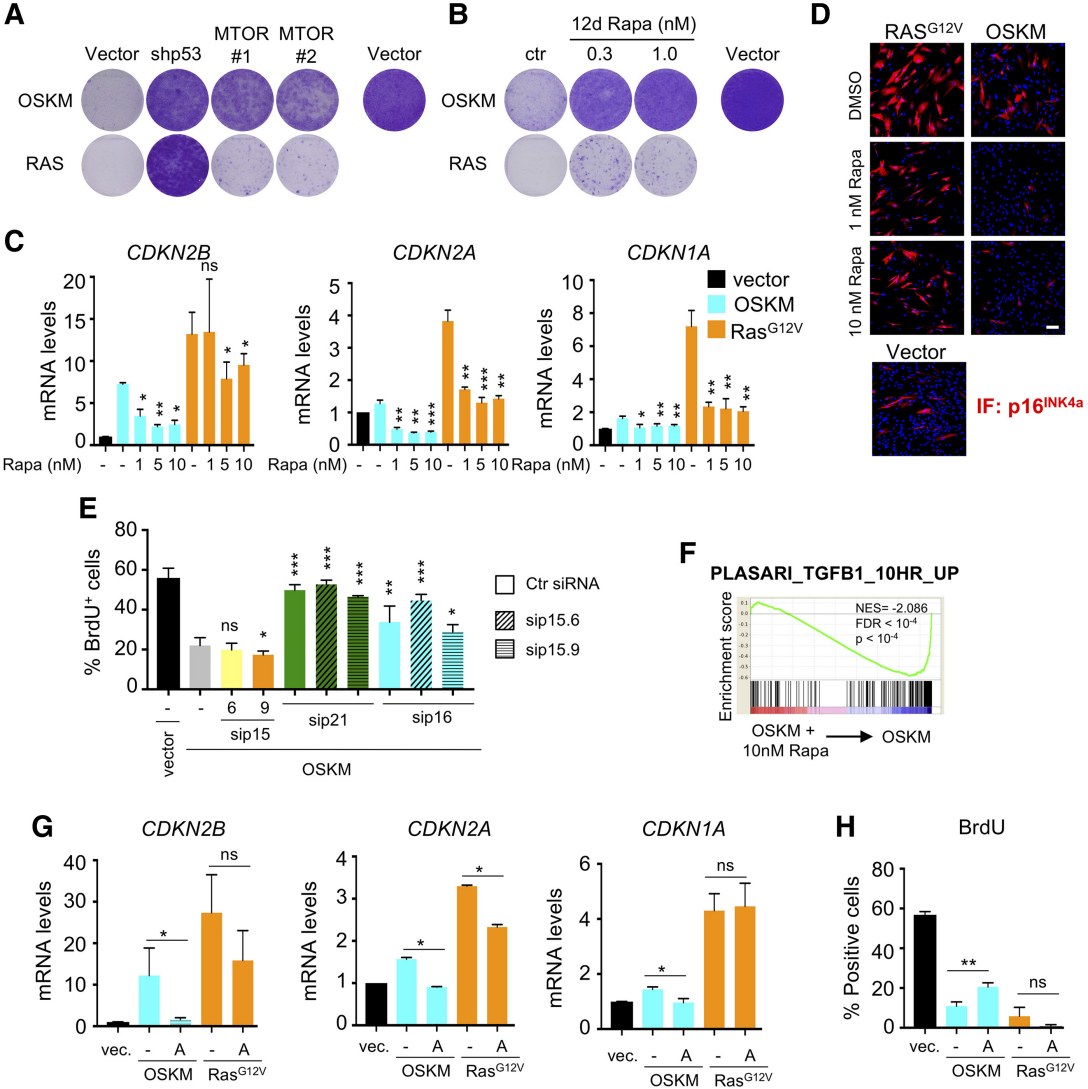
Investigating how mTOR inhibition affects OSKM-induced senescence. (*A*) Knockdown of *MTOR* by two different shRNAs prevented the growth arrest induced by OSKM (*top* row), but not by RAS (*bottom* row), as measured by crystal violet staining. (*B*) Inhibition of mTOR by rapamycin prevents the growth arrest induced by OSKM (*top* row) but not by RAS (*bottom* row). IMR90 fibroblasts were infected with OSKM or RAS and treated with 0.3 and 1.0 nM rapamycin (Rapa) the next day. At 12 d after infection, cells were seeded at low density and cultured for 16 more days in the absence of rapamycin before plates were stained with crystal violet. (*C*,*D*) Inhibition of mTOR by rapamycin blunts the induction of CDKIs, but the levels revert back to basal only in OSKM-induced senescence. IMR90 fibroblasts were infected with empty vector or OSKM- or RAS-expressing vectors and were treated the next day with DMSO (−) or increasing doses of rapamycin. At day 10 after infection, the cells were collected for qRT–PCR analysis of mRNA expression (*C*) or immunofluorescence (*D*) of the indicated CDKIs. Error bars represent the SD of three independent experiments. (*) *P* < 0.05; (**) *P* < 0.01; (***) *P* < 0.001; (ns) not significant. Bar, 100 μm. (*E*) *CDKN2B*, *CDKN2A*, and *CDKN1A* are up-regulated by OSKM expression, but only the latter two are necessary for OSKM-induced growth arrest. IMR90 fibroblasts were infected with empty vector or OSKM-expressing vector and, 2 d later, transfected with scramble siRNA (−), the indicated siRNAs, or combinations of siRNAs. BrdU quantification was performed at day 7 after infection. Error bars represent the SD of three independent experiments. (*) *P* < 0.05; (**) *P* < 0.01; (***) *P* < 0.001; (ns) not significant. (*F*) GSEA showing loss of a TGF-β signature in OSKM cells treated with 10 nM rapamycin versus OSKM cells. (NES) Normalized enrichment score. (*G*) Signaling via TGF-β RI kinase is necessary for the induction of the three CDKIs in OSKM-induced senescence but not RAS-induced senescence. IMR90 fibroblasts were infected with empty vector or OSKM- or RAS-expressing vectors and treated the next day with DMSO (−) or 23 nM TGF-β RI kinase inhibitor II (A; Calbiochem, 616452). At day 10 after infection, the cells were collected for qRT–PCR analysis of mRNA expression of the indicated CDKIs. Error bars represent the SD of three independent experiments. (*) *P* < 0.05; (ns) not significant. (*H*) Signaling via TGF-β RI kinase is necessary for OSKM-induced growth arrest but not RAS-induced growth arrest. IMR90 fibroblasts were infected with empty vector or OSKM- or RAS-expressing vectors and treated with DMSO (−) or 23 nM TGF-β RI kinase inhibitor II (A; Calbiochem, 616452). BrdU quantification was performed at day 9 after infection. Error bars represent the SD of three independent experiments (**) *P* < 0.01; (ns) not significant.

We next examined the relative contribution of CDKN1A, CDKN2A, and CDKN2B to OSKM-induced senescence. Despite the extent of *CDKN2B* induction (Figs. 4E, 5C), *CDKN2B* knockdown with two independent siRNAs did not prevent the growth arrest caused by OSKM (Fig. 5E; Supplemental Fig. S6C; data not shown). On the other hand, knocking down *CDKN1A* or *CDKN2A* blunted the OSKM-induced arrest, but again, no additional effect was observed upon *CDKN2B* knockdown (Fig. 5E; Supplemental Fig. S6D,E).

To further understand the mechanism behind the MTOR-dependent induction of senescence by OSKM, we searched for pathways that could explain the induction of CDKIs. In this regard, the scRNA-seq data and the follow-up analysis highlighted that TGF-β signaling was induced by OSKM (Supplemental Fig. S1A) and affected by shMTOR (Fig. 4F) or rapamycin treatment (Fig. 5F). Both *CDKN1A* and *CDKN2B* are well-known effectors of the TGF-β pathway (Reynisdottir et al. 1995), and p16^INK4a^ can be induced by TGF-β during senescence (Vijayachandra et al. 2009). Interestingly, TGFBRI inhibition prevented the up-regulation of *CDKN2B*, *CDKN1A*, and *CDKN2A* by OSKM expression but had just minimal impact in response to RAS expression (Fig. 5G). Moreover, inhibition of TGFBRI signaling blunted the growth arrest triggered by OSKM (Fig. 5H). The above results suggest that increased TGF-β signaling is important to induce p21^CIP1^ and other CDKIs in response to OSKM induction and that mTOR inhibition interferes with this pathway to prevent senescence.

### Regulation of senescence by mTOR has opposing cell-intrinsic and cell-extrinsic effects on reprogramming

Senescence imposes a cell-intrinsic barrier to reprogramming (Banito et al. 2009). To investigate how the identified regulators of OSKM-induced senescence affect iPSC generation, we performed reprogramming of mouse embryonic fibroblasts (MEFs) with constitutive Cas9 expression and a *Nanog*-GFP reporter using a piggyBac transposon carrying doxycycline (dox)-inducible MKOS-ires-mOrange and a U6-driven guide RNA (gRNA) expression cassette. The effectiveness of the gRNA sequences was confirmed by infecting Cas9-expressing MEFs with lentiviral gRNA expression vectors (Supplemental Fig. S7A; Tzelepis et al. 2016). As controls, we used gRNAs targeting Pecam (not affecting reprogramming), Stat3 (negative effect), and Rb1 (positive effect). In line with previous evidence, knocking out p21^CIP1^ increased the numbers of both total and Nanog-positive colonies (Fig. 6A; Supplemental Fig. S7B,C). Unexpectedly knocking *Myot* or *Ube2e1* out did not affect reprogramming (Supplemental Fig. S7B,C). On the contrary, *Mtor* knockout had a negative impact on reprogramming (Fig. 6A; Supplemental Fig. S7B,C). Although there may be many other possible explanations, these results suggest that preventing senescence per se does not necessarily result in an increase in reprogramming.

**Figure 6.**
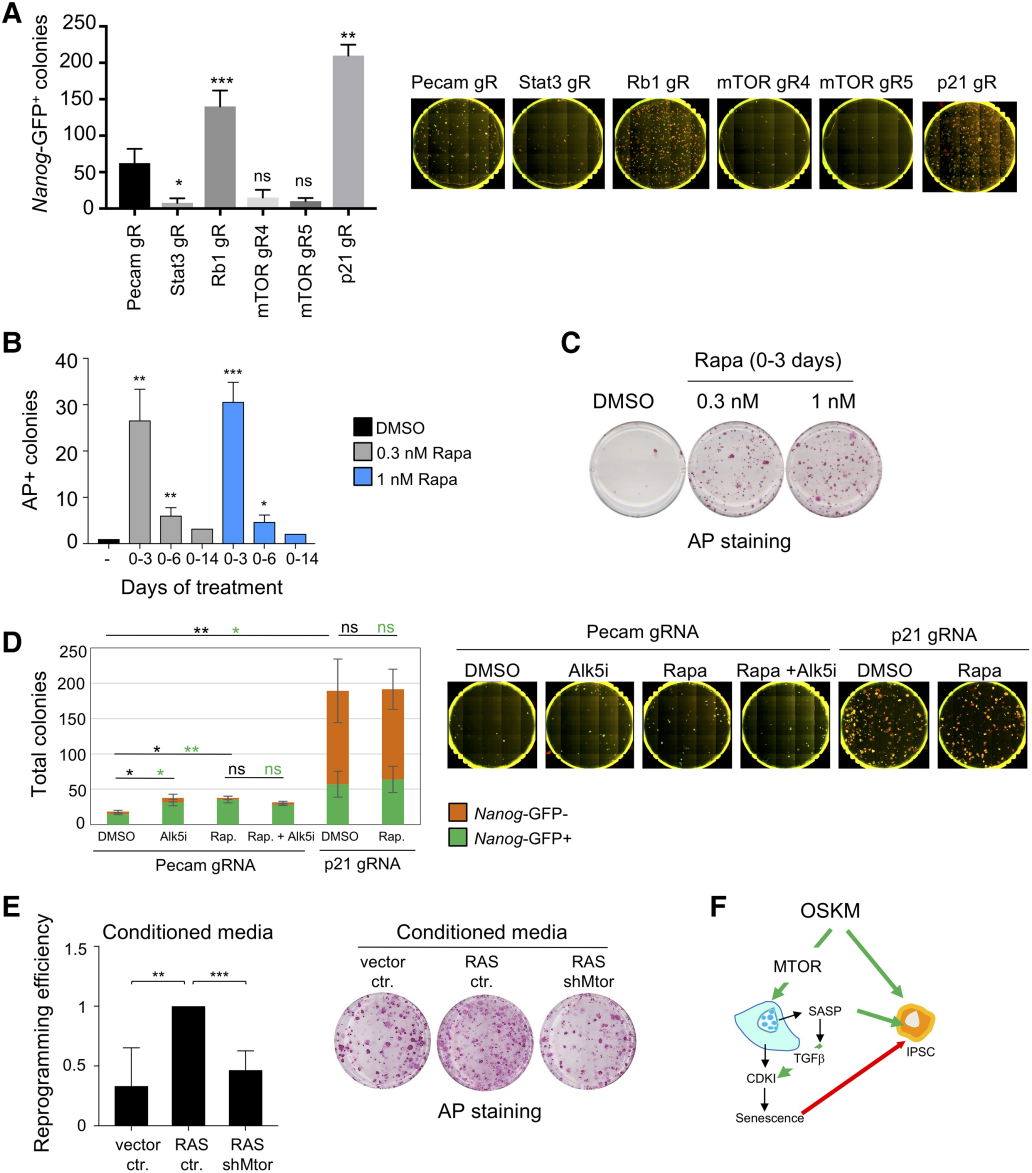
Dual effect of mTOR inhibition in iPSC reprogramming. (*A*) Reprogramming of Cas9-expressing TNG MKOS MEFs was initiated 1 d after transfection with a *piggyBac* transposon carrying an inducible MKOS cassette and the indicated gRNA expression gRNA expression cassette. Numbers of total and Nanog-GFP^+^ colonies were counted on day 14. See Supplemental Figure S7, B and C, for an expanded version of this figure. Error bars represent the SD of three independent experiments. (*) *P* < 0.05; (**) *P* < 0.01; (***) *P* < 0.001; (ns) not significant. (*B*) Dose- and time-dependent effect of rapamycin on reprogramming. Rapamycin (0.3 and 1.0 nM) was added for 3, 6, or 14 d after MKOS induction. Resulting iPSC colonies were stained for alkaline phosphatase (AP) after 14 d. Data were normalized to untreated cells. Error bars represent the SD of three independent experiments (days 0–3 and 0–6). Data from one experiment are shown for days 0–14. (*) *P* < 0.05; (**) *P* < 0.01; (***) *P* < 0.001. (*C*) Dose-dependent effect of rapamycin on reprogramming. Rapamycin (0.3 and 1.0 nM) was added for 3 d after MKOS induction. Resulting iPSC colonies were stained for alkaline phosphatase after 14 d. (*D*) Reprogramming of Cas9-expressing Nanog-GFP MEFs was performed after transfection of a *piggyBac* transposon carrying inducible MKOS-ires-mOrange and U6-driven gRNA expression cassettes in the presence or absence of 500 nM TGF-β RI inhibitor (Alk5i; Tocris, A83-01) and 5 nM rapamycin (Rap). Numbers of total and Nanog-GFP^+^ colonies were counted on day 14. Error bars represent the SD of three independent experiments. (*) *P* < 0.05; (**) *P* < 0.01; (ns) not significant. (Green) Statistics for Nanog^+^ colonies; (black) statistics for total number of colonies. (*E*) Reprogramming efficiency of transgenic MKOS MEFs treated with conditioned medium (CM) from MEFs infected with control vector, RAS, or RAS and shRNAs against *Mtor*. CM was collected after 3 d and reconstituted with 4× concentrated reprogramming medium before being added to the transgenic MEFs. Alkaline phosphatase-positive (AP^+^) colonies were counted, and data were normalized to cells treated with CM from RAS/ctr. Error bars represent the SD of four independent experiments. (**) *P* < 0.01; (***) *P* < 0.001. Representative images are shown. (*F*) Scheme summarizing the dual action of MTOR on regulation of senescence and reprogramming of iPSCs. (Green arrows) induction; (red arrow) inhibition.

It had been shown previously that mTOR exerts a dose- and time-dependent effect on reprogramming (Chen et al. 2011), which might explain the detrimental effect observed upon its knockout. To further dissect the role of Mtor in reprogramming and understand the contribution of senescence regulation, we took advantage of the mTOR inhibitor rapamycin. Short treatment with nanomolar doses of rapamycin enhanced reprogramming, while more sustained treatment decreased reprogramming (Fig. 6B,C).

Regulation of reprogramming by mTOR has been connected to its ability to control autophagy (Wang et al. 2013; Wu et al. 2015), but, so far, no link has been established with the ability of mTOR to regulate senescence. Since we showed that mTOR regulates senescence via TGF-β-dependent regulation of p21^CIP1^ and other CDKIs, we examined how interfering with this pathway affected reprogramming. While a TGF-β inhibitor (Alk5i) or the described short-term rapamycin increased reprogramming efficiency, no further increase was observed by the combined treatment (Fig. 6D), which suggests an overlap in the action of both inhibitors. To more directly examine the relation between mTOR inhibition, senescence, and reprogramming, we knocked out p21^CIP1^. As shown previously, p21^CIP1^ knockout significantly increased reprogramming. Importantly, rapamycin treatment did not result in any additional increase, suggesting again that mTOR inhibition contributes to increase reprogramming efficiency by blunting senescence (Fig. 6D).

Together with previous findings, our results suggest a dual role for mTOR during reprogramming. While senescence is detrimental for reprogramming (Banito et al. 2009), the SASP favors reprogramming (Mosteiro et al. 2016), suggesting the coexistence of contrasting cell-intrinsic and cell-extrinsic effects. The scRNA-seq data showed that *MTOR* knockdown reduces SASP induction in response to OSKM expression (Fig. 4E,F). Previous work has shown that specific SASP components such as IL-6 can promote reprogramming (Mosteiro et al. 2016). The scRNA-seq showed that IL-6 was among several SASP components whose induction was reduced by mTOR inhibition (Fig. 4E), which we confirmed by quantitative RT–PCR (qRT–PCR) (Supplemental Fig. S7D). To understand whether mTOR inhibition could affect reprogramming by altering the SASP, we cultured TNG MKOS MEFs in the presence of different conditioned media (CMs). CM of senescent MEFs, but not that of MEFs in which *Mtor* expression was down-regulated, enhanced reprogramming efficiency (Fig. 6E; Supplemental Fig. S7E). Moreover, coculture of TNG MKOS MEFs with either control or senescent MEFs (expressing RAS^G12V^) or senescent MEFs infected with shMtor constructs rendered similar results (Supplemental Fig. S7F). Overall, the above experiments suggest that regulation of senescence by mTOR exerts opposing effects during cellular reprogramming (as summarized in Fig. 6F).

## Discussion

A better understanding of the mechanisms regulating cellular reprogramming is needed to increase its efficiency. Multiple efforts have been made to identify the different barriers that inherently limit cellular reprogramming (Qin et al. 2014; Sakurai et al. 2014; Yang et al. 2014). Senescence is one of these cell-intrinsic barriers (Banito et al. 2009). Despite the pathophysiological relevance of senescence, not much is known about how senescence is regulated during reprogramming beyond the involvement of the key tumor suppressors p53, p16^INK4a^, and p21^CIP1^ (Krizhanovsky and Lowe 2009; Banito and Gil 2010).

To gain further insight, we screened for shRNAs preventing OSKM-induced senescence. Our assay identified genes regulating OSKM-induced senescence without the confounding effects of reprogramming itself. We identified shRNAs targeting four genes: *CDKN1A*, *MTOR*, *MYOT*, and *UBE2E1*. While *CDKN1A* (which encodes for p21^CIP1^) and *MTOR* had been shown previously to regulate senescence or senescence-related phenotypes, this is the first evidence suggesting that *MYOT* and *UBE2E1* regulate senescence. *MYOT* encodes for myotilin, whose main known function is to be part of the Z-disc of sarcomeres (Otey et al. 2005). Despite identifying multiple shRNAs targeting *MYOT* in the screen and confirming their effects with two independent shRNAs, expression of *MYOT* was hard to detect in IMR90 cells. UBE2E1 is an E2 ubiquitin-conjugating enzyme (Nuber et al. 1996). Proteasome-dependent protein degradation had been observed previously during senescence (Deschenes-Simard et al. 2013). Whether UBE2E1 plays a role in that process will need to be studied. Given that the role of p21^CIP1^ in reprogramming and reprogramming-induced senescence is well known (Banito et al. 2009; Hong et al. 2009; Kawamura et al. 2009; Marion et al. 2009; Utikal et al. 2009), we decided to investigate the connection between mTOR, regulation of senescence, and reprogramming.

In addition, this screen provided us with a platform to test a new strategy to speed up candidate characterization by carrying out scRNA-seq in parallel with shRNA enrichment (Fig. 4A). First, we assessed the feasibility of detecting and assigning shRNAs to single cells. As we used a miR-30-based shRNA library (Fellmann et al. 2013), we were able to detect shRNA-specific sequence reads that could be distinguished from the endogenous mRNA sequence by filtering for reads that contained the unique shRNA hairpin sequence and part of the surrounding miR-30-based scaffold. We also proved that the detected shRNAs could be matched with their corresponding transcriptomes. Applying this methodology to our screen, we detected cells carrying shRNAs against two of the screen candidates (MTOR and CDKN1A). Due to the size of the library screened and the number of cells analyzed, we obtained only enough cells to infer information on *MTOR*. This limitation could be overcome by increasing the number of cells analyzed and/or decreasing the size of the library used for the screen. Recently, Perturb-seq and CRISP-seq, approaches that link CRISPR-based functional screens with scRNA-seq analysis, have been described (Adamson et al. 2016; Dixit et al. 2016; Jaitin et al. 2016). Although conceptually similar, the CRISPR-based approaches require the generation of specific vectors, including tags to monitor the expression of the single-guide RNAs (sgRNAs). As the cost of single-cell sequencing decreases, the approach described here could easily be scaled up, increasing the relevance of the information obtained. Our approach complements CRISPR-based technologies. For example, the knockdown achieved by shRNAs mimics the partial inhibition caused by drugs better than a CRISPR-mediated knockout. In addition, our approach could be used to analyze screens of microRNA (miRNA) libraries. Since it is believed that miRNAs can target multiple molecules in the same biological pathway, carrying out GO analysis of scRNA-seq in miRNA screens could be informative.

Our scRNA-seq analysis served to gain insights into the regulation of OSKM-induced senescence by mTOR and its impact on reprogramming. From the scRNA-seq, we obtained information on both genes and pathways affected by mTOR that served to investigate its mechanism of action. Two of the problems inherent to scRNA-seq are transcript detection and dropout rates per cell, which make it difficult to obtain significant results for individual lowly abundant genes. By extending our analysis to gene signatures instead, we increased the sensitivity of cell annotation, as the stochastic dropout is unlikely to affect all genes within a pathway at the same time, as shown previously (Mackenzie et al. 2017). Using this pathway-centric approach, we identified signatures affected by shMTOR from scRNA-seq, which allowed us to describe a role for TGF-β in regulating the expression of p21^CIP1^ and other CDKIs during OSKM-induced senescence.

Several reports have suggested that mTOR inhibition can enhance reprogramming (Chen et al. 2011; Wang et al. 2013). The effect is complex; low doses of mTOR inhibitors or short treatments increase the efficiency of reprogramming more than higher dosages or longer treatments (Chen et al. 2011). Until now, the experimental evidence focused only on autophagy to explain how mTOR regulates pluripotency and reprogramming (Wang et al. 2013; Wu et al. 2015). Our screen adds control of senescence as an additional mechanism. During oncogene-induced senescence (OIS), mTOR inhibition blunts SASP induction without preventing the senescent growth arrest (Herranz et al. 2015). In contrast, inhibiting mTOR during OSKM-induced senescence prevents both SASP induction and the senescent growth arrest. Since inhibiting the SASP decreased reprogramming efficiency, our study suggests an explanation for the dual antagonistic effects exerted by mTOR during reprogramming. The SASP comprises many factors, and while some of those factors favor reprogramming (e.g., IL6 or BMP family members), others can hinder it (such as TGFβ family members). Further dissecting which SASP components play positive or negative roles in reprogramming would be worth investigating.

Here, we identified mTOR as an important regulator of senescence during reprogramming. The net effect is explained in part by the contrasting effects exerted by mTOR over the senescence growth arrest and SASP induction. Besides clarifying the mechanism by which mTOR controls reprogramming-induced senescence, our work showcases the advantages of integrating scRNA-seq to accelerate the identification and characterization of candidate genes in functional screens.

## Materials and methods

### Cell culture

IMR90 human fetal lung fibroblasts (American Type Culture Collection) were cultured in high-glucose Dulbecco's modified Eagle medium (DMEM) (Gibco, 41965) supplemented with 10% fetal bovine serum (FBS) (Sigma) and 1× antibiotic–anti-mycotic (Gibco, 15240) and grown at 37°C and 5% CO_2_. TNG MKOS MEFs containing a dox-inducible MKOS-IRES-mOrange transgene and a Nanog-GFP reporter were isolated from embryonic day 12.5 (E12.5) chimeric embryos with a 129 genetic background as described before (O'Malley et al. 2013). Wild-type MEFs were prepared from 13.5-d-old embryos of CD-1 mice (Tordella et al. 2016). MEFs were maintained in MEF medium (Glasgow minimum essential medium [GMEM]; Sigma, G5154) supplemented with 10% EmbryoMax ES cell qualified FBS (Millipore, ES-009-B), 2 mM L-glutamine (Gibco, 25030), 1× MEM nonessential amino acids (NEAA) (Gibco, 11140), 1 mM sodium pyruvate (Gibco, 11360), 1× antibiotic–anti-mycotic (Gibco, 15240), 50 µM 2-mercaptoethanol (Gibco, 31350) supplemented with 1 ng/mL heparin (Sigma, H3149), and 5 ng/mL recombinant human FGF-basic (AA 1-155; Gibco, PHG0264).

### Plasmids

For de novo generation of miRE-based shRNAs, 97-mer oligonucleotides containing the shRNA fragment were PCR-amplified using primers miRE-Xho-fw and miRE-EcoOligo-rev and cloned into the pRLL lentiviral backbone as before (Fellmann et al. 2013). shRNA sequences are listed in Supplemental Table S1.

### shRNA libraries and screening

Details of the shRNA libraries used and the screen protocol are in the Supplemental Material.

### Library preparation for determining shRNA enrichment

Genomic DNA was extracted from 10^6^ cells collected at different time points during the screen using the Gentra Puregene cell kit (Qiagen) as described by the manufacturer. Solexa adapters and a sample-specific barcode (3 nucleotides [nt] for pGIPZ and 4 nt for pRLL), to allow for multiplexing, were ligated by PCR using 2 μg of extracted DNA as a template. Individual barcoded PCR products were purified using the QIAquick gel extraction kit (Qiagen), quantified using the Qubit 2.0 Fluorometer, and pooled by combining equal quantities (40 ng each). Prior to sequencing, the resulting Solexa library was quantified using qPCR and the Bioanalyzer Agilent high-sensitivity DNA kit (Agilent Technologies) to estimate the average size of the library. Of the library, 12 pM was applied to an Illumina flow cell for cluster generation and sequenced on an Illumina Genome Analyzer IIx system or HiSeq 2500 in rapid-run mode (50-base-pair single read), following the manufacturers’ protocols.

### Statistical analysis of the shRNA screens

FASTA files produced from the sequencing runs were processed, and sequences were demultiplexed with CASAVA version 1.8. The reverse complement of each read was aligned to the custom shRNA libraries using Bowtie (version 0.12.8). Candidates were ranked using Fisher's combined *P*-value and edgeR. The Fisher's combined test allowed *P*-values across independent data sets to be combined, bearing on the same overall hypothesis (Fisher 1925).

### Immunofluorescence and high-content analysis

Cells were fixed in 4% formaldehyde for at least 30 min, washed with PBS, and permeabilized with 0.2% Triton X-100 for 5 min. After 30 min in blocking solution (BS; 0.5% BSA, 0.2% fish skin gelatin in PBS), cells were incubated with the primary antibody diluted in BS for 1 h at room temperature. Cells were washed three times with PBS and incubated with Alexa fluor-labeled secondary antibodies for 30 min at room temperature. After three washes with PBS, nuclei were stained with 1 µg/mL DAPI for 10 min. The antibodies used are described in Supplemental Table S2. The high-content analysis is described in detail in the Supplemental Material.

### BrdU incorporation, SA-β-Gal, and crystal violet staining

BrdU incorporation, SA-β-Gal, and crystal violet staining assays are described in the Supplemental Material.

### mRNA expression analysis

Total RNA was extracted using Trizol reagent (Invitrogen) per the manufacturer's instructions. cDNA was generated using random hexamers and SuperScript II reverse transcriptase (Invitrogen). Quantitative real-time PCR was performed using SYBR Green PCR master mix (Applied Biosystems) in a CFX96 real-time PCR detection system (Bio-Rad). Primers are listed in Supplemental Table S3. *GAPDH* expression was used for normalization.

### Preparation of libraries for scRNA-seq and scRNA-seq data analysis

Detailed protocols describing the preparation of Smart-Seq2 and ICELL8 single-cell libraries as well as scRNA-seq data analysis are in the Supplemental Material.

### Reprogramming experiments with TNG MKOS MEFs

TNG MKOS MEFs were obtained via morula aggregation as described previously (Chantzoura et al. 2015). A detailed description of the reprogramming protocol is in the Supplemental Material.

### CM

To produce CM, MEFs were infected with RAS and pooled shRNAs against *Mtor* or control vectors and cultured in selection medium for 11 d, after which the medium was changed to MEF medium with 0.5% FBS for conditioning. CM was collected and filtered (0.22 µm) after 3 d in two consecutive rounds. CM aliquots were stored at −20°C. For the reprogramming assays, CM was mixed with 4× concentrated reprogramming medium in a proportion of 3 to 1.

### Coculture experiments

Approximately 2 × 10^5^ MEFs infected with RAS-expressing or vector control retroviruses were seeded per gelatinized six-well plate. The next day, 2 × 10^3^ TNG MKOS MEFs were seeded on top.

### Statistical analysis

Statistical analysis of data was conducted using Graphpad Prism 7 software. Unpaired Student's *t*-test was used to calculate *P*-values.

### Accession numbers

RNA-seq data sets have been deposited at the Gene Expression Omnibus (accession no. GSE95021).

## Supplementary Material

Supplemental Material

## References

[AARTSGAD297796C1] Acosta JC, O'Loghlen A, Banito A, Guijarro MV, Augert A, Raguz S, Fumagalli M, Da Costa M, Brown C, Popov N, 2008 Chemokine signaling via the CXCR2 receptor reinforces senescence. Cell 133: 1006–1018.1855577710.1016/j.cell.2008.03.038

[AARTSGAD297796C2] Adamson B, Norman TM, Jost M, Cho MY, Nunez JK, Chen Y, Villalta JE, Gilbert LA, Horlbeck MA, Hein MY, 2016 A multiplexed single-cell CRISPR screening platform enables systematic dissection of the unfolded protein response. Cell 167: 1867–1882 e1821.2798473310.1016/j.cell.2016.11.048PMC5315571

[AARTSGAD297796C3] Baker DJ, Childs BG, Durik M, Wijers ME, Sieben CJ, Zhong J, Saltness RA, Jeganathan KB, Verzosa GC, Pezeshki A, 2016 Naturally occurring p16(Ink4a)-positive cells shorten healthy lifespan. Nature 530: 184–189.2684048910.1038/nature16932PMC4845101

[AARTSGAD297796C4] Banito A, Gil J. 2010 Induced pluripotent stem cells and senescence: learning the biology to improve the technology. EMBO Rep 11: 353–359.2037922010.1038/embor.2010.47PMC2868548

[AARTSGAD297796C5] Banito A, Rashid ST, Acosta JC, Li S, Pereira CF, Geti I, Pinho S, Silva JC, Azuara V, Walsh M, 2009 Senescence impairs successful reprogramming to pluripotent stem cells. Genes Dev 23: 2134–2139.1969614610.1101/gad.1811609PMC2751980

[AARTSGAD297796C6] Brady JJ, Li M, Suthram S, Jiang H, Wong WH, Blau HM. 2013 Early role for IL-6 signalling during generation of induced pluripotent stem cells revealed by heterokaryon RNA-seq. Nat Cell Biol 15: 1244–1252.2399573210.1038/ncb2835PMC4100556

[AARTSGAD297796C7] Chang HY, Sneddon JB, Alizadeh AA, Sood R, West RB, Montgomery K, Chi JT, van de Rijn M, Botstein D, Brown PO. 2004 Gene expression signature of fibroblast serum response predicts human cancer progression: similarities between tumors and wounds. PLoS Biol 2: E7.1473721910.1371/journal.pbio.0020007PMC314300

[AARTSGAD297796C8] Chantzoura E, Skylaki S, Menendez S, Kim SI, Johnsson A, Linnarsson S, Woltjen K, Chambers I, Kaji K. 2015 Reprogramming roadblocks are system dependent. Stem Cell Reports 5: 350–364.2627804110.1016/j.stemcr.2015.07.007PMC4618455

[AARTSGAD297796C9] Cheloufi S, Elling U, Hopfgartner B, Jung YL, Murn J, Ninova M, Hubmann M, Badeaux AI, Euong Ang C, Tenen D, 2015 The histone chaperone CAF-1 safeguards somatic cell identity. Nature 528: 218–224.2665918210.1038/nature15749PMC4866648

[AARTSGAD297796C10] Chen T, Shen L, Yu J, Wan H, Guo A, Chen J, Long Y, Zhao J, Pei G. 2011 Rapamycin and other longevity-promoting compounds enhance the generation of mouse induced pluripotent stem cells. Aging Cell 10: 908–911.2161567610.1111/j.1474-9726.2011.00722.x

[AARTSGAD297796C11] Collado M, Serrano M. 2010 Senescence in tumours: evidence from mice and humans. Nat Rev Cancer 10: 51–57.2002942310.1038/nrc2772PMC3672965

[AARTSGAD297796C12] Coppe JP, Desprez PY, Krtolica A, Campisi J. 2010 The senescence-associated secretory phenotype: the dark side of tumor suppression. Annu Rev Pathol 5: 99–118.2007821710.1146/annurev-pathol-121808-102144PMC4166495

[AARTSGAD297796C13] Deschenes-Simard X, Gaumont-Leclerc MF, Bourdeau V, Lessard F, Moiseeva O, Forest V, Igelmann S, Mallette FA, Saba-El-Leil MK, Meloche S, 2013 Tumor suppressor activity of the ERK/MAPK pathway by promoting selective protein degradation. Genes Dev 27: 900–915.2359934410.1101/gad.203984.112PMC3650227

[AARTSGAD297796C14] Dickins RA, Hemann MT, Zilfou JT, Simpson DR, Ibarra I, Hannon GJ, Lowe SW. 2005 Probing tumor phenotypes using stable and regulated synthetic microRNA precursors. Nat Genet 37: 1289–1295.1620006410.1038/ng1651

[AARTSGAD297796C15] Dixit A, Parnas O, Li B, Chen J, Fulco CP, Jerby-Arnon L, Marjanovic ND, Dionne D, Burks T, Raychowdhury R, 2016 Perturb-seq: dissecting molecular circuits with scalable single-cell RNA profiling of pooled genetic screens. Cell 167: 1853–1866.e17.2798473210.1016/j.cell.2016.11.038PMC5181115

[AARTSGAD297796C16] Fellmann C, Hoffmann T, Sridhar V, Hopfgartner B, Muhar M, Roth M, Lai DY, Barbosa IA, Kwon JS, Guan Y, 2013 An optimized microRNA backbone for effective single-copy RNAi. Cell Rep 5: 1704–1713.2433285610.1016/j.celrep.2013.11.020

[AARTSGAD297796C17] Fisher RA. 1925 The resemblance between twins, a statistical examination of Lauterbach's measurements. Genetics 10: 569–579.1724628910.1093/genetics/10.6.569PMC1200877

[AARTSGAD297796C18] Gurdon JB. 1962 Adult frogs derived from the nuclei of single somatic cells. Dev Biol 4: 256–273.1390302710.1016/0012-1606(62)90043-x

[AARTSGAD297796C19] Herranz N, Gallage S, Mellone M, Wuestefeld T, Klotz S, Hanley CJ, Raguz S, Acosta JC, Innes AJ, Banito A, 2015 mTOR regulates MAPKAPK2 translation to control the senescence-associated secretory phenotype. Nat Cell Biol 17: 1205–1217.2628053510.1038/ncb3225PMC4589897

[AARTSGAD297796C20] Hong H, Takahashi K, Ichisaka T, Aoi T, Kanagawa O, Nakagawa M, Okita K, Yamanaka S. 2009 Suppression of induced pluripotent stem cell generation by the p53–p21 pathway. Nature 460: 1132–1135.1966819110.1038/nature08235PMC2917235

[AARTSGAD297796C21] Jacobs JJ, Keblusek P, Robanus-Maandag E, Kristel P, Lingbeek M, Nederlof PM, van Welsem T, van de Vijver MJ, Koh EY, Daley GQ, 2000 Senescence bypass screen identifies TBX2, which represses Cdkn2a (p19(ARF)) and is amplified in a subset of human breast cancers. Nat Genet 26: 291–299.1106246710.1038/81583

[AARTSGAD297796C22] Jaitin DA, Weiner A, Yofe I, Lara-Astiaso D, Keren-Shaul H, David E, Salame TM, Tanay A, van Oudenaarden A, Amit I. 2016 Dissecting immune circuits by linking CRISPR-pooled screens with single-cell RNA-seq. Cell 167: 1883–1896.e15.2798473410.1016/j.cell.2016.11.039

[AARTSGAD297796C23] Kawamura T, Suzuki J, Wang YV, Menendez S, Morera LB, Raya A, Wahl GM, Belmonte JC. 2009 Linking the p53 tumour suppressor pathway to somatic cell reprogramming. Nature 460: 1140–1144.1966818610.1038/nature08311PMC2735889

[AARTSGAD297796C24] Krizhanovsky V, Lowe SW. 2009 Stem cells: the promises and perils of p53. Nature 460: 1085–1086.1971391910.1038/4601085aPMC2974062

[AARTSGAD297796C25] Krizhanovsky V, Yon M, Dickins RA, Hearn S, Simon J, Miething C, Yee H, Zender L, Lowe SW. 2008 Senescence of activated stellate cells limits liver fibrosis. Cell 134: 657–667.1872493810.1016/j.cell.2008.06.049PMC3073300

[AARTSGAD297796C26] Kuilman T, Michaloglou C, Mooi WJ, Peeper DS. 2010 The essence of senescence. Genes Dev 24: 2463–2479.2107881610.1101/gad.1971610PMC2975923

[AARTSGAD297796C27] Li H, Collado M, Villasante A, Strati K, Ortega S, Canamero M, Blasco MA, Serrano M. 2009 The Ink4/Arf locus is a barrier for iPS cell reprogramming. Nature 460: 1136–1139.1966818810.1038/nature08290PMC3578184

[AARTSGAD297796C28] Mackenzie KJ, Carroll P, Martin CA, Murina O, Fluteau A, Simpson DJ, Olova N, Sutcliffe H, Rainger JK, Leitch A, 2017 cGAS surveillance of micronuclei links genome instability to innate immunity. Nature 548: 461–465.2873840810.1038/nature23449PMC5870830

[AARTSGAD297796C29] Marion RM, Strati K, Li H, Murga M, Blanco R, Ortega S, Fernandez-Capetillo O, Serrano M, Blasco MA. 2009 A p53-mediated DNA damage response limits reprogramming to ensure iPS cell genomic integrity. Nature 460: 1149–1153.1966818910.1038/nature08287PMC3624089

[AARTSGAD297796C30] Mosteiro L, Pantoja C, Alcazar N, Marion RM, Chondronasiou D, Rovira M, Fernandez-Marcos PJ, Munoz-Martin M, Blanco-Aparicio C, Pastor J, 2016 Tissue damage and senescence provide critical signals for cellular reprogramming in vivo. Science 354: aaf4445.2788498110.1126/science.aaf4445

[AARTSGAD297796C31] Munoz-Espin D, Serrano M. 2014 Cellular senescence: from physiology to pathology. Nat Rev Mol Cell Biol 15: 482–496.2495421010.1038/nrm3823

[AARTSGAD297796C32] Nuber U, Schwarz S, Kaiser P, Schneider R, Scheffner M. 1996 Cloning of human ubiquitin-conjugating enzymes UbcH6 and UbcH7 (E2-F1) and characterization of their interaction with E6-AP and RSP5. J Biol Chem 271: 2795–2800.857625710.1074/jbc.271.5.2795

[AARTSGAD297796C33] O'Malley J, Skylaki S, Iwabuchi KA, Chantzoura E, Ruetz T, Johnsson A, Tomlinson SR, Linnarsson S, Kaji K. 2013 High-resolution analysis with novel cell-surface markers identifies routes to iPS cells. Nature 499: 88–91.2372830110.1038/nature12243PMC3743022

[AARTSGAD297796C34] Otey CA, Rachlin A, Moza M, Arneman D, Carpen O. 2005 The palladin/myotilin/myopalladin family of actin-associated scaffolds. Int Rev Cytol 246: 31–58.1616496610.1016/S0074-7696(05)46002-7

[AARTSGAD297796C35] Picelli S, Faridani OR, Bjorklund AK, Winberg G, Sagasser S, Sandberg R. 2014 Full-length RNA-seq from single cells using Smart-seq2. Nat Protoc 9: 171–181.2438514710.1038/nprot.2014.006

[AARTSGAD297796C36] Qin H, Diaz A, Blouin L, Lebbink RJ, Patena W, Tanbun P, LeProust EM, McManus MT, Song JS, Ramalho-Santos M. 2014 Systematic identification of barriers to human iPSC generation. Cell 158: 449–461.2503663810.1016/j.cell.2014.05.040PMC4130998

[AARTSGAD297796C37] Reynisdottir I, Polyak K, Iavarone A, Massague J. 1995 Kip/Cip and Ink4 Cdk inhibitors cooperate to induce cell cycle arrest in response to TGF-β. Genes Dev 9: 1831–1845.764947110.1101/gad.9.15.1831

[AARTSGAD297796C38] Rowland BD, Bernards R, Peeper DS. 2005 The KLF4 tumour suppressor is a transcriptional repressor of p53 that acts as a context-dependent oncogene. Nat Cell Biol 7: 1074–1082.1624467010.1038/ncb1314

[AARTSGAD297796C39] Sakurai K, Talukdar I, Patil VS, Dang J, Li Z, Chang KY, Lu CC, Delorme-Walker V, Dermardirossian C, Anderson K, 2014 Kinome-wide functional analysis highlights the role of cytoskeletal remodeling in somatic cell reprogramming. Cell Stem Cell 14: 523–534.2470299810.1016/j.stem.2014.03.001PMC4071169

[AARTSGAD297796C40] Salama R, Sadaie M, Hoare M, Narita M. 2014 Cellular senescence and its effector programs. Genes Dev 28: 99–114.2444926710.1101/gad.235184.113PMC3909793

[AARTSGAD297796C41] Shi Y, Inoue H, Wu JC, Yamanaka S. 2017 Induced pluripotent stem cell technology: a decade of progress. Nat Rev Drug Discov 16: 115–130.2798034110.1038/nrd.2016.245PMC6416143

[AARTSGAD297796C42] Tada M, Takahama Y, Abe K, Nakatsuji N, Tada T. 2001 Nuclear reprogramming of somatic cells by in vitro hybridization with ES cells. Curr Biol 11: 1553–1558.1159132610.1016/s0960-9822(01)00459-6

[AARTSGAD297796C43] Takahashi K, Yamanaka S. 2006 Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. Cell 126: 663–676.1690417410.1016/j.cell.2006.07.024

[AARTSGAD297796C44] Tanay A, Regev A. 2017 Scaling single-cell genomics from phenomenology to mechanism. Nature 541: 331–338.2810226210.1038/nature21350PMC5438464

[AARTSGAD297796C45] Tordella L, Khan S, Hohmeyer A, Banito A, Klotz S, Raguz S, Martin N, Dhamarlingam G, Carroll T, Gonzalez Meljem JM, 2016 SWI/SNF regulates a transcriptional program that induces senescence to prevent liver cancer. Genes Dev 30: 2187–2198.2773796010.1101/gad.286112.116PMC5088567

[AARTSGAD297796C46] Tzelepis K, Koike-Yusa H, De Braekeleer E, Li Y, Metzakopian E, Dovey OM, Mupo A, Grinkevich V, Li M, Mazan M, 2016 A CRISPR dropout screen identifies genetic vulnerabilities and therapeutic targets in acute myeloid leukemia. Cell Rep 17: 1193–1205.2776032110.1016/j.celrep.2016.09.079PMC5081405

[AARTSGAD297796C47] Utikal J, Polo JM, Stadtfeld M, Maherali N, Kulalert W, Walsh RM, Khalil A, Rheinwald JG, Hochedlinger K. 2009 Immortalization eliminates a roadblock during cellular reprogramming into iPS cells. Nature 460: 1145–1148.1966819010.1038/nature08285PMC3987892

[AARTSGAD297796C48] Vijayachandra K, Higgins W, Lee J, Glick A. 2009 Induction of p16ink4a and p19ARF by TGFβ1 contributes to growth arrest and senescence response in mouse keratinocytes. Mol Carcinog 48: 181–186.1865510710.1002/mc.20472

[AARTSGAD297796C49] Wang S, Xia P, Ye B, Huang G, Liu J, Fan Z. 2013 Transient activation of autophagy via Sox2-mediated suppression of mTOR is an important early step in reprogramming to pluripotency. Cell Stem Cell 13: 617–625.2420976210.1016/j.stem.2013.10.005

[AARTSGAD297796C50] Wang Y, Xu Q, Sack L, Kang C, Elledge SJ. 2016 A gain-of-function senescence bypass screen identifies the homeobox transcription factor DLX2 as a regulator of ATM–p53 signaling. Genes Dev 30: 293–306.2683372910.1101/gad.271445.115PMC4743059

[AARTSGAD297796C51] Wilmut I, Schnieke AE, McWhir J, Kind AJ, Campbell KH. 1997 Viable offspring derived from fetal and adult mammalian cells. Nature 385: 810–813.903991110.1038/385810a0

[AARTSGAD297796C52] Wu Y, Li Y, Zhang H, Huang Y, Zhao P, Tang Y, Qiu X, Ying Y, Li W, Ni S, 2015 Autophagy and mTORC1 regulate the stochastic phase of somatic cell reprogramming. Nat Cell Biol 17: 715–725.2598539310.1038/ncb3172

[AARTSGAD297796C53] Yang CS, Chang KY, Rana TM. 2014 Genome-wide functional analysis reveals factors needed at the transition steps of induced reprogramming. Cell Rep 8: 327–337.2504317810.1016/j.celrep.2014.07.002PMC4152236

# Supplementary material for: Coupling shRNA screens with single-cell RNA-seq identifies a dual role for mTOR in reprogramming-induced senescence
**Source:** Genes Dev. 2017 Oct 15;31(20):2085–98. doi: 10.1101/gad.297796.117
**Supplement:** Supplemental Material

Coupling shRNA screens with single-cell RNA-seq identifies a dual role for mTOR in reprogramming-induced senescence — Supplemental Material 

# Coupling shRNA screens with single-cell RNA-seq identifies a dual role for mTOR in reprogramming-induced senescence

## Supplemental Material

- Supplemental\_Information.pdf

# Supplementary material for: Coupling shRNA screens with single-cell RNA-seq identifies a dual role for mTOR in reprogramming-induced senescence
**Source:** Genes Dev. 2017 Oct 15;31(20):2085–98. doi: 10.1101/gad.297796.117
**Supplement:** Supplemental Material

**SUPPLEMENTAL DATA for**

**Coupling shRNA screens with single-cell RNA-Seq identifies a  
dual role for mTOR in reprogramming-induced senescence**

Marieke Aarts, Athena Georgilis, Meryam Beniazza, Patrizia Beolchi, Ana Banito, Thomas Carroll, Marizela Kulisic, Daniel F. Kaemena, Gopuraja Dharmalingam, Nadine Martin, Wolf Reik, Johannes Zuber, Keisuke Kaji, Tamir Chandra and Jesús Gil

**Including:**

- **Supplemental Figures S1 to S7 and legends**
- **Supplemental Tables S1 to S4**
- **Supplemental Materials and Methods**
- **Supplemental References**

**A****PLASARI\_TGFB1\_10HR\_UP**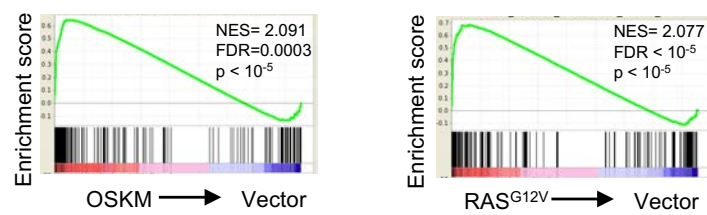**B****CHANG\_CYCLING\_GENES**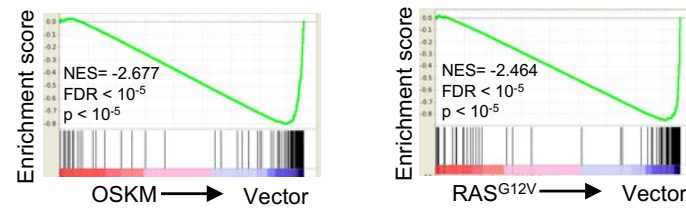**C**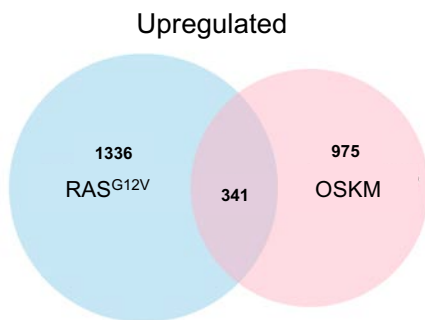**D**

## Upregulated in common

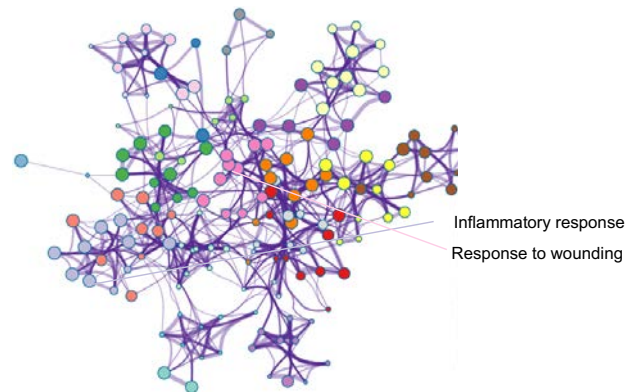**E**

## Upregulated only in OSKM

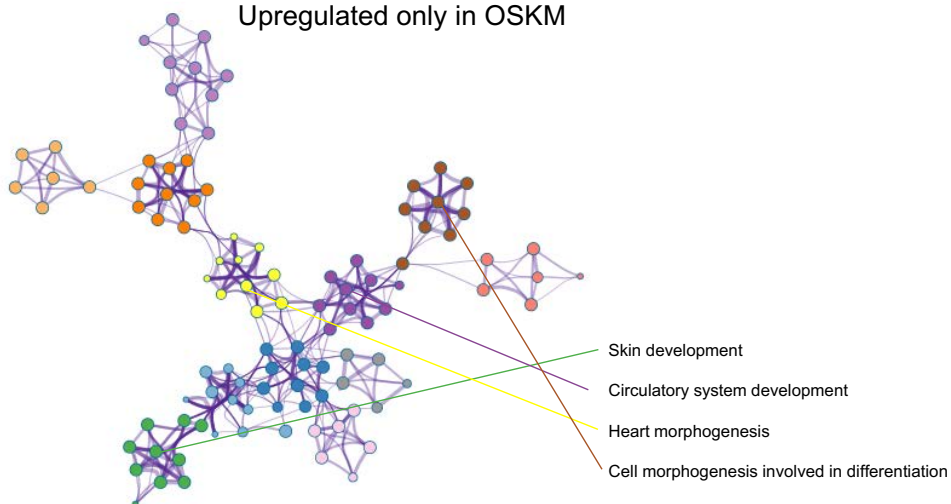

**A**

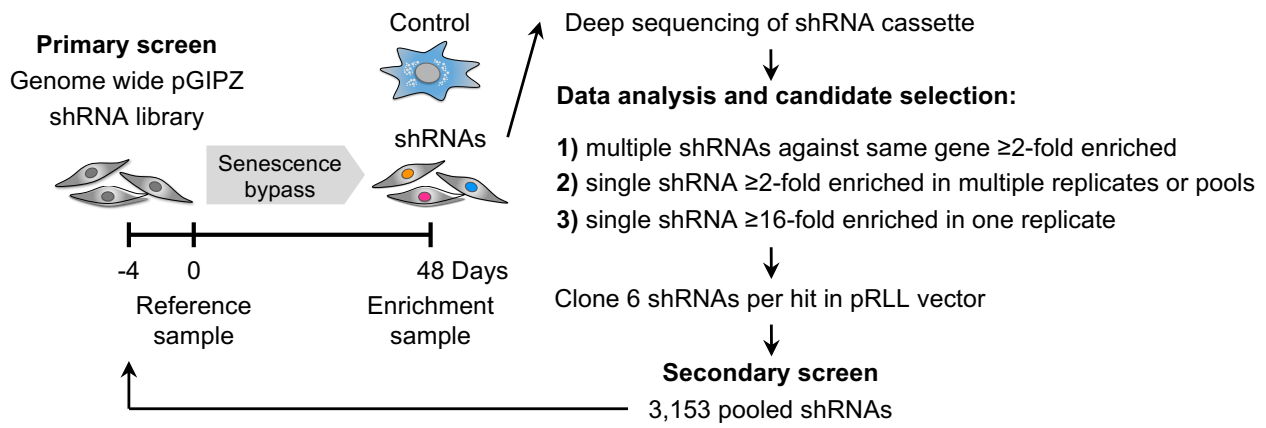

**B**

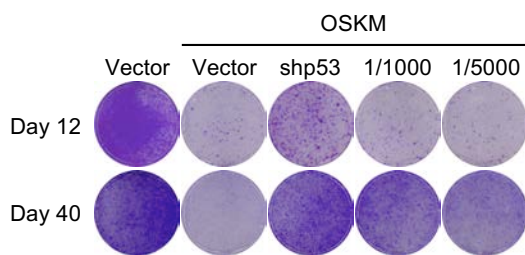

**C**

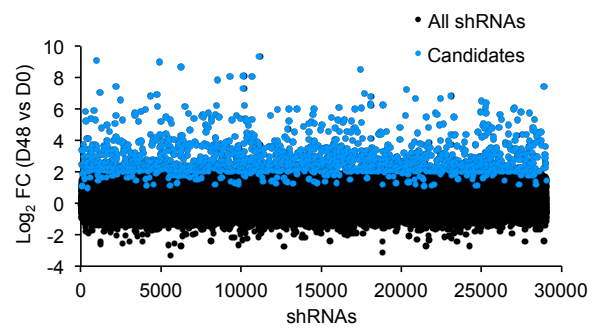

D

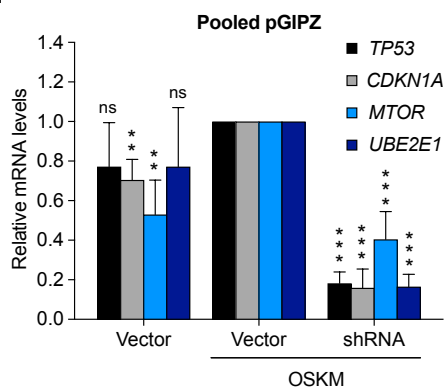

**A**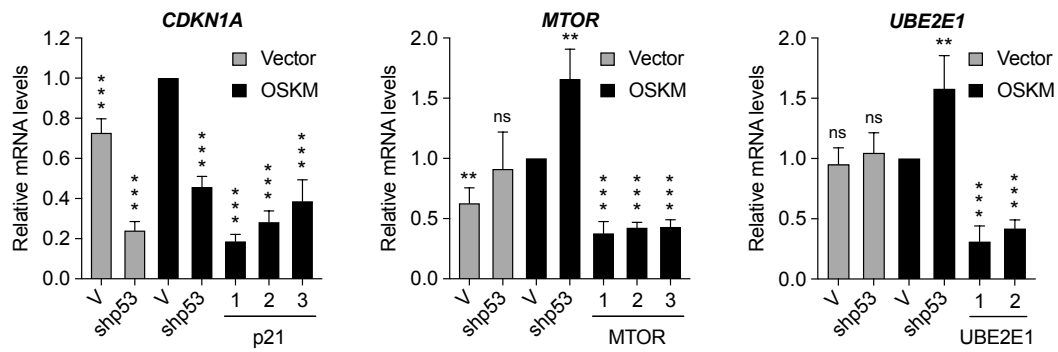**B**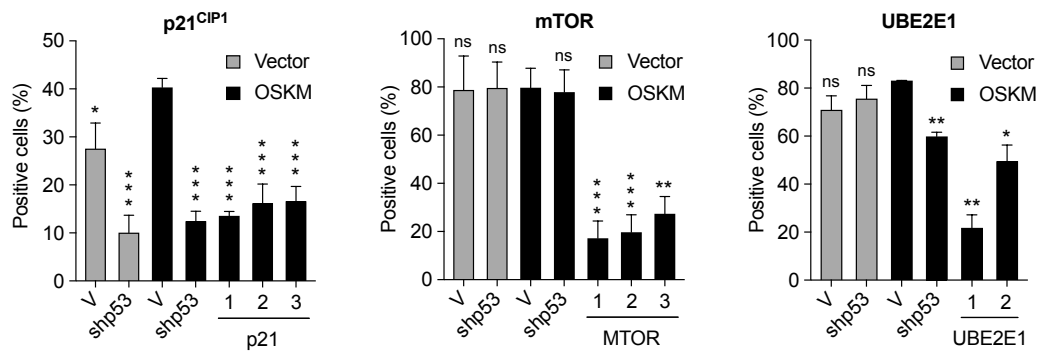**C**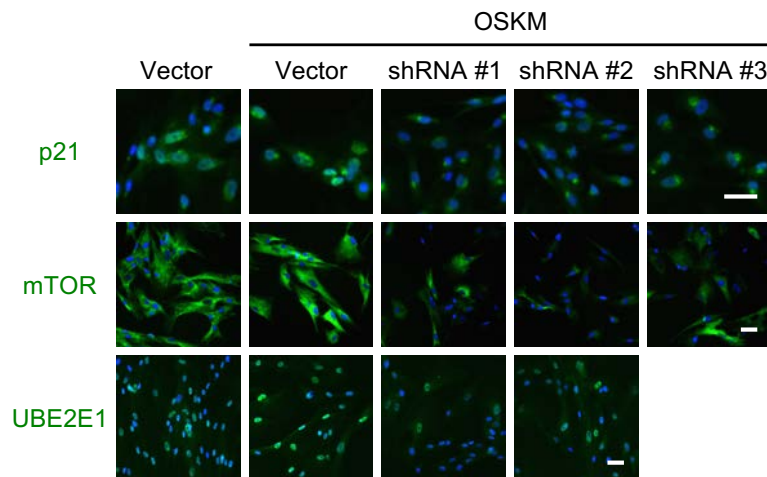**D**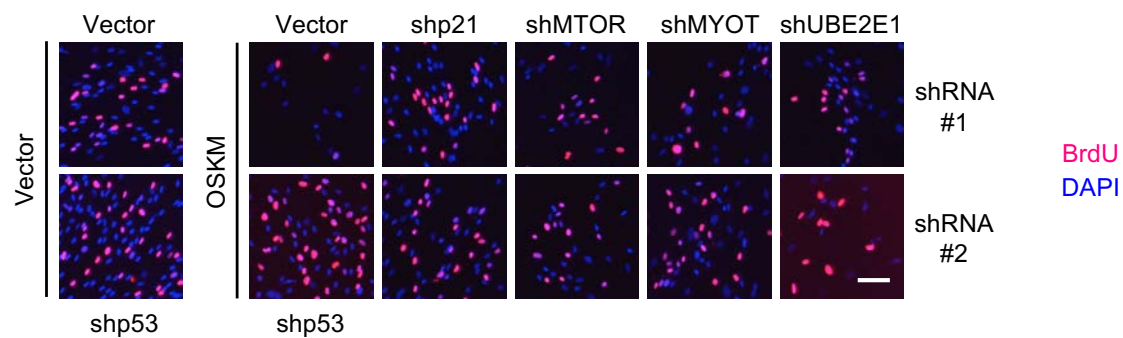**E**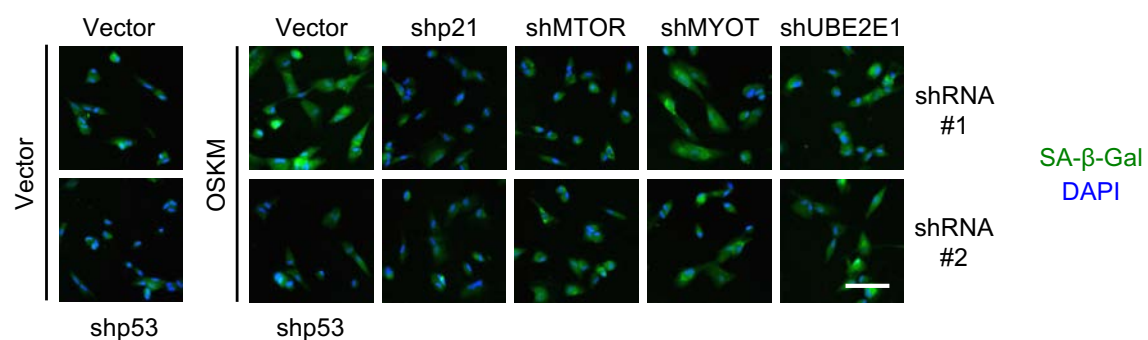

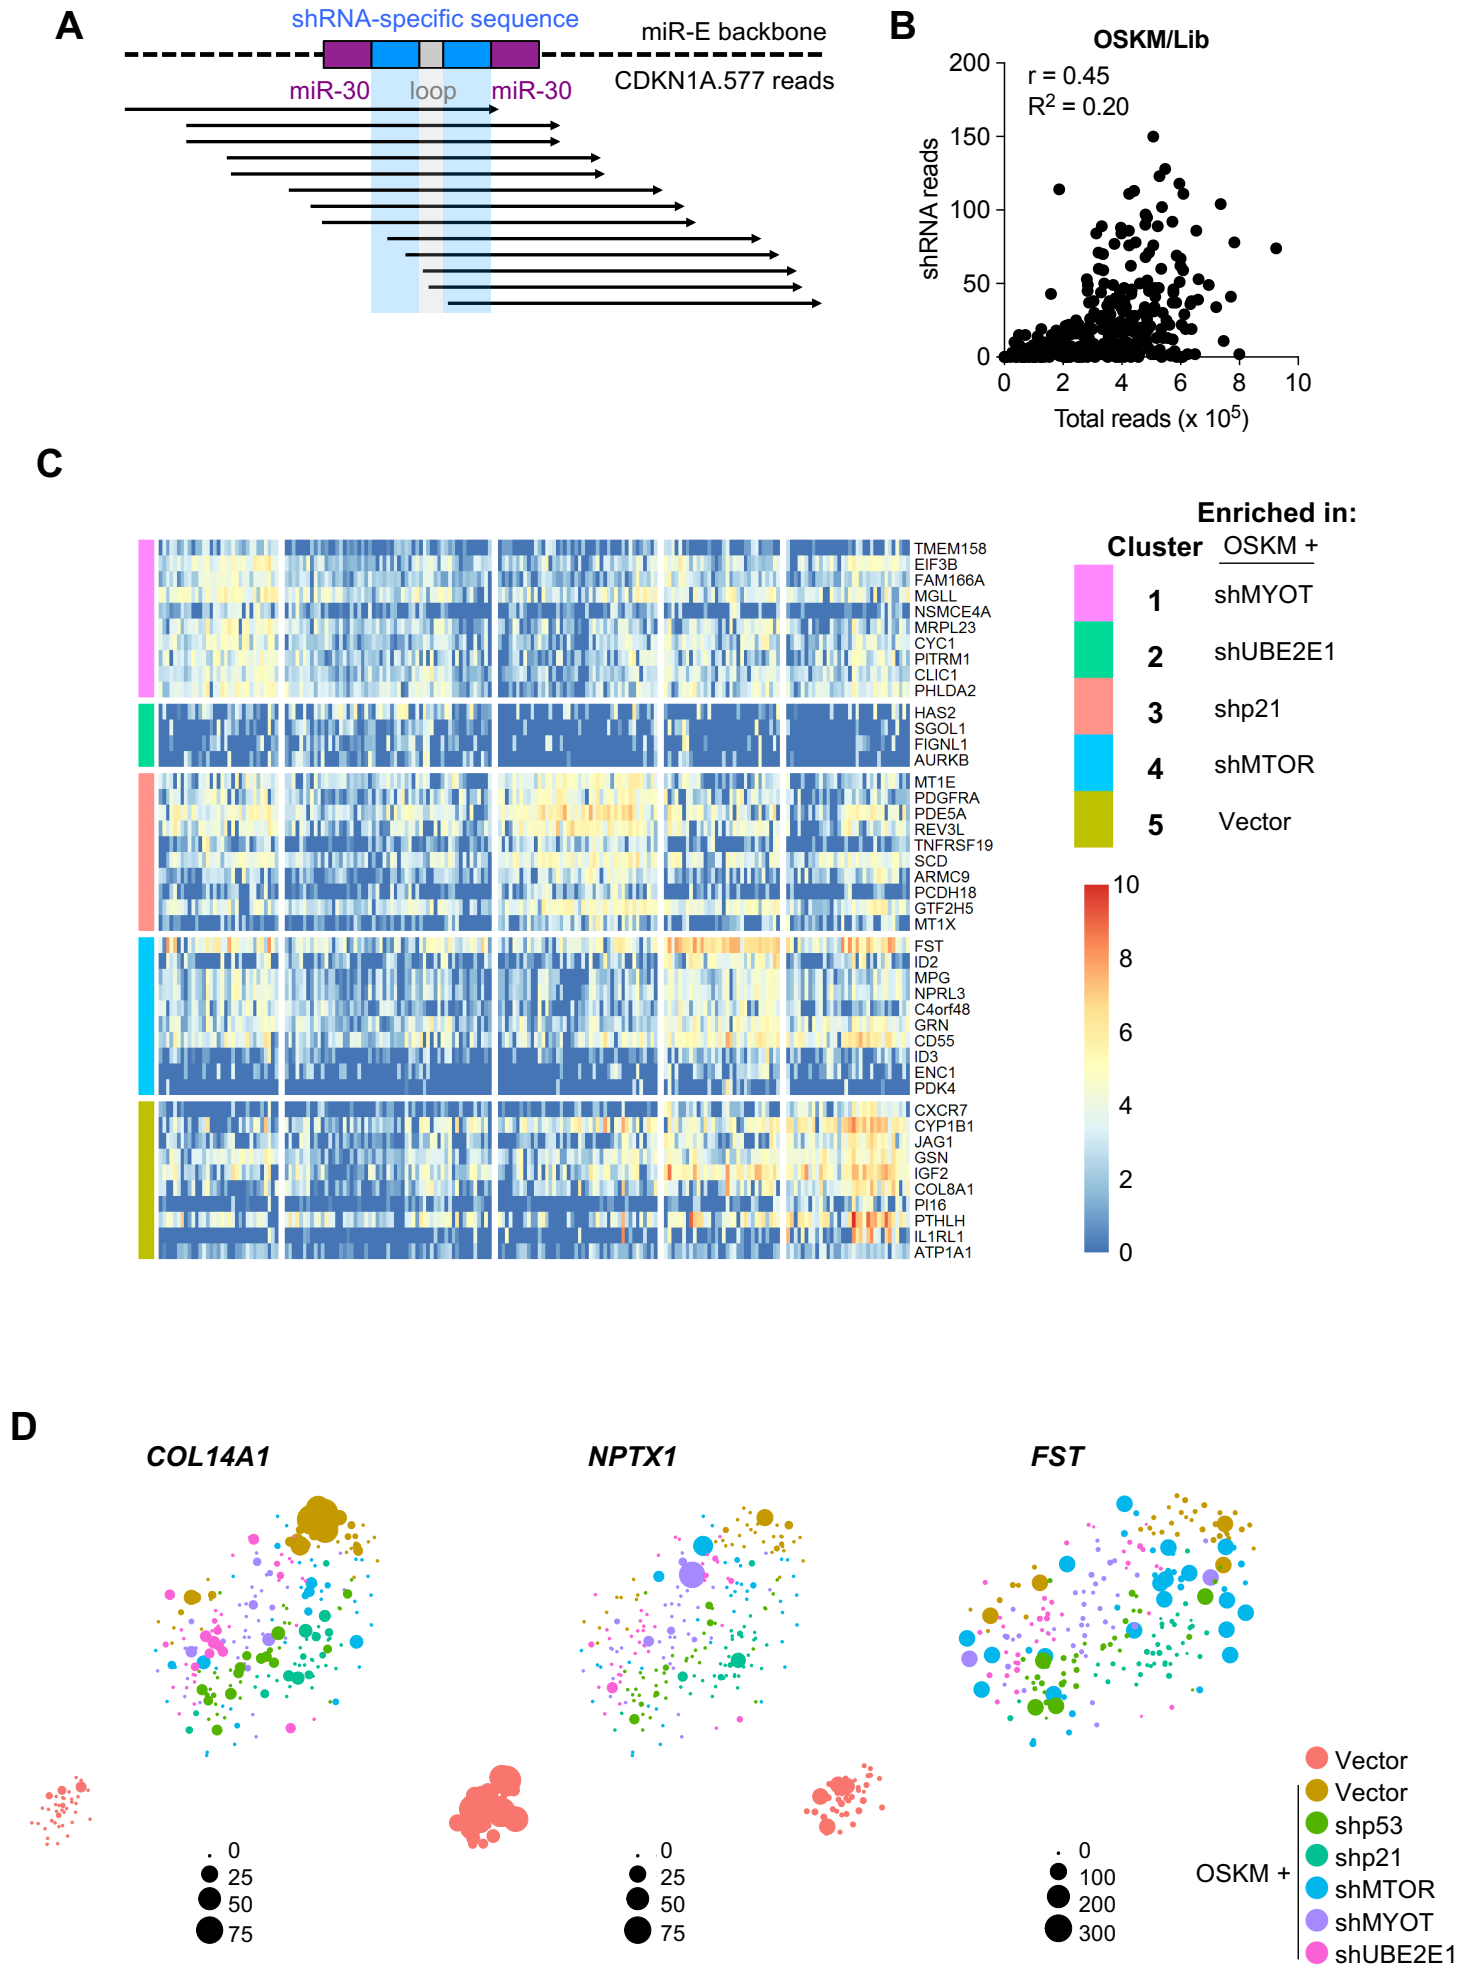

**A**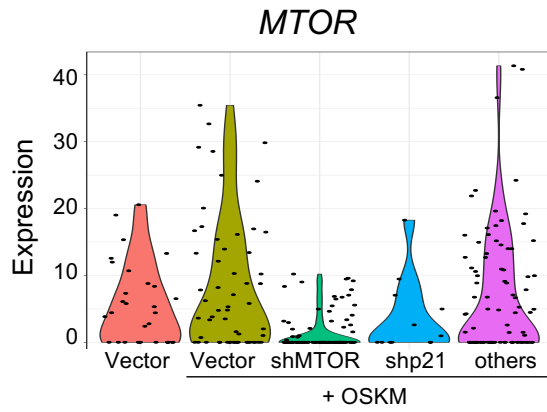**B**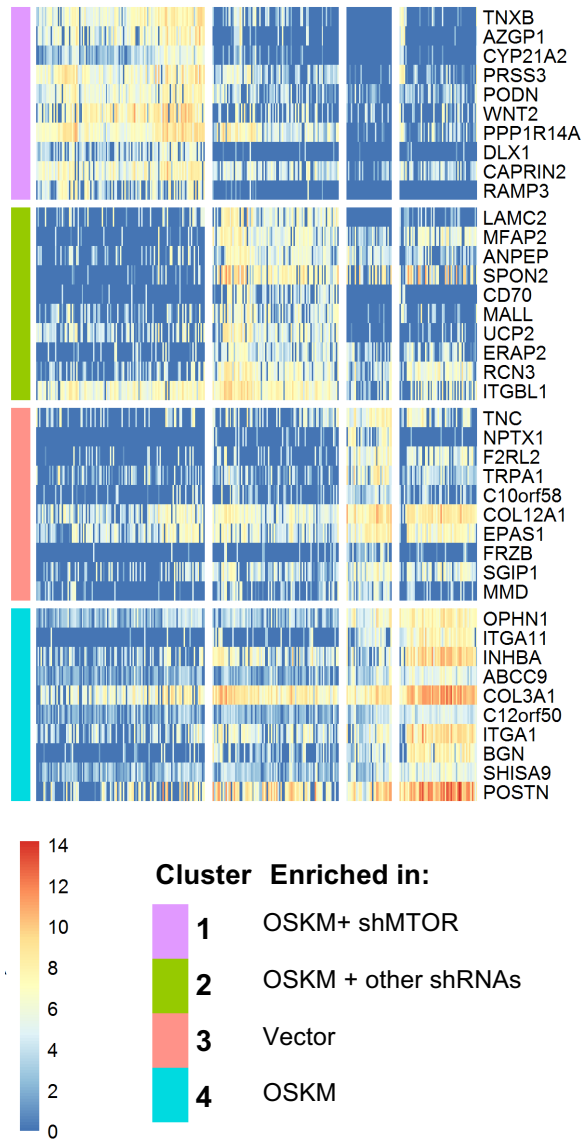**C**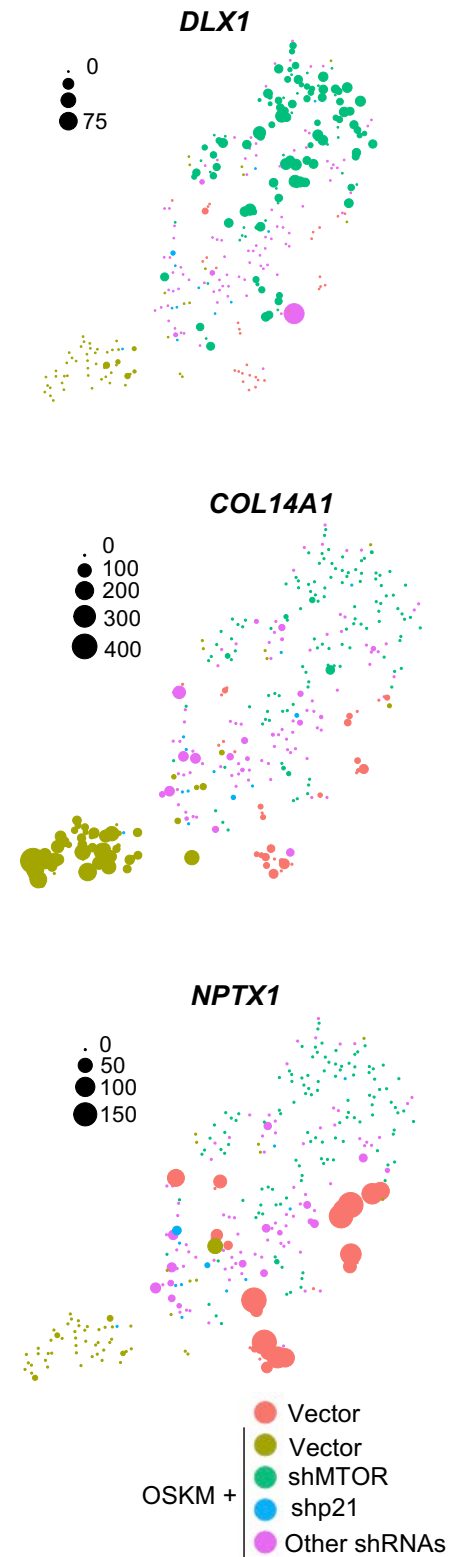**D**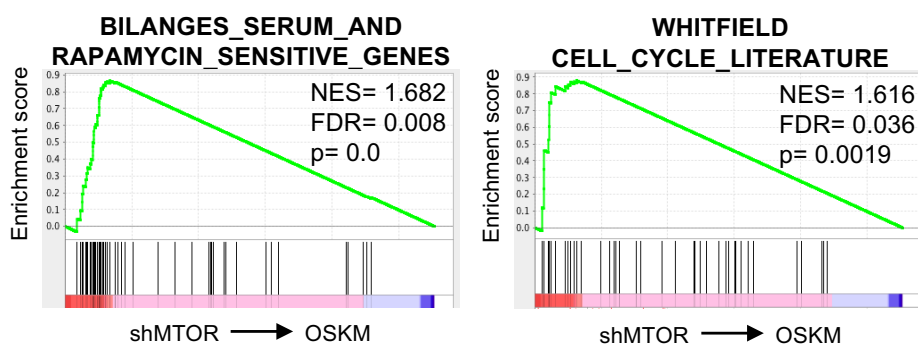

**A**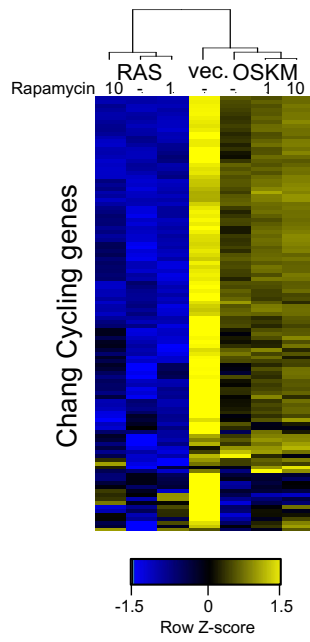**B**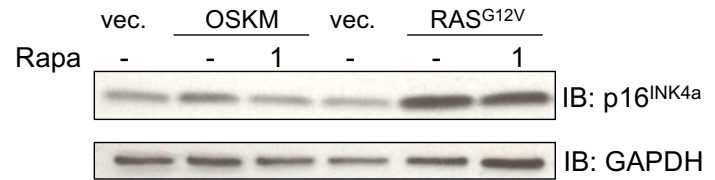**C**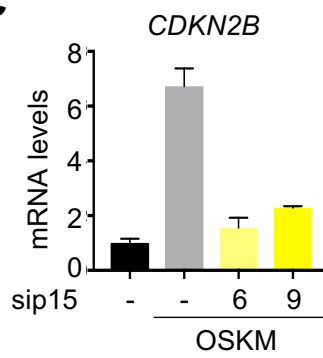**D**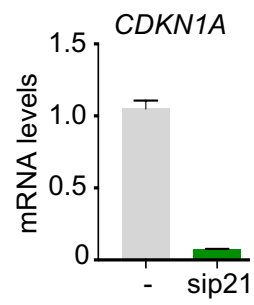**E**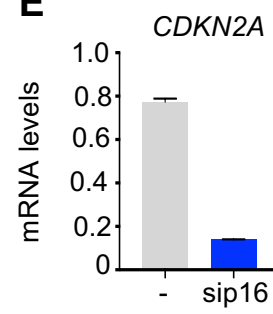

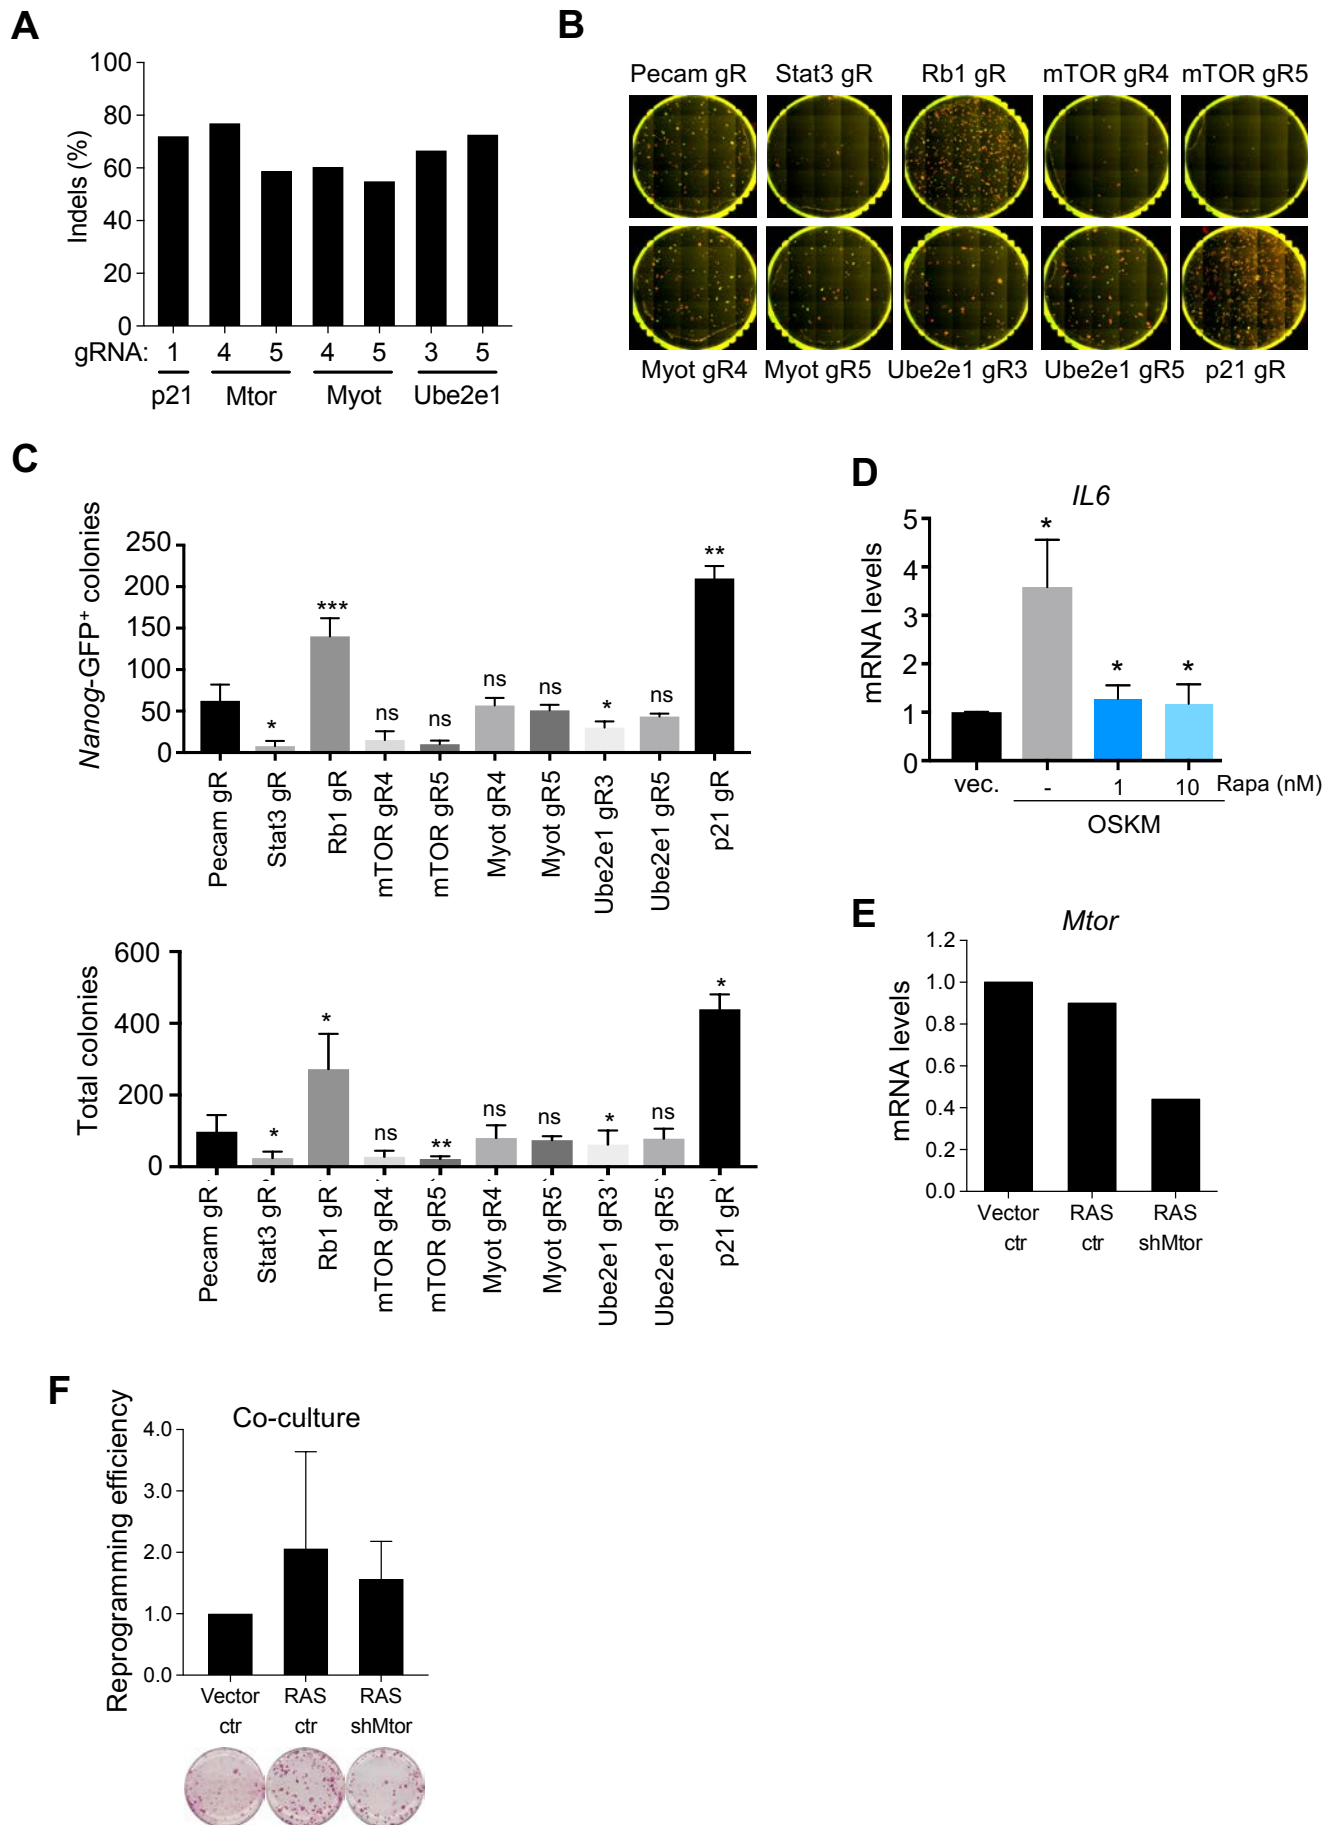

## SUPPLEMENTAL FIGURE LEGENDS

### **Supplemental Figure S1. Characterization of the transcriptional program of OSKM-induced senescence.**

**A-B.** GSEA showing enrichment of the indicated signatures in OSKM versus vector (left) and RAS<sup>G12V</sup> versus vector (right) IMR90 cells. NES, normalized enrichment score; FDR, false discovery rate. **C.** Venn diagram showing common up-regulated genes between Ras vs Vector and OSKM vs Vector. Up-regulated genes were identified using FDR < 0.05 and log<sub>2</sub> FC >1. **D.** GO term analysis of common genes upregulated upon OSKM- and RAS-induced senescence. First, for each senescence type, genes differentially regulated compared to control (Vector) by log<sub>2</sub> FC>1, *P*<0.05, were selected. Next, common genes were uploaded on the online bioinformatics database Metascape (<http://metascape.org>) for GO term detection and clustering. Same colored dots fall into a similar function category. Titles of selected categories are shown. Only statistically significant categories (*P*<0.05) are shown. **E.** GO term analysis of genes upregulated upon OSKM-induced senescence but not RAS-induced senescence. Genes relevant to OSKM-induced senescence only were used in this instance of GO term clustering, following the criteria used in Figure S1D.

### **Supplemental Figure S2. Screens for shRNAs blunting OSKM-induced senescence.**

**A.** Timeline of primary genome-wide shRNA enrichment screen and strategy to collect control and experimental samples for subsequent analysis of shRNA

library representation. IMR90 fibroblasts were infected with an OSKM expression vector followed by a pooled human pGIPZ shRNA library in triplicate. At 4 days post-infection, a reference sample was taken (day 0). OSKM- and shRNA-containing cells were selected for 9 days and serially passaged to allow enrichment of shRNAs bypassing OSKM-induced senescence. Genomic DNA was harvested from control and experimental samples; shRNA cassettes were PCR-amplified and analysed for enrichment by deep sequencing. In the primary screen, a gene was classified as a hit if: (1) multiple shRNA constructs targeting the same gene were enriched more than 2-fold, or (2) a single shRNA showed  $\geq 2$ -fold enrichment in multiple replicates or pools, or (3) a single shRNA showed  $\geq 16$ -fold enrichment in one replicate. The primary screen resulted in 554 candidate genes. Six shRNAs per candidate gene were cloned for testing in a secondary shRNA screen (3,153 shRNAs in total; Fig. 2).

**B.** Proof of principle of enrichment screen. IMR90 fibroblasts were infected with p53 shRNA (shp53) undiluted or diluted at 1/1000 and 1/5000 in non-targeting shRNA vectors. Bypass of the OSKM-induced arrest was assayed by crystal violet staining of cells plated at Day 12 and Day 40 during the screen.

**C.** Primary screen data (maximum  $\log_2$  fold change in shRNA abundance) in Day 48 versus Day 0 samples of three replicates (black). Highlighted candidates (blue) were selected based on  $\log_2$  ratio  $> 4$  in a single replicate or  $\log_2 > 1$  in more than 1 replicate.

**D.** *TP53*, *CDKN1A*, *MTOR* and *UBE2E1* mRNA levels as determined by qRT-PCR. IMR90 cells were transduced with control or OSKM vector followed by pooled pGIPZ shRNAs as indicated. RNA was extracted at 12 days post-infection to determine knockdown of the corresponding genes. Data was normalized to

OSKM expressing control cells. Error bars represent s.d. of at least 3 independent experiments. \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ ; ns, not significant.

**Supplemental Figure S3. Validation of shRNAs identified in the screen.**

**A.** *CDKN1A* (left), *MTOR* (middle) and *UBE2E1* (right) mRNA levels as determined by qRT-PCR. IMR90 cells were transduced with control (grey bars) or OSKM expression vector (black bars) followed by the indicated shRNA vectors or empty control vector (V). Data was normalized to OSKM expressing control cells. Error bars represent s.d. of at least 3 independent experiments. \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ ; ns, not significant. **B.** Quantification of immunofluorescence staining for p21<sup>CIP1</sup> (left), mTOR (middle) and UBE2E1 (right) in IMR90 cells transduced with control (grey bars) or OSKM expression vector (black bars) followed by the indicated shRNA vectors or empty control vector (V). Error bars represent s.d. of 3 independent experiments for p21<sup>CIP1</sup> and mTOR and two technical replicates for UBE2E1. \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ ; ns, not significant. **C.** Representative immunofluorescence images of p21<sup>CIP1</sup> (top), mTOR (middle) and UBE2E1 (bottom) staining in IMR90 cells transduced with OSKM and empty control vector (Vector) or the indicated shRNAs. Nuclei were counterstained with DAPI (blue). Scale bars, 50  $\mu\text{m}$ . **D-E.** Representative images of BrdU (**D**) and SA- $\beta$ -Gal (**E**) IF staining in IMR90 cells transduced with OSKM and empty vector (Vector) or the indicated shRNAs. Nuclei were counterstained with DAPI (blue). Scale bars, 100  $\mu\text{m}$ .

**Supplemental Figure S4. Coupling scRNA-Seq to shRNA detection.**

**A.** Mapping of sequencing reads to miRE-shRNA sequence. Only sequencing reads overlapping both the miR30 backbone and shRNA-specific sequence were considered specific for the shRNA. Representative reads mapping to CDKN1A.577 are shown for a given cell. **B.** Correlation between the number of shRNA-specific reads and the number of total reads per sample (results are shown for 300 OSKM/Library cells). **C.** Top marker genes as identified by SC3 are shown for OSKM-expressing cells infected with Vector, shp21, shMTOR, shMYOT and shUBE2E1. Marker genes are highly expressed in one of the clusters and distinguish the cluster from the others. Heat map of the corresponding clusters is shown in Fig. 3G. **D.** Projection of key marker genes *COL14A1*, *NPTX1* and *FST* onto the t-SNE plot shown in Fig. 3H.

**Supplemental Figure S5. Using scRNA-Seq to characterize how mTOR regulates OSKM-induced senescence.**

**A.** Violin plots of *MTOR* mRNA expression are shown for single cells expressing MTOR, p21 and other shRNAs versus OSKM and Vector control cells. **B.** Top marker genes as identified by SC3 are shown for each of the clusters shown in Fig. 4C. Cluster 1 is enriched for OSKM-shMTOR cells, cluster 2 for OSKM-expressing cells with p21 or other shRNAs, cluster 3 for Vector control cells (growing) and cluster 4 for OSKM-expressing control cells (senescent). Marker genes are highly expressed in one of the clusters and distinguish the cluster from the others. **C.** Projection of *DLX1* (top), *COL14A1* (middle) and *NPTX1* (bottom) expression onto the t-SNE from Fig. 4D showing differential expression in OSKM-shMTOR, OSKM control (senescent)

and Vector control (growing) sub-populations, respectively. **D.** GSEA showing enrichment of signatures associated with mTOR inhibition, and cell cycle in OSKM-shMTOR versus OSKM control IMR90 cells. NES, normalized enrichment score; FDR, false discovery rate.

**Supplemental Figure S6. Induction of CDKIs during OSKM-induced senescence.**

**A.** Heat map showing gene expression of cell cycle genes (Chang et al. 2004) for IMR90 cells infected with vector, RAS, RAS treated with 1nM and 10nM of Rapamycin, OSKM and OSKM treated with 1nM and 10nM of Rapamycin. The gene signature was filtered for genes upregulated in the vector. Both genes and samples were clustered using hierarchical clustering. **B.** Inhibition of mTOR by rapamycin blunts the induction of p16<sup>INK4a</sup> back to basal levels in OSKM-induced senescence only. IMR90 fibroblasts were infected with empty vector or OSKM- or RAS-expressing vectors and next day treated with DMSO (-) or 1nM rapamycin. At day 10 post-infection, the cells were collected for immunoblot analysis of p16<sup>INK4a</sup>. **C – E.** *CDKN2B*, *CDKN2A* and *CDKN1A* were knocked down with respective siRNAs in OSKM-induced senescent cells. IMR90 fibroblasts were infected with empty vector or OSKM-expressing vector and 2 days later transfected with scramble siRNA (-) or the indicated siRNAs. At day 5 post-infection, the cells were collected for quantitative RT-PCR analysis of target mRNA expression.

**Supplemental Figure S7. Effect of mTOR inhibition on reprogramming.**

**A.** Cas9-expressing MEFs were transduced with the indicated lentiviral sgRNA vectors against *Mtor*, *Myot*, *Ube2e1* or empty control vector. Bars represent out-of-frame indel frequencies as measured by TIDE analysis of PCR amplicons spanning the sgRNA target site and using a mock-treated sample as control reference. **B-C.** Reprogramming of Cas9 expressing MEFs was initiated one day after transfection with a *piggyBac* transposon carrying an inducible MKOS cassette and the indicated gRNA expression cassette. Numbers of total and Nanog-GFP<sup>+</sup> colonies were counted on day 14. Representative images of the colonies (B) and quantification (C) is shown. This is an expanded version of the data presented in Fig 6A. \* p<0.05; \*\* p<0.01; \*\*\* p<0.001; ns, not significant. **D.** Inhibition of mTOR by rapamycin blunted the induction of *IL6* by OSKM. IMR90 fibroblasts were infected with OSKM or Vector and treated with the indicated doses of Rapamycin the next day. After 10 days, RNA was extracted for quantification of *IL6* mRNA levels. Data was normalised to OSKM-infected control cells. Error bars represent s.d. of 3 independent experiments. \* p<0.05. **E.** *Mtor* mRNA expression levels relative to *Hprt* as determined by qRT-PCR. Wild-type MEFs were transduced with control vector, RAS or RAS and shRNAs against *Mtor*. RNA was extracted at 15 days post-infection. **F.** Reprogramming efficiency of transgenic MKOS MEFs co-cultured with MEFs infected with control vector, RAS, or RAS and shRNAs against *Mtor*. AP<sup>+</sup> colonies were counted and data was normalised to vector control cells. Error bars represent s.d. of 3 independent experiments. Images are for a representative experiment.

**SUPPLEMENTAL TABLES****Table S1.** shRNA and siRNA target sequences

| <b>Name</b> | <b>Vector</b> | <b>Target sequence (5'-3')</b> | <b>ID</b>    |
|-------------|---------------|--------------------------------|--------------|
| CDKN1A_a    | pGIPZ         | ATTCGACTTTGTCACCGAGACA         | V3LHS_322231 |
| CDKN1A_b    | pGIPZ         | ATGGACCTGTCACTGTCTTGTA         | V3LHS_322232 |
| CDKN1A_c    | pGIPZ         | CGACCAGCATGACAGATTTCTA         | V3LHS_322234 |
| CDKN1A_d    | pGIPZ         | CCAGTTTGTGTGTCTTAATTAT         | V3LHS_402905 |
| MTOR_m2     | pGIPZ         | CCAGGCCTATGGTCGAGATTTA         |              |
| MTOR_m3     | pGIPZ         | ATGGGATGTTTTCACTGGTCAA         |              |
| MYOT_a      | pGIPZ         | CCAGCAAATATTTAGCACTTAA         | V3LHS_304529 |
| MYOT_b      | pGIPZ         | ACTGGATGTCCTTGCAAAAGAA         | V3LHS_304528 |
| MYOT_c      | pGIPZ         | AAAGCTGGAGTGA CTACATGTA        | V3LHS_304533 |
| MYOT_d      | pGIPZ         | AAAGAGTTACTTTACTGATAAA         | V3LHS_304531 |
| UBE2E1_a    | pGIPZ         | ACCCCAAGAAGAAGGAGAGTAA         | V3LHS_385801 |
| UBE2E1_b    | pGIPZ         | CTAGCTGAAATGTAGTACAGAA         | V3LHS_412316 |
| UBE2E1_c    | pGIPZ         | ACCCCAAGAAGAAGGAGAGTAAA        | V3LHS_385802 |
| UBE2E1_d    | pGIPZ         | CGCTTGTAGTCTGTAAATTTAA         | V2LHS_220497 |
| UBE2E1_e    | pGIPZ         | AGGACAAGAATCTATCATTGTA         | V2LHS_171753 |
| shp53       | pGIPZ         | TCTCTTCCTCTGTGCGCCG            |              |
| p21 #1      | pRLL          | ATCAGTTTGTGTGTCTTAATTA         | CDKN1A.577   |
| p21 #2      | pRLL          | ATCTGGCATTAGAATTATTTAA         | CDKN1A.663   |
| p21 #3      | pRLL          | ATCCCACAATGCTGAATATACA         | CDKN1A.1980  |
| MTOR #1     | pRLL          | ACAGAACAAATACTCAACTAAA         | MTOR.8611    |
| MTOR #2     | pRLL          | CCACCATGTTGTATCAGAATAA         | MTOR.8664    |
| MTOR #3     | pRLL          | CCAGCTAAAGAAGGACATTCAA         | MTOR.1710    |
| MYOT #1     | pRLL          | CCACAAGTAAGAAGTAGATCAA         | MYOT.508     |
| MYOT #2     | pRLL          | CCAGCAAATATTTAGCACTTAA         | MYOT.1214    |
| UBE2E1 #1   | pRLL          | CTAGCTGAAATGTAGTACAGAA         | UBE2E1.609   |
| UBE2E1 #2   | pRLL          | CACAGAAAAGAATGTACATTTA         | UBE2E1.620   |
| shp53       | pRLL          | CGGAGGATTTTCATCTCTTGAT         |              |
| CDKN2B_5    | siRNA         | CTGCTTACTTATGCCATAGAA          | SI00288274   |
| CDKN2B_6    | siRNA         | GAGAGCAATTGTAACGGTTAA          | SI00288281   |
| CDKN2A_15   | siRNA         | TACCGTAAATGTCCATTTATA          | SI02664403   |
| CDKN1A_6    | siRNA         | CAGTTTGTGTGTCTTAATTAT          | SI00604898   |
| Mtor #2 (m) | pRLL          | CCAGACAGTTGGACTTGTTAAA         | Mtor.7848    |
| Mtor #3 (m) | pRLL          | ACAGGAGGACATTTGTTTCAGAA        | Mtor.8297    |
| Mtor #5 (m) | pRLL          | CTCCGTTCTATCTCCTTGTCAA         | Mtor.5785    |

m, mouse

**Table S2.** Antibodies.

| Target | Clone | Company                   | Cat. no. | Application |
|--------|-------|---------------------------|----------|-------------|
| BrdU   | 3D4   | BD Pharmingen             | 555627   | IF          |
| p21    | M-19  | Santa Cruz                | sc-471   | IF          |
| mTOR   | 7C10  | Cell Signaling Technology | 2983     | IF          |
| UBE2E1 |       | Abcam                     | ab36980  | IF          |
| p16    | JC8   | CRUK                      | n/a      | IF, WB      |

IF, immunofluorescence

**Table S3.** Primers used for RT-qPCR.

| <b>Name</b> | <b>Forward (5'-3')</b>  | <b>Reverse (5'-3')</b>  |
|-------------|-------------------------|-------------------------|
| CDKN2B      | GAATGCGCGAGGAGAACAAG    | CCATCATCATGACCTGGATCG   |
| CDKN2A      | CGGTCGGAGGCCGATCCAG     | GCGCCGTGGAGCAGCAGCAGCT  |
| CDKN1A      | CCTGTCACTGTCTTGTACCCT   | GCGTTTGGAGTGGTAGAAATCT  |
| p53         | CCGCAGTCAGATCCTAGCG     | AATCATCCATTGCTTGGGACG   |
| MTOR        | TCGCTGAAGTCACACAGACC    | CTTTGGCATATGCTCGGCAC    |
| UBE2E1      | GGAGTCCAGCACTAACCATTCT  | GGCAATACTTCCCACCAAGGG   |
| IL6         | CCAGGAGCCCAGCTATGAAC    | CCCAGGGAGAAGGCAACTG     |
| GAPDH       | GGAGCGAGATCCCTCCAAAAT   | GGCTGTTGTCATACTTCTCATGG |
| mMtor       | CCAATGAGAGGAAGGGTGGCATC | GGACGCCATTTCCATGACAACTG |
| mHprt       | CACAGGACTAGAACACCTGC    | GCTGGTGAAAAGGACCTCT     |

m, mouse

**Table S4.** sgRNA target and TIDE PCR primer sequences.

| Name      | sgRNA Target (5'-3') | TIDE PCR primers (5'-3')                                                              |
|-----------|----------------------|---------------------------------------------------------------------------------------|
| Mtor #4   | GCGGGGTAGAACTCGTCCAG | F: GAACTGTGACGCTGAGAAGCTA<br>R: TCCAGTGGGATGGAGTAGAACT<br>Seq: GAGTACTTACTTCCCGGATGGC |
| Mtor #5   | GTCTGATTCTCACCACGCAG | F: TGGCTTTGTGAGTCACAACTTT<br>R: TTATAGGGGTGTCCCACCATAG<br>Seq: CAAGGATGACAGGGGTGTGT   |
| Myot #4   | GAAAACATGTCGATCGAAGA | F: GAGCTACCTCAAAGGGGATTTT<br>R: AATGGACAACTACAGATGCGTG<br>Seq: AGGCTGTGGACTTTGTAGCA   |
| Myot #5   | GCGAGCCATCTTCTCCTCGT | F: AATTCCAATAAGCCTGTGCTC<br>R: ACAGCTCTTGAGTTTGCCTTTC<br>Seq: TAGCAAGCTCAGAAACAGGGA   |
| Ube2e1 #3 | GCTTACCTGCAGTTTGGCGG | F: TTCATTACGGGTGAGATACTG<br>R: AAGAATCTGACGGTGTTGGTCT<br>Seq: TGCCCACTCCATGAAAATCC    |
| Ube2e1 #5 | GGGAGACTCCTTACCTTTGG | F: AATGGGTCTGGTGTTCTTCTGT<br>R: GTAGCTGCAAATTTTGTATCCC<br>Seq: AACCCAACCAACAGTCATCACA |
| p21       | GATTGCGATGCGCTCATGGC |                                                                                       |
| Pecam1    | GAGAACTCTAACTTCGGCTT |                                                                                       |
| Stat3     | GGATGACTAAGGGCCGGTCC |                                                                                       |
| Rb1       | GCATCACACGGTAATACAAT |                                                                                       |

*F*, Forward; *R*, Reverse; *Seq*, Sequencing

## SUPPLEMENTAL MATERIALS AND METHODS

### Retroviral and lentiviral infection

For retroviral transduction, HEK293T cells were transfected with retroviral MSCV-neo vectors expressing a polycistronic cassette encoding Oct4, Sox2, Klf4, and c-Myc (OSKM)(Carey et al. 2009) or constitutively active RAS (H-RAS<sup>G12V</sup>), and packaging vectors using 1 mg/ml linear polyethylenimine transfection reagent (PEI 25000; Polysciences). Viral supernatants were collected in three rounds starting 48 h after transfection, filtered and added to IMR90 fibroblasts plated the day before at a density of  $10^6$  cells per 10 cm dish or  $3.5 \times 10^5$  cells per 6 cm dish in the presence of 5 µg/ml polybrene. After 24 h of retroviral infection, media was either replaced with fresh media containing rapamycin (when indicated) or with 1:4 diluted lentiviral supernatant generated from shRNA vectors for 4 h before replacing the media. Three days later, cells were passaged and cultured for 9 days in the presence of 0.75 µg/ml puromycin (InvivoGen) or 400 µg/ml neomycin (Geneticin, G418; Gibco) to select for infected cells. After selection, cells were plated for growth assays, SA-β-gal and BrdU incorporation assays or lysed in Trizol for RNA extraction.

### shRNA libraries and screening

For the initial screen, we used a pGIPZ human genome-wide shRNA library consisting of ~58,000 lentiviral constructs. The library was divided into 12 pools, packaged into lentiviruses and introduced into OSKM-infected IMR90 fibroblasts in triplicate at a multiplicity of ~0.3. Samples from screening pools

( $10^6$  cells in triplicate) were collected three days post-infection (reference, day 0) and then at regular intervals over a 48-day culture period.

Based on the results of the initial screen, a second library consisting of 3,153 miRE-based shRNAs targeting 554 candidate genes (average coverage of six shRNAs per gene) was constructed using sensor-based shRNA predictions (Fellmann *et al.* 2011; Fellmann *et al.* 2013). 136-mer oligonucleotides (each containing a 97 nt miRE-shRNA fragment, an EcoRI cloning site and a 20 nt adaptor site) were synthesized on an oligonucleotide array (MYcroarray) and pooled for cloning (Cleary *et al.* 2004; Fellmann *et al.* 2011). The pool of oligonucleotides was PCR-amplified and cloned through XhoI/EcoRI sites into the pRLL-SFFV-GFP-miRE-PGK-Puro vector (Fellmann *et al.* 2013). The secondary library was introduced into OSKM-infected IMR90 fibroblasts in duplicate at a multiplicity of  $\sim 0.3$ . Samples were collected three days post-infection (reference, day 0) and then at regular intervals over a 37-day culture period. The screen was repeated twice. On day 56 during the second repeat screen, OSKM-infected library cells from one replicate were sorted into three 96-well plates by flow cytometry (FACS Aria, BD) for single cell RNA-seq analysis using the Smart-seq2 protocol (Picelli *et al.* 2014).

### **BrdU incorporation assays**

For BrdU immunofluorescence, cells ( $2-3 \times 10^3$ ) were plated in 96-well plates in duplicate and cultured for 5 days before 50  $\mu$ M BrdU (5-Bromo-2'-deoxyuridine) was added for 18-20 h. Cells were fixed, permeabilised and incubated with mouse anti-BrdU antibody (1:2000; BD Pharmingen, 555627)

in the presence of DNase I (0.5 U/ $\mu$ l; Sigma, D4527) and 1 mM MgCl<sub>2</sub> in BS for 30 min at room temperature.

### **Crystal violet staining**

Cells were plated at low density ( $2 \times 10^5$  cells per 10 cm dish or  $7 \times 10^4$  cells per 6 cm dish) and cultured for 14 days. Cells were fixed in 0.5% glutaraldehyde solution in PBS for 30 min and stained with 0.2% crystal violet solution in H<sub>2</sub>O for at least 30 min.

### **SA- $\beta$ -galactosidase staining**

For fluorescence-based detection of SA- $\beta$ -gal activity, cells ( $8 \times 10^3$ ) were plated in 96-well plates in triplicate. The next day, fresh media was added with 100 nM bafilomycin A1 (Sigma, B1793) and 100  $\mu$ M DDAO galactoside (9H-(1,3-Dichloro-9,9-Dimethylacridin-2-One-7-yl)  $\beta$ -D-Galactopyranoside; Molecular Probes, D6488) for 2 h at 37°C, 5% CO<sub>2</sub>. Cells were washed with PBS, fixed in 4% formaldehyde for 15 min and nuclei were stained with DAPI before image acquisition. For cytochemical detection of SA- $\beta$ -gal activity, cells were plated at  $2.5\text{--}3 \times 10^5$  per 6 cm dish. The next day, cells were fixed in 0.5% glutaraldehyde solution in PBS for 15 min and stained for 16 h at room temperature as described previously (Debacq-Chainiaux et al. 2009).

### **High content analysis**

Image acquisition was performed using an automated high throughput microscope (IN Cell Analyzer 2000, GE Healthcare) with 10x or 20x objectives. Image processing was performed using the IN Cell Investigator software

(v3.7; GE Healthcare). DAPI staining of the nuclei was used to identify nuclear area and number of cells. The nuclei were segmented using top-hat segmentation, specifying a minimum nuclear area of 100  $\mu\text{m}^2$ . To define the cell area, a collar segmentation approach was used with a border of 3  $\mu\text{m}$  around DAPI staining or alternatively, multiscale top-hat segmentation was used to detect cytoplasmic SA- $\beta$ -gal staining intensity. Each cell was assigned a nuclear and cell intensity value depending on the protein being studied. Intensities of all cells in a sample were plotted in a histogram to set a threshold filter and determine positive and negative populations.

### **Cell isolation by limited dilution**

Cells were stained with Hoechst 33342 and Propidium Iodide (Thermo Fisher) for 20 minutes. The cell viability and density was checked using a Moxi Mini cell counter (ORFLO). Cells were diluted to achieve a density of 1 cell per 50 nl in a final dispensing mix which contained a diluent, RNAsin (New England Biolab) and 0.35X PBS (without  $\text{Ca}^{++}$  and  $\text{Mg}^{++}$ , pH 7.4, Thermo Fisher). A 384-well source plate with 8 designated wells containing cell suspensions, positive and negative controls, and fiducial mix (fluorescent dye permitting image alignment confirmation) was placed in the ICELL8™ MultiSample NanoDispenser (MSND) (WaferGen). Each of 8 sample source wells in the 384-source plate was sampled by 1 of the 8 dispensing tips. Cells, positive controls, negative controls, and fiducial mix were dispensed onto one chip within 16 minutes. Total RNA (~10 pg) from IMR90 cells was dispensed into selected nanowells and used as in-process positive controls.

### **Microchip imaging and selection of single-cell-containing nanowells**

After dispensing, each chip was sealed and centrifuged at 300 g for 5 minutes at 4°C before imaging with the ICELL8™ Imaging Station (WaferGen). A total of 288 images, 144 each for Hoechst 33342 and for Propidium Iodide were captured. Each image comprised the picture of 36 wells. Following imaging (~7 minutes), the microchip was stored at -80°C for at least 45 minutes or until ready for further processing.

Microchip images were analyzed using CellSelect™ software (WaferGen) to determine the viability and number of cells present in each nanowell. Using the default configuration, CellSelect identified nanowells that have one cell in channel 1 (Hoechst) and no cells in channel 2 (PI). Nanowells that had one bright cell and additional dim cells or debris were further excluded. Nanowells that contained only one cell were selected as candidates and additional visual inspection was performed to confirm the presence of single viable cells.

### **Single-cell cDNA generation for the ICELL8™ experiments**

IMR90 fibroblasts were retrovirally infected with OSKM or control vector, followed by lentiviral infection with the indicated shRNA constructs, and then cultured in selection media as described earlier. Single cells were dispensed on an ICELL8™ microchip with pre-printed barcoded oligonucleotides (WaferGen Biosystems). Live, single cells were selected based on positive Hoechst 33342 and negative propidium iodide staining using the CellSelect™ software (WaferGen Biosystems). Chips were then centrifuged at 3,800 g for 5 minutes at 4°C and transferred to a thermocycler with a program of 72°C for 3 minutes and 4°C forever to anneal pre-printed oligonucleotides to polyA

mRNAs. The microchips were centrifuged as previously before placing them into the MSND. RT-PCR reagents (Takara Bio) contained the following components: dNTP mix, Triton-X-100, MgCl<sub>2</sub>, dithiothrietol (DTT), betaine, SeqAmp™ PCR buffer, SMARTScribe™ First Strand buffer, SMARTScribe™ reverse transcriptase and SeqAmp™ DNA polymerase. The RT-PCR mastermix was dispensed at 1x concentration in each selected well of the ICELL8 chip and was supplemented with 0.8 µM Template Switch Oligo (TSO) and 0.2 µM amplification primer (AP) final concentration. The microchips were spun down and transferred to a thermocycler with a program of 42°C for 90 minutes, 2 cycles at 50°C and 42°C for 2 minutes each to perform cDNA synthesis and a heat-kill step for RT at 70°C for 15 minutes followed by a PCR program of 95°C for 1 min, 18-24 cycles of 98°C for 10 seconds, 65°C for 30 seconds, 68°C for 3 minutes, and 1 cycle of 72°C for 10 minutes and 4°C forever. The number of cycles of amplification depends on cell size and the amount of total RNA in each cell with smaller cells requiring more cycles of amplification. Post reaction chips were inverted and centrifuged (3,800 g 10 minutes at 4°C) to simultaneously collect and pool well contents into a single microcentrifuge collection tube. Double-stranded cDNA was cleaned by the DNA Clean & Concentrator™-5 kit (Zymo Research). Amplicons were purified using Agencourt AMPure XP magnetic beads (Beckman Coulter). Library quality was assessed using a Bioanalyzer High Sensitivity DNA chip (Agilent Technologies) and quantity was determined by a Qubit High Sensitivity kit (Thermo Fisher Scientific).

## **RNA-Seq library construction and sequencing for the ICELL8™ experiments**

1ng of cDNA was used for library construction using the Nextera XT kit (Illumina) per manufacturer's instruction. A custom-made Nextera P5 (WaferGen) and a P7 index primer provided by the Nextera XT kit (Illumina) were used to amplify the "tagmented" fragments. Libraries were purified and size selected using Agencourt AMPure XP magnetic beads (Beckman Coulter) to obtain an average library size of 500 bp. Libraries were sequenced asymmetrically (26 bp for read 1, 166 bp for read 2) on a HiSeq 2500 (Illumina) in rapid run mode. Initial demultiplexing was performed using CASAVA v1.8 allowing 0 mismatches, which generated 208.68 million reads passing filter for 460 samples (OSKM/Lib cells and controls; Fig. 3A-D) or 133.94 million reads passing filter for 310 samples (OSKM/shRNA cells and controls; Fig. 3E-H).

## **Preparation of Smart-Seq2 libraries for scRNA-Seq**

Smart-seq2 libraries were prepared according to the previously described protocol (Picelli et al. 2014) with a few modifications. At step 5, 0.1 µl of ERCC RNA Spike-in mix ( $10^{-5}$  diluted; Life Technologies, 4456740) was added with 0.1 µl of 100 µM oligo-dT primer, 1 µl of dNTP mix and 0.8 µl of H<sub>2</sub>O, yielding the same concentrations of primer and oligo as originally reported. We used 18 cycles for the pre-amplification PCR in step 14. Starting at step 28 in the Smart-seq2 protocol, we performed the Nextera XT reactions in 4 x smaller volumes using 2 µl of undiluted cDNA. In step 33, 12 cycles were used for the final enrichment PCR. After the enrichment, PCR in step 33

for 12 cycles, 2 µl of each 96-well was pooled to form a single library, which was then purified using AMPure XP beads. The resulting library was quantified by Qubit dsDNA HS Assay (Life Technologies) and Bioanalyzer (Agilent Technologies) readings. Pooled libraries were then subjected to 100bp paired-end sequencing per standard protocols for the Illumina HiSeq 2500. Initial demultiplexing was performed using CASAVA v1.8 allowing 0 mismatches, which generated 305.38 million reads for 384 samples.

### **scRNA-Seq data analysis**

FASTQ files were generated from Illumina base call files using bcl2fastq2 conversion software (v2.17). Sequence reads were aligned to the Ensembl GRCh37 genome build and gene models retrieved from Illumina's iGenomes using TopHat2 (v2.0.11).

For transcriptome analysis, aligned reads were counted within exons using Rsubread (v1.22.3) using default parameters without strand specificity. Differential gene expression analysis of single cell data was performed using the scde (v2.0.1) and DESeq2 (v1.12.4) packages, with data quality and default filtering performed using the Scatter package (v1.1.8). Normalized counts from DESeq2 were used for single cell clustering, PCA and tSNE analysis. For shRNA assignment, reads were aligned to shRNA specific sequences using BWA with no multiple mapping. shRNAs were assigned to a cell when more reads than an arbitrarily designed cut-off were found within a unique shRNA. t-SNE analysis was performed using the Rtsne package (v0.11) and overlaid normalized counts were plotted using the ggplot2 package (v2.2.0). Differential expression analysis of bulk cell data was

performed using DESeq2 (v1.12.4) package with no additional filtering applied. 

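Bulk RNA-seq counts were also available for IMR90 fibroblasts infected with OSKM together with an shRNA against CDKN1A (shp21-1 or shp21-2) or MTOR (shMTOR-2 or shMTOR-3). Each shRNA had 3 libraries at each of days 14 and 20. These names follow the labels of the libraries and were not matched to the numbered shRNAs of Table S1. CDKN1A (ENSG00000124762, chromosome 6 of GRCh37 from 36644237 to 36655114) had 829.9 ± 274 CPM with OSKM alone at day 14, and 139 ± 42.0 with shp21-1 and 193 ± 69.2 with shp21-2 (SD, n = 3 libraries each). At day 20 it had 339 ± 71.3 with OSKM alone, 33.9 ± 14.0 with shp21-1 and 42.0 ± 4.53 with shp21-2. Its log2 fold change over both shRNAs and days was −2.74 (standard error 0.16, adjusted p = 5.4e-16 from edgeR's quasi-likelihood test). Each of the 12 libraries with a p21 shRNA lay below each OSKM library of its day. MTOR (ENSG00000198793, chromosome 1 of GRCh37 from 11166592 to 11322613) had 21.0 ± 5.44 CPM with OSKM alone, 6.61 ± 0.902 with shMTOR-2 and 5.80 ± 3.2 with shMTOR-3 at day 14. At day 20, MTOR had 25.6 ± 4.44, 9.24 ± 0.694 and 10.6 ± 1.78 in the same order. Its log2 fold change was −1.55 (standard error 0.20, adjusted p = 8.2e-07 from edgeR), and each of the 12 libraries with an MTOR shRNA lay below each OSKM library of its day. With the shRNAs of the other target, CDKN1A had 797 ± 24.4 CPM (shMTOR-2) and 767 ± 61.4 (shMTOR-3) at day 14, and 211 ± 65.9 and 305 ± 98.4 at day 20 (SD, n = 3 each). MTOR had 20.3 ± 8.43 CPM (shp21-1) and 14.2 ± 5.54 (shp21-2) at day 14, and 21.5 ± 5.78 and 23.1 ± 4.20 at day 20. Between the MTOR and the p21 shRNAs, the log2 difference was 2.49 for CDKN1A (standard error 0.14, adjusted p = 2.5e-16 from edgeR) and −1.30 for MTOR (standard error 0.17, adjusted p = 1.3e-07). At day 14, total gene counts ranged from 640699 to 3924393 (median 3352299) for shp21-1 and from 2630120 to 4724093 (median 4373138) for shp21-2. They ranged from 2232304 to 3750825 (median 3344958) for shMTOR-2 and from 2130812 to 3889278 (median 2177874) for shMTOR-3. At day 20, the ranges were 2808083 to 4096807 (median 3124746) for shp21-1 and 2249916 to 3359823 (median 2840156) for shp21-2. They were 2870957 to 3645034 (median 3051729) for shMTOR-2 and 2485916 to 3981240 (median 3007184) for shMTOR-3. The 30 libraries with OSKM were fitted together with edgeR over 11753 genes, with 1 mean per group and 20 residual degrees of freedom. No library with a control shRNA was analysed here, so that for genes that moved alike with the shRNAs of both targets, an effect of the shRNA vector or of a batch cannot be separated from that of the targets. ERCC spike-ins, as CPM relative to gene counts, had medians of 127.5 to 287 in the shRNA groups and 55.1 with OSKM alone at day 14, and of 29.6 to 107.7 and 31.3 at day 20. Mitochondrial genes held 5.63 to 6.40% of counts (group means) in the shRNA groups and 6.75% with OSKM alone at day 14. At day 20, they held 3.67 ± 0.407% with shp21-1, 4.33 ± 0.309% with shp21-2, 4.59 ± 0.697% with shMTOR-2, 6.79 ± 1.72% with shMTOR-3 and 7.45 ± 1.41% with OSKM alone (SD, n = 3 each). In the shMTOR-3 group of day 20, replicates 1 and 2 had 7.63% and 7.93%, and replicate 3 had 4.81%.

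**Figure D4:**
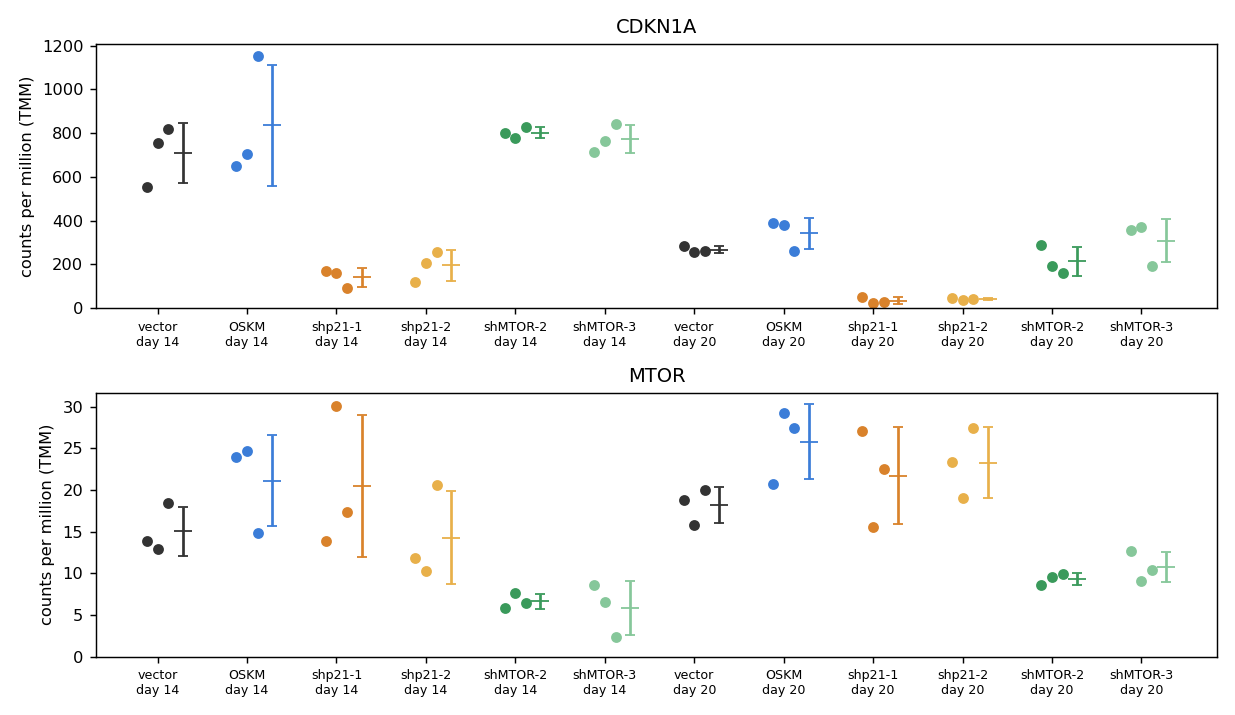
TMM-normalized CPM of CDKN1A (top) and MTOR (bottom) in each of the 3 libraries per group (points), with the mean and SD beside them, for vector, OSKM alone and OSKM with each shRNA at days 14 and 20. CPM here were normalized in 1 fit of all 36 libraries. At day 14, the highest CDKN1A value with a p21 shRNA was 257 and the lowest with OSKM alone 649, and the highest MTOR value with an MTOR shRNA was 8.60 and the lowest with OSKM alone 14.8.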

Functional enrichment analysis was performed using GSEA (v2.2.1) with pre-ranked lists from MSigDB (v4).

For unsupervised clustering of scRNA-Seq data, counts of uniquely mapped reads in every protein coding gene were calculated using SeqMonk ([www.bioinformatics.bbsrc.ac.uk/projects/seqmonk](http://www.bioinformatics.bbsrc.ac.uk/projects/seqmonk)) and exported for downstream analysis. Cells were filtered based on a minimum number of 2000 expressed genes per cell. Clusters and marker genes were obtained using the SC3 package (Kiselev et al. 2017).

### **Reprogramming experiments with TNG MKOS MEFs**

TNG MKOS MEFs were seeded onto 6-well plates coated with 0.1% gelatin (Sigma, G1393) in PBS at a density of  $2 \times 10^4$  MEFs per 6 well in MEF medium. The following day, the media was replaced by reprogramming medium (MEF medium supplemented with 1  $\mu$ g/ml doxycycline (Sigma, D9891), 10  $\mu$ g/ml Vitamin C (L-ascorbic acid; Sigma, A4403) and 1,000 U/mL ESGRO Leukemia Inhibitory Factor (LIF; Millipore ESG1107). Medium was replenished every 2 days. After 14 days, colonies were stained using an Alkaline Phosphatase (AP) detection kit (Millipore, SCR004). Cells were treated with rapamycin at the indicated doses for the first three or six days. For the reprogramming experiments with gene knockout, *Rosa26-Cas9* knock-in mice were crossed with *Nanog*-GFP reporter mice (Chambers et al. 2007). Cas9 expressing *Nanog*-GFP MEFs from E12.5 embryos were reprogrammed with *piggyBac* transposon carrying tetO-MKOS-ires-mOrange cassette (Kaji et al. 2009) as well as U6-gRNA expression cassette, by co-

transfection with pCMV-hyPBase (Yusa et al. 2011) and PB-CA-rtTA Adv (Woltjen et al. 2009). The MEFs were plated at  $1.5 \times 10^5$  cells per well in a 6-well plate, and 24 hours later transfected with FugeneHD (Promega) as per manufacturer's instructions. One day after transfection, reprogramming was initiated with ES media containing 1  $\mu$ g/ml Dox (Clontech), 10  $\mu$ g/ml Vitamin C (Sigma) and 100 U/mL human LIF, in the presence or absence of 500 nM Alk5i (A83-01, Tocris) and/or 5 nM Rapamycin (Sigma). Whole well images were taken with Celigo S imaging cytometer (Nexcelome). Sequences of gRNAs are shown in Table S4.

### **TIDE analysis**

Cas9-expressing MEFs were transduced with U6-gRNA-PGKpuro-2A-BFP lentiviral vectors (sequences are listed in Table S4). After 6 days, the number of BFP-positive cells was assessed by flow cytometry (>90%) and genomic DNA (~2 x 10<sup>5</sup> cells) was extracted using the Quick-gDNA MicroPrep kit (Zymo Research). PCR reactions were carried out with 50 ng genomic DNA in MyTaq Red mix (Bioline) as described in Brinkman et al. (2014 Brinkman NAR). PCR products were purified using the QIAquick PCR Purification Kit (Qiagen) and prepared for sequencing using the primers listed in Table S4. Genome editing efficiency (excluding in frame indels) was determined by comparing the sequence traces from control and sgRNA infected cells using the TIDE web tool.

### **siRNA experiments**

siRNAs were purchased from Qiagen lyophilised in a Flexitube®. Targeting

sequences are provided in Table S1. For immunofluorescence analysis, 2 days after retroviral transduction of empty, OSKM- or RAS-expressing vector, IMR90 cells in suspension (100  $\mu$ l) were reverse transfected with siRNAs on a well of a 96-well plate. The suspension media was DMEM supplemented with 10% FBS only. The transfection mix for each sample well contained 0.1  $\mu$ L DharmaFECT™ 1 (GE Healthcare) in 17.5  $\mu$ L plain DMEM mixed with 3.6  $\mu$ L siRNA 30 min prior to cell seeding. 18 hours after transfection, allowing target cells to adhere, the media were replaced with fresh complete media, containing neomycin (G418; 400  $\mu$ g/mL) for selection of cells carrying the transgene. The cells were fixed at the specified time-point with 4% PFA (w/v). For mRNA analysis, the procedure was identical but scaled up 20 times to fit a 6-well plate. The cells were harvested by scraping in 0.8 ml TRIzol® RNA isolation reagent (Ambion) per well.

## SUPPLEMENTAL REFERENCES

Brinkman EK, Chen T, Amendola M, van Steensel B. 2014. Easy quantitative assessment of genome editing by sequence trace decomposition. *Nucleic Acids Res* **42**: e168.

Carey BW, Markoulaki S, Hanna J, Saha K, Gao Q, Mitalipova M, Jaenisch R. 2009. Reprogramming of murine and human somatic cells using a single polycistronic vector. *Proc Natl Acad Sci U S A* **106**: 157-162.

Chambers I, Silva J, Colby D, Nichols J, Nijmeijer B, Robertson M, Vrana J, Jones K, Grotewold L, Smith A. 2007. Nanog safeguards pluripotency and mediates germline development. *Nature* **450**: 1230-1234.

Cleary MA, Kilian K, Wang Y, Bradshaw J, Cavet G, Ge W, Kulkarni A, Paddison PJ, Chang K, Sheth N et al. 2004. Production of complex nucleic acid libraries using highly parallel in situ oligonucleotide synthesis. *Nat Methods* **1**: 241-248.

Debacq-Chainiaux F, Erusalimsky JD, Campisi J, Toussaint O. 2009. Protocols to detect senescence-associated beta-galactosidase (SA-beta-gal) activity, a biomarker of senescent cells in culture and in vivo. *Nat Protoc* **4**: 1798-1806.

Fellmann C, Zuber J, McJunkin K, Chang K, Malone CD, Dickins RA, Xu Q, Hengartner MO, Elledge SJ, Hannon GJ et al. 2011. Functional identification of optimized RNAi triggers using a massively parallel sensor assay. *Mol Cell* **41**: 733-746.

Kaji K, Norrby K, Paca A, Mileikovsky M, Mohseni P, Woltjen K. 2009. Virus-free induction of pluripotency and subsequent excision of reprogramming factors. *Nature* **458**: 771-775.

Kiselev VY, Kirschner K, Schaub MT, Andrews T, Yiu A, Chandra T, Natarajan KN, Reik W, Barahona M, Green AR et al. 2017. SC3: consensus clustering of single-cell RNA-seq data. *Nat Methods* **14**: 483-486.

Woltjen K, Michael IP, Mohseni P, Desai R, Mileikovsky M, Hamalainen R, Cowling R, Wang W, Liu P, Gertsenstein M et al. 2009. piggyBac transposition reprograms fibroblasts to induced pluripotent stem cells. *Nature* **458**: 766-770.

Yusa K, Zhou L, Li MA, Bradley A, Craig NL. 2011. A hyperactive piggyBac transposase for mammalian applications. *Proc Natl Acad Sci U S A* **108**: 1531-1536.

How the deposited data were processed for this re-analysis (not part of the article)

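The data were bulk RNA-seq libraries of IMR90 human fibroblasts infected with a control vector, with OSKM, or with OSKM and 1 of 2 shRNAs against CDKN1A (p21) or 1 of 2 shRNAs against MTOR. There were 12 groups of 3 libraries, collected 14 days (passage 14) or 20 days (passage 15) after infection. Whether replicates were separate infections is not stated, and no control shRNA was included. The labels call the shRNA vectors pGIPz-based, Table S1 lists p21 #1 to #3 and MTOR #1 to #3 in pRLL and CDKN1A_a to CDKN1A_d, MTOR_m2 and MTOR_m3 in pGIPZ, and which sequences of that table the shRNAs are was not settled.

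The authors made the libraries with Smart-seq2 and Nextera XT with ERCC spike-ins and no unique molecular identifiers. They made FASTQ files with bcl2fastq 2.17, aligned the reads to GRCh37 with TopHat2 2.0.11 and counted reads within exons with Rsubread, without strand. The deposited values are raw counts, 1 file per library, for 62069 Ensembl genes and 92 ERCC sequences. The ERCC counts, at most 0.0478% of a library, were left out of library sizes and tests. Total gene counts ranged from 640699 to 4724093 per library, and 30183 genes had no count in any library. Symbols, coordinates and gene types came from a GENCODE annotation on GRCh37, which held 53539 of the gene IDs and 99.5% of the counts. Bounds for genes at 0 took 3 counts over the group as the floor and cover counting error only.

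From the counts, edgeR 4.0.16 in R 4.3.3 was used to filter genes (filterByExpr with a minimum of 10 counts, a minimum total of 15, and the share of 0.7 for groups over 10 libraries), to normalize by TMM, and to test with the quasi-likelihood method. OSKM and vector were compared in a fit of 12 libraries (10103 genes, 4 groups, biological coefficient of variation 0.1156). The shRNA comparisons used a fit of the 30 libraries with OSKM (11753 genes, 10 groups, 0.2003). Effects were averaged over days, and over the 2 shRNAs of a target, with equal weight. Differences of effects between days and between shRNAs were tested as contrasts of the same fits. P-values were adjusted by the method of Benjamini and Hochberg, and changed genes had an adjusted p under 0.05 and a log2 fold change above 1 or below −1, the thresholds in the paper's legend. Counts of changed genes between days or shRNAs used the adjusted p alone.

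The groups, comparisons, tests, alternatives, 22 gene lists and the rule for naming genes were set before the data were examined. The lists were written from general knowledge and are not the paper's signatures. They covered senescence, SASP, TGF-β response, S phase, G2/M, mesenchymal, epithelial, pluripotency, heart morphogenesis, skin development, central nervous system development, p53 targets, sterol synthesis, glycolysis, lysosome and autophagy, 5′ TOP mRNAs, interferon response, endothelial, blood and muscle genes, the reprogramming factors and the genes the paper names. CCL3, UHRF1, LOR, ACACA and PECAM1 could not be matched. No member of the blood list passed the filter. Lists were compared with all other genes by camera in limma 3.58.1, with a preset correlation of 0.01 or an estimated one. The tests took 17 lists with at least 3 measured members, without the reprogramming factors and the genes the paper names, and this minimum was chosen after first results were seen. Members of lists were counted as higher or lower by the adjusted p alone.

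Named genes were those the paper names, the 3 members of each list with the smallest p and up to 2 in the other direction, and the 10 largest changes per direction. The last had to be protein-coding, change the same way at each day and with each shRNA, not overlap between the groups at either day, and reach 5 CPM. Some genes the rule took are not reported here. The alternatives were counted over the other 96 to 99 genes per comparison, most of which the text does not give.

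The alternatives were size factors of DESeq2 (RLE), no filter, the replicate number as a block, 1 fit of all 36 libraries, DESeq2 1.42.0 without an additional filter, an estimated correlation for lists, each day alone, each shRNA alone, and leaving out each library in turn. Thinning all libraries to the lowest total, and DESeq2 on the libraries of 1 day, were added after the data were seen.

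Calls by the adjusted p alone were tested on simulated counts with 50 genes changed at each fold. The threshold on the fold change was not part of this test, so that recovery of changed genes as defined above was not tested. Recovery was not broken down by level, so that it does not speak for genes with few counts. Genes in the step are those that passed the filter, and genes without a change are all those simulated, before the filter. For OSKM against vector (9877 genes in the step), edgeR called 34, 49, 50 and 50 of 50 genes at folds of 1.5, 2, 3 and 4, and 7 of 9903 genes without a change. For the p21 shRNAs against OSKM (11482 genes) it called 23, 46, 49 and 50, and 11 of 11553. For the MTOR shRNAs against OSKM (11469 genes) it called 29, 47, 50 and 50, and 4 of 11553. For the MTOR against the p21 shRNAs (11456 genes) it called 40, 50, 50 and 50, and 11 of 11553. Reads of CDKN2B and of the antisense CDKN2B-AS1 could not be told apart without strand, and ribosomal protein genes share reads with pseudogenes.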

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

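The OSKM effect differed between days 14 and 20 for 201 of 10103 genes (116 more positive and 85 more negative at day 20, edgeR). Both cell cycle lists were less lowered at day 20, with a median log2 difference of 0.83 for S phase (camera adjusted p = 2.5e-17, 0.00133 with an estimated correlation) and 0.81 for G2/M (1.1e-18, 0.0488). The TGF-β list was raised more at day 20 (median 0.46, adjusted p = 1.5e-13, 0.0127 with an estimated correlation), as was the senescence list (0.12, 0.0239 and 0.0483). The vector libraries moved too, with lower S phase (median −0.42, adjusted p = 3.9e-05, 0.0714 with an estimated correlation), G2/M (−0.24, 0.0017, 0.489), TGF-β (−0.19, 0.0025, 0.259), glycolysis (−0.40, 2.7e-05, 0.0714), epithelial (−0.39, 0.0429, 0.190) and muscle (−0.80, 0.0429, 0.190) lists at day 20 and higher TOP mRNAs (57 of 81 higher and 0 lower, median 0.42, 9.0e-15, 0.377). The S phase means went from 0.83 to 0.40 for vector and from −0.79 to −0.44 for OSKM, so that part of that difference came from vector. The TGF-β means went from −0.32 to −0.65 for vector and from 0.39 to 0.58 for OSKM. Part of the TGF-β difference thus came from vector too, where the means moved more than with OSKM. The sterol synthesis list was raised less (−0.43, 7.3e-10 and 0.0127). The OSKM effect on the muscle list, with 2 of 3 measured genes lower over both days, was less negative at day 20 (1.02, 0.0023 and 0.0463). The median of that list in vector was itself lower at day 20 (−0.80, above). TOP mRNAs (−0.32, 8.1e-13, 0.326), lysosome (−0.26, 0.0012, 0.176) and p53 (−0.21, 0.0489, 0.144) lists had a more negative effect at day 20. The mesenchymal list had a more positive one (0.34, 7.1e-04, 0.108). These last 4 calls were lost with an estimated correlation. All these lists were picked out by a test of the difference between days. The count of 201 was 21 in 1 fit of all 36 libraries, and 127, 110, 117, 105 and 111 without vector day 20 replicates 1 and 3, vector day 14 replicates 2 and 3, and OSKM day 14 replicate 1. Of 100 splits that exchanged days within vector and within OSKM, the real one included, 4 changed as many genes, and the highest other split changed 1118. This test was described in these terms after its result was seen. The 3 others exchanged the days of 4 of 6 libraries of vector or of OSKM and none of the other (1118, 578 and 401 genes). Such a split turns a difference between days, 3039 genes in the vector libraries, into a difference of effects, so that the splits do not decide whether chance is excluded.

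More genes changed with OSKM at day 14 than at day 20. Fewer counts at day 20 are argued against, since day 14 kept at least 1.2614 times the changed genes in 5 thinnings to 1 total. The spread between the day 20 libraries was wider, with a biological coefficient of variation at least 1.1023 times that of day 14. Both days were tested in the same fit, where the spread is estimated from the libraries of both days. This ratio thus cannot show that a wider spread lowered the count of day 20. A smaller OSKM effect at day 20, the biological explanation, was left open, with ratios of the variance of effects from 0.892 to 0.9111 around the bound of 0.9. Day cannot be separated from passage.

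The effect of the p21 shRNAs differed between days for 38 of 11753 genes and that of the MTOR shRNAs for 29, by the same test. CXCL8 was among the former (log2 difference −1.61, standard error 0.32, adjusted p = 0.016 from edgeR). The 2 p21 shRNAs differed from each other for 6 genes and the 2 MTOR shRNAs for 2 genes (948 and 1043 at an unadjusted p under 0.05).

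The shRNA libraries are data the paper's text does not analyse in bulk. Against OSKM alone, 710 genes were higher and 346 lower with the p21 shRNAs, and 180 were higher and 121 lower with the MTOR shRNAs. Between the MTOR and the p21 shRNAs, 196 genes were higher and 303 lower with the former.

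The shRNAs of both targets changed many of the same genes. Over the 10087 genes tested in both fits, 581 were higher and 248 lower with the p21 shRNAs, 123 and 104 with the MTOR shRNAs, and 84 and 36 in both. Between different days, which share no library, 108 were higher and 26 lower in both (p21 shRNAs at day 14) against 15.32 and 4.11 for independent lists, and 43 and 13 (p21 shRNAs at day 20) against 7.76 and 4.32. The shared OSKM libraries are argued against as the whole source, since between different days the covariance of the effects (0.1807 and 0.1353) was at least 0.5869 of the mean within days (within days 0.1701 and 0.291, against 0.0558 and 0.0635 simulated). For these shared genes, a difference common to all shRNA libraries, of the shRNA vector or a batch, cannot be told apart from a reversal of OSKM effects, since no control shRNA was included. Of the shared genes of day 14, 62.34% ran against the OSKM effect of day 20 (48 of 77, exact 95% interval 50.6 to 73.1, against 51.22% of all genes). Of those of day 20, 38.1% ran against that of day 14 (101 of 265, 32.2 to 44.3, against 44.84% of all genes), so that most of these ran with the OSKM effect.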

How the results depend on the processing

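Of 75 counts of genes under other settings, 63 lay within 1.5 times the reported count, as did 151 of 156 that left out 1 library. Of 3147 values of genes the naming rule took (96 to 99 per comparison, most not given in the text), 2928 kept their call and direction, 206 lost the call, 7 gained it and 6 were reversed, and of 7056 that left out 1 library, 6835 kept it, 202 lost it and 19 gained it. Of 303 values of called lists, over the 17 lists of each comparison, 245 kept the call, 57 lost it and 1 was reversed, and of 666 that left out 1 library, 648 kept it and 18 lost it. Lists without a call gained one 9 and 16 times, and 1 was called in reverse. For lists not set as results beforehand, these settings were run after results were seen. A change of sign without a call in either setting (21 and 32 genes, 14 and 41 lists) was counted as kept. Leaving out a library lets more genes pass the filter.

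Without the filter, OSKM raised 1047 genes, 306 differed between days, and the lists for epithelial (adjusted p = 0.134), heart (0.106) and central nervous system (0.641) genes lost their calls. The glycolysis list gained a call as lower with OSKM (0.0128). In 1 fit of all 36 libraries, 21 genes differed between days, and the epithelial (0.0591) and central nervous system (0.0575) calls were lost.

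With an estimated correlation, 7 of 15 list calls were lost for OSKM, including epithelial (0.0878), skin (0.0685) and central nervous system (0.0872). For the p21 shRNAs 5 of 8 were lost, including SASP (0.406), TGF-β (0.135) and TOP mRNAs (0.560). All 7 were lost for the MTOR shRNAs, including S phase (0.325), G2/M (0.466) and TOP mRNAs (0.713), and 6 of 9 between targets, including SASP (0.332) and TGF-β (0.0764). The other lists so lost stand with their values at the passages and in the other observations.

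At day 14 alone, the epithelial (0.0995), skin (0.0665), central nervous system (0.120) and TOP (0.288) calls were lost for OSKM. The MTOR shRNAs raised 101 genes and lowered 62, and 5 of their 7 list calls were lost, for S phase (0.110), mesenchymal (0.101), glycolysis (0.264), lysosome (0.656) and muscle (0.177) genes. Between targets the TOP list was lower, without a call (0.0757), and the mesenchymal list was higher (6.3e-04). The p21 shRNA effects on DCN (log2 −0.048), PDGFRA (−0.17) and CXCL8 (0.24), and the differences between targets for F3 (0.0634) and NPTX1 (0.29), were reversed, without a call at that day.

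At day 20 alone, OSKM lost the sterol call (0.0967), the p21 shRNAs lowered 832 genes and lost the SASP call (0.118), and the MTOR shRNAs raised 313 and lowered 184 and lost the G2/M (0.137), TOP (0.917) and muscle (0.0626) calls. Between targets, 367 genes were higher, the SASP (0.196), TGF-β (0.235), sterol (0.228), glycolysis (0.228) and lysosome (0.940) calls were lost, the mesenchymal list was lower (0.0026), opposite to day 14, and FN1 was reversed (−0.19). DESeq2 on the day 20 libraries, added after the data were seen, gave 311 genes lower with OSKM.

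With the first shRNA alone, 582 genes were lower for p21 and 273 higher for MTOR. With the second, the calls for SASP (0.0507, p21) and S phase (0.129), G2/M (0.0775), TOP mRNAs (0.360) and muscle (0.0775, MTOR) were lost. With the first MTOR shRNA the mesenchymal and muscle calls (both 0.0609) were lost and the interferon list gained a call as lower (0.0442). Without the filter the MTOR muscle call was lost (0.532).

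Leaving out 1 library at a time, the adjusted p was 0.0474 to 0.113 for the epithelial list, 0.0227 to 0.0508 for the central nervous system list (the latter without OSKM day 20 replicate 1), and 105 to 300 genes differed between days.

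The correlation of the OSKM effect with the shRNA effect was −0.0548 for p21 and 0.1588 for MTOR (OSKM at day 14, shRNA at day 20). It was −0.1836 and −0.0282 with the days exchanged, −0.3415 and −0.1897 within day 14 and −0.147 and 0.065 within day 20, where shared OSKM libraries alone give between −0.615 and −0.569.

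With the replicate block, 667 genes were higher and 526 lower with OSKM, 700 and 343 with the p21 shRNAs, 182 and 119 with the MTOR shRNAs, and 199 and 304 between targets, and 185 differed between days. The libraries were not taken as paired by number, since the correlation of same-numbered libraries was not over 0.1 for every pair (mean −0.0118, lowest −0.1705, and mean 0.0216, lowest −0.3197, with shRNAs). Of 12 libraries 3 correlated best with their own number, and of the 30 in the fit with shRNAs 17, more than the third expected by chance, a hint of shared numbers there.

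Median log2 fold changes over all genes shifted by over 0.1 without the filter for OSKM (0.1038) and with DESeq2 without a filter for the p21 (−0.2566) and MTOR (−0.1909) shRNAs.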

Differences from the paper's values

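With OSKM, 667 genes were higher at the thresholds of the paper's legend, where the paper shows about 1300 in Supplemental Fig. S1C, read by eye. Of the alternatives set before the data were examined, no filter on low counts (1047), 1 fit of all 36 libraries (891) and DESeq2 without an additional filter (888) fell within 1.5 times the paper's count. RLE size factors (675), the replicate block (667), day 14 alone (783), day 20 alone (612) and leaving out each of 12 libraries (696 to 771) did not. Nor did 3 alternatives added after the data were seen (501 to 717).

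With OSKM, 523 genes were lower, where the paper shows about 1100 in Fig. 1G, read by eye. None of the 7 other settings set before the data were examined (448 to 642), of 12 fits that left out 1 library (522 to 568), or of 3 alternatives added after the data were seen (311 to 558) fell within 1.5 times the paper's count. The text does not name the libraries behind either figure. Fig. 1E draws 2 vector and 3 OSKM columns, while 6 and 6 libraries were used here, so that these counts may come from other sets of samples than 667 and 523.

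The paper states that OSKM induces the CDK inhibitors p15INK4b, p16INK4a and p21CIP1, by qRT-PCR (Fig. 1C), another assay. It also reports qRT-PCR at an earlier day than these libraries, with a more modest induction of CDKN2A and CDKN1A than of CDKN2B. It further reports induced p16INK4a protein by Western blot and immunofluorescence, and that knockdown of CDKN1A or CDKN2A blunted the arrest. In the RNA-seq, CDKN2B was higher (log2 fold change 3.36, adjusted p = 1.6e-16, edgeR) and so was CDKN1A (0.30, adjusted p = 0.0482, from 0.0032 to 0.267 over the alternatives). CDKN2A did not pass the test (0.20, adjusted p = 0.293, from 0.106 to 0.988 over the alternatives), and its counts mix p16INK4a and p14ARF transcripts.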

Other observations

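With the p21 shRNAs, cell cycle genes were higher than with OSKM alone. CDK1, the mitotic kinase, had a log2 fold change of 2.84 (standard error 0.20), the centromere protector SGO1 3.29 (0.26), the spindle checkpoint kinase TTK 3.23 (0.24) and the topoisomerase TOP2A 2.69 (0.23) against OSKM alone. Of 41 S phase genes 35 were higher and none lower (median 1.11, camera adjusted p = 6.4e-18, 2.8e-05 with an estimated correlation), and of 54 G2/M genes 49 were higher and 1 lower (median 1.42, 8.2e-45 and 1.1e-04). The senescence list was lower (31 of 62 lower and 7 higher, 6.2e-05 and 0.00465). Lower without an estimated correlation were SASP (28 of 56 lower and 7 higher, 0.0114, 0.406 with an estimated correlation), TGF-β (23 of 50 and 2, 9.2e-05, 0.135), glycolysis (13 of 21 and 0, 9.2e-05, 0.232), lysosome (23 of 31 and 2, 8.3e-08, 0.0804) and TOP mRNAs (63 of 81 and 7, 8.3e-07, 0.560). IL6 (−1.18, adjusted p = 0.0034, lost at day 14 alone and with the second shRNA alone), INHBA (−0.64, 1.2e-04, lost at day 20 alone) and CCL2 (−1.13) were lower, while FGF7 (2.26) and TNFRSF11B (1.31) were higher (edgeR). CDKN2B had −0.34 (adjusted p = 0.034, lost in 4 of 9 settings and 10 of 18 fits without 1 library, edgeR). The mesenchymal list did not pass (0.0601), but was lower in 4 of 9 other settings, among them day 14 alone (6.3e-06), and not at day 20 alone (0.878). The epithelial (0.452), heart (0.727), skin (0.675), central nervous system (0.561), p53 (0.561), sterol (0.274), interferon (0.591) and muscle (0.297) lists did not pass.

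With the MTOR shRNAs, the follistatin gene FST, whose product binds activin, was higher (log2 fold change 1.53, standard error 0.12, adjusted p = 1.1e-11, edgeR), as were ITGA8 (2.50), GPM6B (2.30) and CALCRL (2.18), and the fatty acid binding protein FABP4 (−3.52) and the protease CTSK (−1.40) were lower. For single cells with MTOR shRNAs, sorted from the pooled screen at day 56, the paper reports lower CDKN2A, CDKN1A and CDKN2B, lower IL6, IL8 and INHBA, and lower senescence, SASP and TGF-β signatures. With the mTOR inhibitor rapamycin, the paper also reports blunted induction of these CDK inhibitors and of IL6 by qRT-PCR, and a lower TGF-β signature. The bulk libraries are of other samples, with single shRNAs at days 14 and 20. In them, CDKN2A had −0.42 (adjusted p = 0.0517, called in 2 of 9 other settings and 7 of 18 fits without 1 library), CDKN1A −0.25 (0.275), CDKN2B 0.18 (0.360), IL6 −0.83 (0.0613, called in 3 of 18 fits without 1 library), INHBA −0.25 (0.182) and CXCL8, which encodes IL-8, 0.59 (0.0058, lost at day 14 alone and with the first shRNA alone), all from edgeR. The senescence (17 of 62 lower and 9 higher, 0.242), SASP (11 of 56 and 7, 0.376) and TGF-β (10 of 50 and 4, 0.318) lists did not pass. S phase (8 of 41 higher, 0.0093) and G2/M (18 of 54 higher and 2 lower, 0.0048) lists were higher, and mesenchymal (0.0071), glycolysis (0.0023), lysosome (1.3e-04), TOP (0.0048) and muscle (0.0431) lists lower, all lost with an estimated correlation (0.325, 0.466, 0.458, 0.458, 0.337, 0.713 and 0.325). At day 14 alone, 5 of these 7 calls were lost, and 3 at day 20 alone. In the shMTOR-3 group of day 20, replicates 1 and 2 stood apart from replicate 3, with mean scores of 0.48 and 0.60 against 0.06 for TOP and −0.23 and 0.02 against 0.30 for mesenchymal genes, and 7.63% and 7.93% against 4.81% of counts from mitochondrial genes. The TOP mean of that group (0.38) lay above that of OSKM alone (0.17). The heart (0.280), p53 (0.557), sterol (0.507), interferon (0.225), epithelial (0.955), skin (0.507) and central nervous system (0.507) lists did not pass. With the first MTOR shRNA alone, the interferon list was lower (0.0442).

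Compared with the p21 shRNAs, the MTOR shRNAs left the cell cycle genes lower (G2/M 51 of 54 lower, 1.4e-84, 1.4e-06 with an estimated correlation, and S phase 35 of 41, 4.7e-27 and 1.4e-06) and the senescence list higher (28 of 62 higher and 4 lower, 1.1e-05 and 0.00159). Higher without an estimated correlation were SASP (0.0090), TGF-β (9.6e-06), sterol (0.0081), glycolysis (0.0327), lysosome (4.1e-04) and TOP (7.0e-05) lists. These calls were lost with an estimated correlation (0.332, 0.0764, 0.292, 0.518, 0.292 and 0.555). The TOP list was lower at day 14 alone, without a call (0.0757).

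The slope of the shRNA effect on the OSKM effect was lower for the p21 than for the MTOR shRNAs in both pairings of different days, which share no library. The slopes were −0.0435 and 0.0907 (OSKM at day 14) and −0.1244 and −0.0131 (OSKM at day 20), and the smallest difference, also without the cell cycle lists, was −0.0943. With OSKM at day 14, the rank correlations were positive for both (0.0716 and 0.1868), and with OSKM at day 20 they were −0.1307 and 0.0367. The slopes are small and are given without a standard error, and ranks show no reversal in the first pairing. A partial reversal by loss of p21 is a hypothesis that these libraries cannot decide, since no control shRNA was included.

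TOP mRNAs were lower with OSKM at day 20 and with the p21 shRNAs, and did not pass with OSKM at day 14 alone (0.288). The OSKM effect on these mRNAs was more negative at day 20 than at day 14 (median log2 difference −0.32, camera adjusted p = 8.1e-13). That call was lost with an estimated correlation (0.326). The mean scores of the TOP mRNAs were −0.11 for vector and −0.16 for OSKM at day 14, and 0.30 and −0.04 at day 20. The OSKM difference at day 20 thus stood against vector libraries with a higher score than at day 14. At most 5 of 1000 lists matched on annotated length and GC content had medians as low (6 with the MTOR shRNAs). For OSKM against vector, the median annotated length was 2275 for the TOP mRNAs and 2203 for the matched lists. Counts per gene do not show which transcripts were present, so that an effect of short transcripts is left open. Level was not fully matched, with median log2 CPM of 9.101 and 8.725. Libraries that swing together by chance are argued against by exact permutation within days (highest p = 0.025), but not for the MTOR shRNAs (0.057). A biological explanation was not tested, the list calls were lost with an estimated correlation, and pseudogenes share reads with these genes.

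Other splits of the libraries within days all changed fewer genes than the real one. For OSKM against vector, 1190 genes changed, reached in 1 of 100 splits, the real one (highest other 513). The values were 1056, 1 of 50 and 268 for the p21 shRNAs, and 301, 1 of 50 and 53 for the MTOR shRNAs. They were 499, 1 of 50 and 66 for the targets against each other. These splits argue against chance spread between libraries only. Whether replicates were separate infections is not stated, so that chance between infections was not tested. For the shRNAs against OSKM alone, a batch difference would also put the real split highest.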
